# Gene expression landscape of the *Brassica napus* seed reveals subgenome bias in both space and time

**DOI:** 10.1093/plphys/kiaf283

**Published:** 2025-06-28

**Authors:** Dylan J Ziegler, Deirdre Khan, Jenna L Kalichuk, Michael G Becker, Asher Pasha, Nicholas J Provart, Mark F Belmonte

## Abstract

*Brassica napus* (canola; A^n^A^n^C^n^C^n^) contains both complete diploid genomes from its progenitors *Brassica rapa* (A^n^) and *Brassica oleracea* (C^n^). Despite growing knowledge of the gene expression landscape of the *B. napus* seed, little is known about subgenome bias underpinning the development of specific cells and tissues across the seed lifecycle. Here, we present a large-scale transcriptome atlas of the *B. napus* seed, including both the maternal seed coat and filial embryo and endosperm subregions. We report on extensive, global C^n^ subgenome bias throughout development and use homoeologous gene pairs to describe how subgenomic bias differs across subregions. We find that subgenome bias is most prominent during early development and that the maternal subregions experience far more asymmetric transcript accumulation in favor of the C^n^ subgenome. In particular, the unexpectedly distinct transcriptome profile of the chalazal pole indicates the unique developmental processes involved within the chalaza. Furthermore, we report that genes integral to seed storage comprise a large portion of the transcriptome of mature seeds, especially within the embryo, and that gene pairs previously documented to be instrumental in seed development exhibit low transcriptional bias. This work represents an important synthesis of polyploid transcriptomics in seed biology and provides a comprehensive overview of the *B. napus* gene expression landscape in both space and time.

## Introduction

Seeds are complex and elegant reproductive structures that provide evolutionary advantages to spermatophytes. In flowers, the seed is generally composed of the embryo that goes on to produce the next sporophytic generation of the plant; the endosperm that supports early embryo growth; and the seed coat that helps to protect the seed (Ziegler et al. 2019). Furthermore, these 3 constituent parts are of different genetic identities. The seed coat originates from the maternal parent while the triploid endosperm and the diploid embryo are products of the unique double fertilization event characteristic of angiosperm seeds (Bleckmann et al. 2014). Seed development must therefore manage these genetic identities to ensure that each constituent part develops simultaneously in tight coordination. This balance has been the subject of many research endeavors in the past, which describe the elongation and development of the seed coat (Radchuk and Borisjuk 2014), the divisions of the embryo (reviewed in Boscá et al. 2011), the cellularization of the endosperm (Batista et al. 2019; Xu et al. 2023), and the cross-talk between the constituent parts (Belmonte et al. 2013; Figueiredo et al. 2015, 2016; Xu et al. 2015; Doll et al. 2020). However, the genetic complexity underpinning seed development is complicated by the extensive polyploid histories of angiosperms. Polyploidy is ubiquitous in land plant evolution, constituting >50% to 70% of all extant flowering plants (Otto and Whitton 2000). While autopolyploidy happens in angiosperms, polyploidy more often occurs as a consequence of interspecific hybridization, which forms complex amphidiploid genomes. *Brassica napus* L. (A^n^A^n^C^n^C^n^) is one such species that formed from the interspecific hybridization of *Brassica rapa* L. (A^r^A^r^) and *Brassica oleracea* L. (C^o^C^o^) approximately 7,500 to 12,500 years ago as a nascent amphidiploid (Chalhoub et al. 2014).

As one of the world's most important oilseeds, *B. napus* is of great interest to the scientific community. The underlying gene expression landscape required to make a canola seed is poorly understood especially from the earliest stages of seed development. *B. napus* ovules are composed of 2 integuments that encircle the nucellus and female gametophyte. Seed development begins with the ovule (OV) and postfertilization transitions into the globular (GLOB) and then heart (HEART) stages, which constitute the morphogenesis phase (Fig. 1A). Seed storage reservoirs accumulate thereafter, characteristic of mature green (MG) seeds during the maturation phase. As the *B. napus* seed develops, it must coordinate the development of the maternal and filial subregions to orchestrate seed development.

**Figure 1.**
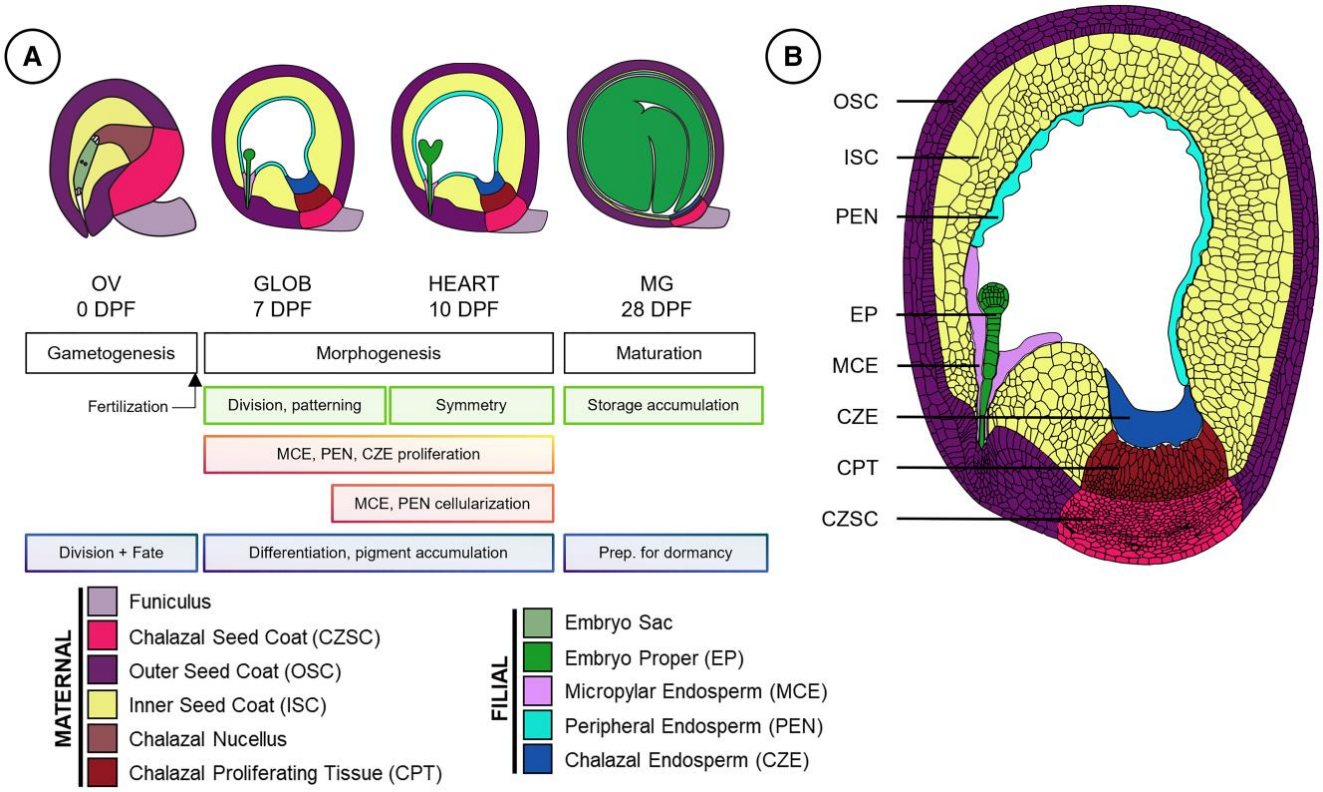
Seed development in *Brassica.*  **A)** Tissue schematic of stages of seed development examined in *B. napus*. Biological processes that occur in different subregions are shown in boxes below. The globular stage seed is expanded **B)**, showing the outer distal seed coat (OSC), inner distal seed coat (ISC), chalazal seed coat (CZSC), chalazal proliferating tissue (CPT), chalazal endosperm (CZE), peripheral endosperm (PEN), micropylar endosperm (MCE), embryo proper (EP), and funiculus.

Our previous work showed that transcription factor gene activity was dominated by the A^n^ subgenome in the whole *B. napus* seed (Khan et al. 2022). Furthermore, subgenome bias of nonprotein-coding genome elements like DNA methylation and siRNAs is more frequently biased toward the C^n^ subgenome (Ziegler et al. 2023). Despite the growing body of evidence supporting subgenome bias in *B. napus*, we have yet to explore the possibility of subgenome bias in specific cells and tissues across all of seed development at the mRNA level genome wide. Some recent studies have reported gene expression profiling of *B. napus* seed subregions like the embryo, endosperm, and seed coat (Liao et al. 2019; Ziegler et al. 2019; Gao et al. 2022; Wei et al. 2022). However, these studies do not enable a complete understanding of temporal subgenome bias since none reported on the potential contribution of each subgenome to *B. napus* seed development from fertilization to maturation.

Our dissection of the *B. napus* gene expression landscape and histological characterization of the seed reveals integrated biological processes that underpin seed development. Data revealed each subregion of the seed exhibits distinct transcriptional profiles in the context of subgenome bias. In particular, we found that the chalazal proliferating tissue (CPT) is distinct from the other subregions, likely due in part to its ontogenetic relationship with the nucellus. We also report that specific gene homoeologs involved in seed storage accumulation are expressed asymmetrically between the 2 subgenomes. Analysis of the ancestral subgenomes of this allopolyploid provides seminal evidence into the contributions of each subgenome that define cell and tissue-specific compartments of both maternal and filial regions that contribute to the making of a seed.

## Results

### The *B. napus* seed is a complex yet elegant reproductive structure that can be divided into regions and subregions

We used laser microdissection (LMD) coupled with global RNA sequencing (RNA-seq) to profile the gene expression landscape of the *B. napus* seed. Cells and tissues were captured at the ovule (ov), globular (g, 7 d postpollination [DPP]), heart (h, 10 DPP), and mature green (mg, 28 DPP) stages of development. We profiled gene expression of the maternal seed coat subregions including the inner seed coat (ISC), outer seed coat (OSC), and chalazal seed coat (CZSC), and the CPT. The micropylar endosperm (MCE), peripheral endosperm (PEN), chalazal endosperm (CZE), and the embryo proper (EP) were captured from the filial regions of the seed (Fig. 1A). The EP was further dissected into the embryonic root (ROOT) and cotyledons (COT) in mg seeds. 

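In LMD, cells of a chosen subregion are excised from tissue sections with a laser under a microscope, and their RNA is sequenced. The table of values held 74 libraries from 26 subregions, 44 libraries from 16 maternal subregions and 30 libraries from 10 filial subregions. In their names the stage comes first, so that gMCE stands for the MCE at the globular stage. Each maternal subregion had 3 libraries except the ovCPT, gOSC, mgISC, and mgOSC, which had 2. The gMCE had 5 libraries, the gEP and hMCE had 4, the gCZE, hEP, and mgCOT had 3, and the gPEN, hPEN, hCZE, and mgROOT had 2. For 3 libraries (mgCPT replicate 1 and mgCOT replicates 1 and 2), the tissue in the sample label differed from the subregion in the title, and the title was used. 1 of the 3 mgCZSC libraries had no replicate number and may be a repeat of replicate 3, as Supplementary Data Set S5 lists a library with such a name, so that n = 3 in the mgCZSC may stand for 2 samples. The authors trimmed reads with fastp, aligned them to the Darmor-bzh assembly with HISAT2, counted uniquely mapped reads on each gene with featureCounts, and expressed the counts as TPM. Reads that matched both homoeologs equally well were therefore counted for neither. The table covered 101,040 genes, of which 44,452 were A n genes and 56,055 were C n genes by their identifiers, and 533 had no subgenome in their identifiers.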

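No value in the table was 0, because a constant equal to 0.01 reads had been added to each gene before scaling. For 99.9% of the genes, low values rose from that constant in steps of whole reads, which allowed the reads on these genes to be recovered. The genes that could not be recovered included those with the highest TPM, so that the recovered reads stand for 6.09% (mgCOT replicate 2) to 94.0% (ovCPT replicate 2) of the summed TPM of a library. Among maternal libraries, the median and range of recovered reads were 8,721,662 (244,924 to 16,696,474) in ovules, 10,350,112 (816,797 to 20,561,901) at the globular stage, 6,191,440 (822,993 to 17,649,270) at the heart stage, and 5,774,238 (911,787 to 12,434,177) at the mature green stage. Among filial libraries, they were 2,721,436 (205,522 to 7,966,975) at the globular stage, 3,101,121 (1,183,487 to 10,913,777) at the heart stage, and 4,289,617 (2,205,698 to 8,460,855) at the mature green stage. A single read on a gene of median length was worth between 0.0143 TPM in mgCOT replicate 3 and 5.78 TPM in ovCPT replicate 2, which sets how finely a value near 1 TPM is resolved. The value of a subregion was the arithmetic mean of its libraries. Genes were compared between groups with limma on log2(TPM + 1). Homoeologs were compared through the log2 ratio of A n over C n, taken in each library after adding 1 TPM to both copies and tested against 0 with limma in a single fit over all 74 libraries, in each subregion where the copies together averaged at least 2 TPM. Adding 1 TPM draws the ratio of a pair near 1 TPM toward 0. The spread of a pair was estimated over all 74 libraries. A call lost when 0.1 TPM is added instead can therefore reflect libraries where both copies are near 0. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method.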

Hereafter, the seed subregion and its corresponding stage are referred to with abbreviations of the stage of development followed by the subregion (i.e. ovCPT refers to the CPT of ovules). Furthermore, while ovules are defined as the female gametophyte encircled by elongating integuments that later fuse to form the seed coat, they are referred to as “seed coat” subregions for consistency in text.

*B. napus* ovules have a distinct chalazal receptacle where the CZSC is composed of smaller condensed cells and the cells of the ISC and OSC are comparatively isodiametric with a palisade layer at the interface of the two. Postfertilization, the elongation of the fusing seed coat migrates the micropylar pole to be parallel to the chalaza with the MCE encircling the suspensor at the base of the EP (Fig. 1B). The endosperm forms a thin syncytium surrounding the inner periphery of the ISC and is referred to as the PEN. The endosperm additionally forms a syncytial cyst at the chalazal pole, referred to as the CZE. At the interface between the CZE and CZSC lies the maternally derived CPT. The CPT in *B. napus* proliferates to a large mass of cells at the interstice of the filial CZE and the maternal CZSC postfertilization (Fig. 1B).

### The C^n^ subgenome asymmetrically accumulates transcripts across seed development

Collectively, we identified 55,839 genes in the LMD data set that were not detected in the whole seed thus increasing transcript detection by 44% (Supplementary Fig. S1). This total accounts for 78.6% of all annotated genes in the *B. napus* cv. 

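A mean above 1 TPM in at least 1 subregion was reached by 99,343 of the 101,040 genes of the table (98.3%). The threshold moved this number most, from 100,574 genes above 0.5 TPM to 56,873 (56.3%) above 5 TPM. A mean above 1 TPM can rest on a single library, and 86,183 genes were above 1 TPM in every library of at least 1 subregion. With the geometric mean of the libraries, a choice made after the values were seen, 95,110 genes (94.1%) were above 1 TPM. The number of genes above 1 TPM in a subregion varied from 4,424 in the mgCOT to 91,931 in the hCZSC. The whole-seed libraries were not analysed here.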

Topas reference genome (Chalhoub et al. 2014). 

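The 6 copies of *TRANSPARENT TESTA16* listed by the authors were compared between the 17 ISC and CPT libraries from ovules to the heart stage and the other 42 libraries of these stages, and their TPM was higher in the ISC and CPT with log2 changes from 4.56 to 5.55 (adjusted p of 4.41e-37 or less, limma). *LEAFY COTYLEDON1* had log2 changes of 5.84 (standard error 0.26, adjusted p = 1.02e-26) for BnaC07g14150D and 5.72 for BnaA07g10770D between 13 libraries of the EP, hMCE, and hPEN and 35 other libraries of the globular and heart stages. BnaC07g14150D reached 151 ± 148 TPM (SD, n = 13) in the first group and 2.58 TPM in the second. The 4 copies of *ZHOUPI* averaged 12.0 to 24.2 TPM in the 6 hMCE and hPEN libraries and at most 0.752 TPM in the 42 other libraries of both stages, with log2 changes from 3.27 to 4.24 (adjusted p of 3.14e-18 or less, limma). For the CZE (5 libraries against 43), log2 changes ran from 3.00 to 3.63 over 3 copies of *MIRO3* and from 1.77 to 3.72 over 3 copies of *KIN14T* (adjusted p of 1.26e-10 or less, limma). The subregions compared for each gene were taken from the heat map of these genes in the paper's supplement. That heat map was drawn from the same libraries, so these p-values describe the contrast it shows and are not independent evidence of specificity.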

Marker genes that are well supported in the literature to be subregion specific like *TRANSPARENT TESTA16* (seed coat), *LEAFY COTYLEDON1* (endosperm, globular EP), *ZHOUPI* (endosperm) (Nesi et al. 2002; Yang et al. 2008; Song et al. 2021), and genes shown to be subregion specific in Arabidopsis (*MIRO3* And *KINESIN-LIKE 14* [*KIN14T*]; Belmonte et al. 2013) all show compartment specificity in our own data set (Supplementary Fig. S2). Genes belonging to the C^n^ subgenome were overrepresented compared to the A^n^ subgenome at both the level of detected transcribed genes (Fig. 2A) and the total sum of transcript activity as represented by transcripts per million (TPM) (Fig. 2B). 

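Of the genes above 1 TPM with a known subgenome, C n genes made up 53.9% on average over the 26 subregions, from 52.2% in the gMCE to 58.9% in the mgOSC. C n genes made up 55.8% of all A n and C n genes in the table. Relative to the genes each subgenome holds, 39.9% of A n genes and 36.1% of C n genes were above 1 TPM in the gCPT, and 53.0% and 47.1% in the ovCZSC. The share was higher for C n genes in the hCPT (64.0% of A n genes and 65.0% of C n genes), hCZSC (90.6% and 91.3%), mgCPT (77.2% and 82.1%), mgISC (66.0% and 72.1%), and mgOSC (61.2% and 69.6%), and higher for A n genes in the other 21 subregions. These are shares of genes with a mean above 1 TPM over libraries. In single libraries, the share was higher for A n genes in all 3 of the hCPT and all 3 of the hCZSC, so the direction there comes from averaging libraries with 39,148 to 84,887 and 40,165 to 98,001 detected genes. It was higher for C n genes in 2 of 3 libraries of the mgCPT and in each library of the mgISC and mgOSC.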

The seed subregions were universally biased toward the C^n^ subgenome compared to the whole seed, with both more genes detected and higher transcript accumulation from the C^n^ subgenome. At the genome level, subgenome bias of total TPM ranged from 48.9% A^n^/51.1% C^n^ in the DS to 51.1% A^n^/48.9% C^n^ in MG seeds. In contrast, subgenome bias within subregions was most asymmetric in the mgCOT (17.6% A^n^/82.4% C^n^) and most equivalent in the gCPT (45.4% A^n^/54.5% C^n^) (Fig. 2B). Furthermore, the 500, 1,000, 1,500, and 5,000 most highly transcribed genes across all stages of seed development as well as in all subregions were either not biased toward any subgenome or biased to the C^n^ subgenome (Fig. 2C). 

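Averaged over libraries, C n genes held 80.7% ± 0.857 (SD, n = 3) of the A n and C n TPM in the mgCOT, the highest share of the 26 subregions, and 54.9% ± 1.40 (SD, n = 3) in the gCPT, the lowest. The mgROOT had 78.2% ± 0.246 (SD, n = 2) and the hMCE 77.8% ± 1.24 (SD, n = 4). Libraries of one subregion differed most in the gMCE, at 76.8% ± 9.35 (SD, n = 5). The mean over subregions was 68.7%, with 66.2% over the maternal and 72.7% over the filial subregions, a difference of -6.55 percentage points (permutation test over subregions, p = 0.02). A group of 43 genes with a mean over subregions of at least 1000 TPM and at least 20 times their whole-seed mean in the part of the paper's table of averages to hand (1,999 of 101,040 genes), termed LMD-high genes here, held 40.3% of the summed TPM on average. Of these genes, 25 lie on chromosome C09. Leaving out whole chromosome C09 moved the mean C n share most, to 50.0%. This removes C n genes alone, so it lowers the share by construction. Without the LMD-high genes, the maternal-filial difference was 1.33 (permutation test, p = 0.41), with its sign reversed, and the mgCOT stood at 49.2% ± 1.49 (SD, n = 3) and the gCPT at 51.9% ± 1.07 (SD, n = 3). The permutation test pools the stages, and ovules are maternal only. At the globular stage every filial subregion (54.9% to 57.2%) still lay above every maternal one (50.3% to 53.5%). The heart-stage subregions overlapped. At the mature green stage the filial subregions (48.6% and 49.2%) lay below every maternal one (55.1% to 65.7%).

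**Figure D1:**
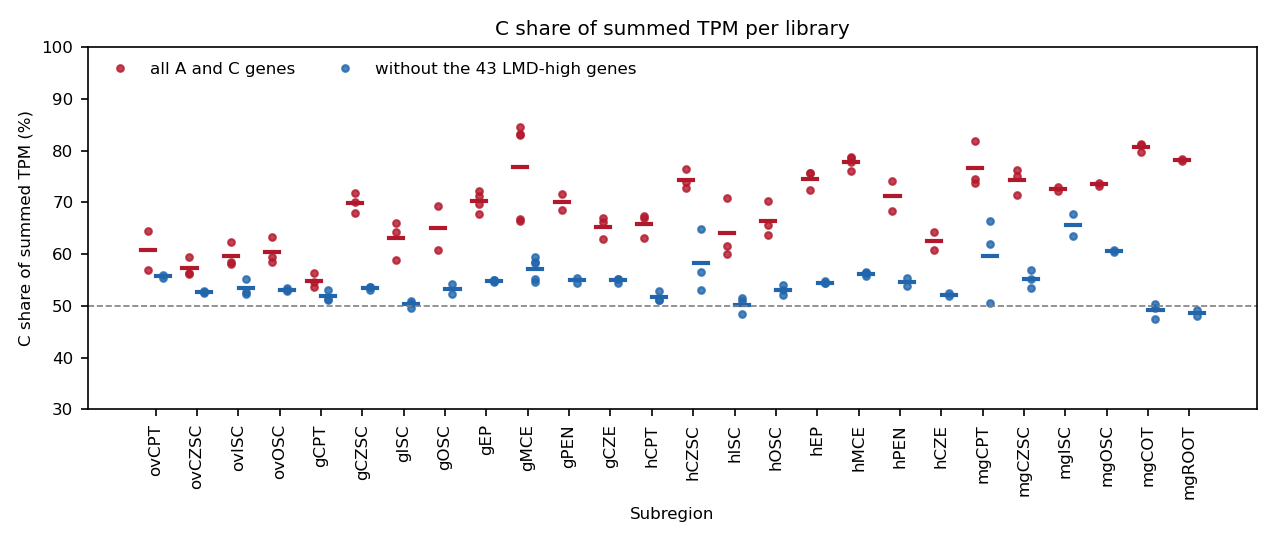
C n share of A n and C n TPM in percent (vertical axis) for each library of the 26 subregions (horizontal axis), with all genes and without the LMD-high genes; points are libraries and lines are means. With all genes, the subregion means run from 54.9% in the gCPT to 80.7% in the mgCOT.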

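Among the 500 genes with the highest TPM in a subregion, the C n share ran from 53.9% (gCPT) to 73.5% (mgISC), with a mean of 60.9% over subregions. It ran from 52.5% (gCPT) to 62.7% (hCZSC) among the top 1000 genes, from 51.3% (gCPT) to 58.7% (ovCPT) among the top 1500, and from 51.6% (hPEN) to 58.0% (mgISC) among the top 5000. The mean of the top 500 moved to 58.2% when the LMD-high genes were removed first, with 50.3% in the gCPT. BnaC09g16500D had the highest mean TPM over subregions at 61,188, from 5,424 in the gCPT to 116,330 in the hMCE, followed by BnaC09g30110D with a mean of 33,394.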

At the broad transcriptomic level, C^n^ subgenome bias was ubiquitous in all seed subregions, both in genes detected and in total transcripts.

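Without the LMD-high genes, the C n share of the summed TPM averaged 54.5% over subregions and ranged from 48.8% (mgROOT) to 65.8% (mgISC), so that 23.9% of its excess over 50 percent was left. These genes held between 8.37% (gCPT) and 87.5% (mgROOT) of the TPM of a subregion and between 4.38% and 93.5% of that of a library.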

**Figure 2.**
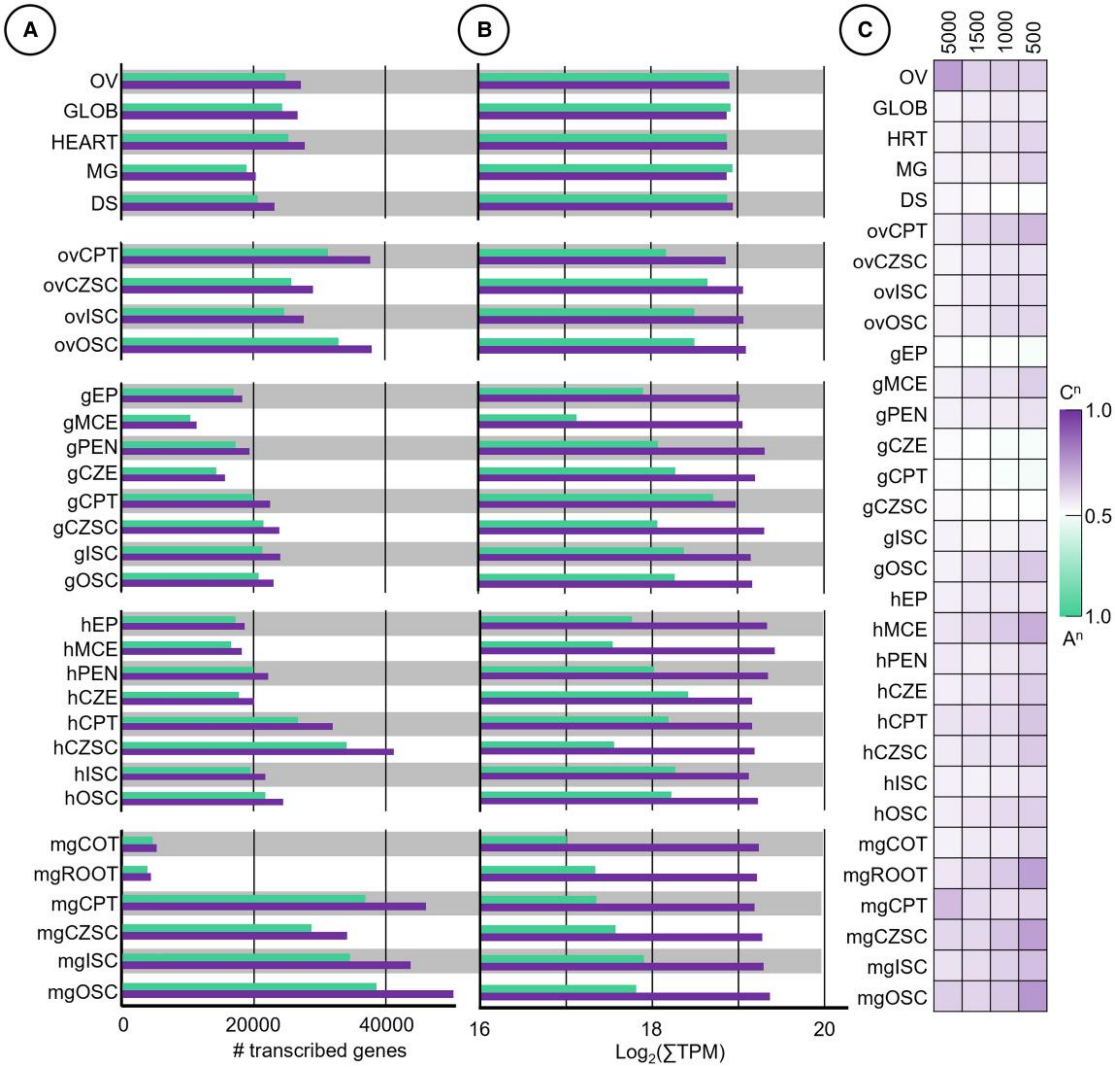
Transcript accumulation of subgenome across space and time. Subgenome representation spatially and temporally as **A)** number of transcribed genes (TPM > 1), **B)** summed TPM (middle), and **C)** proportion of genes expressed in the top 5,000, 1,500, 1,000, and 500 genes belonging to each respective subgenome (right).

### Subgenome bias of homoeologous gene pairs was most divergent in the ovCPT compared to all other maternal subregions

To further assess subgenome bias in the maternal subregions, we clustered homoeologous gene pairs between the A^n^/C^n^ subgenomes based on their expression levels relative to each other (Fig. 3A; Supplementary Fig. S3 and Data Set S1). The ovCPT was the most distinct subregion, clustering away from all other stages and subregions. 

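Distances between maternal subregions were computed here from gene TPM rather than from homoeolog ratios, as the root-mean-square difference of log2(TPM + 1) over genes. The mean distance to the other 15 maternal subregions was largest for the ovCPT (1.44), followed by the mgISC (1.31), gCPT (1.21), ovCZSC (1.20), and mgCPT (1.20), and smallest for the gISC (1.07). The ovCPT value was 1.10 times that of the mgISC. After the TPM of each library was rescaled without the LMD-high genes, this factor was 0.998, so that the ovCPT no longer ranked first. It varied from 1.00 without ovCPT replicate 2, the maternal library with the fewest recovered reads, to 1.33 without replicate 1. The correlation across genes between these replicates was 0.562 (Pearson's r of log2(TPM + 1); genes are not independent replicates), against 0.950 to 0.982 among the gCPT replicates.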

The CPT in seeds undergoing morphogenesis clustered together and shared a larger clade with the ISC and OSC subregions. 

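On the same distances, the nearest maternal subregion of the gCPT was the gISC and that of the hCPT was the hCZSC, whereas the ovCPT was also nearest to the hCZSC. The mgCPT was nearest to the mgISC, the mgISC and mgOSC were each nearest to the mgCPT, and the mgCZSC was nearest to the mgOSC. The pair-based clustering was not repeated, because the pair table was to hand only in part.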

The mgCPT, in contrast, clustered alongside the mgOSC and the mgCZSC. 

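The pairs to hand were 1,999 of the 25,113 of Supplementary Data Set S1, and pairs were counted with the authors' rule (rounded mean TPM, a 0 set to 1, and a log2 ratio of at least 2 in either direction) on arithmetic means. The paper's averages equal the geometric mean in 20 of 26 subregions and neither mean in the other 6, the ovCPT among them. Among them the ovCPT had 305 pairs past the limit, 241 toward A n and 64 toward C n, and the mgISC came next with 33 (14 toward A n and 19 toward C n). The counts for the ovCPT depended on the library, with 136 pairs in replicate 1 alone and 517 in replicate 2 alone. Requiring the limit in every library gave the largest shift, to 37 pairs. Since the part of the table to hand is not a random sample of the pairs, these counts cannot be scaled up to the whole list.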

The ovCPT additionally had the most gene homoeologs with high subgenome bias toward the C subgenome (Log_2_(A^n^/C^n^) ≥ 2 or Log_2_(A^n^/C^n^) ≤ −2) compared to all other seed subregions and developmental stages (Fig. 3B).

**Figure 3.**
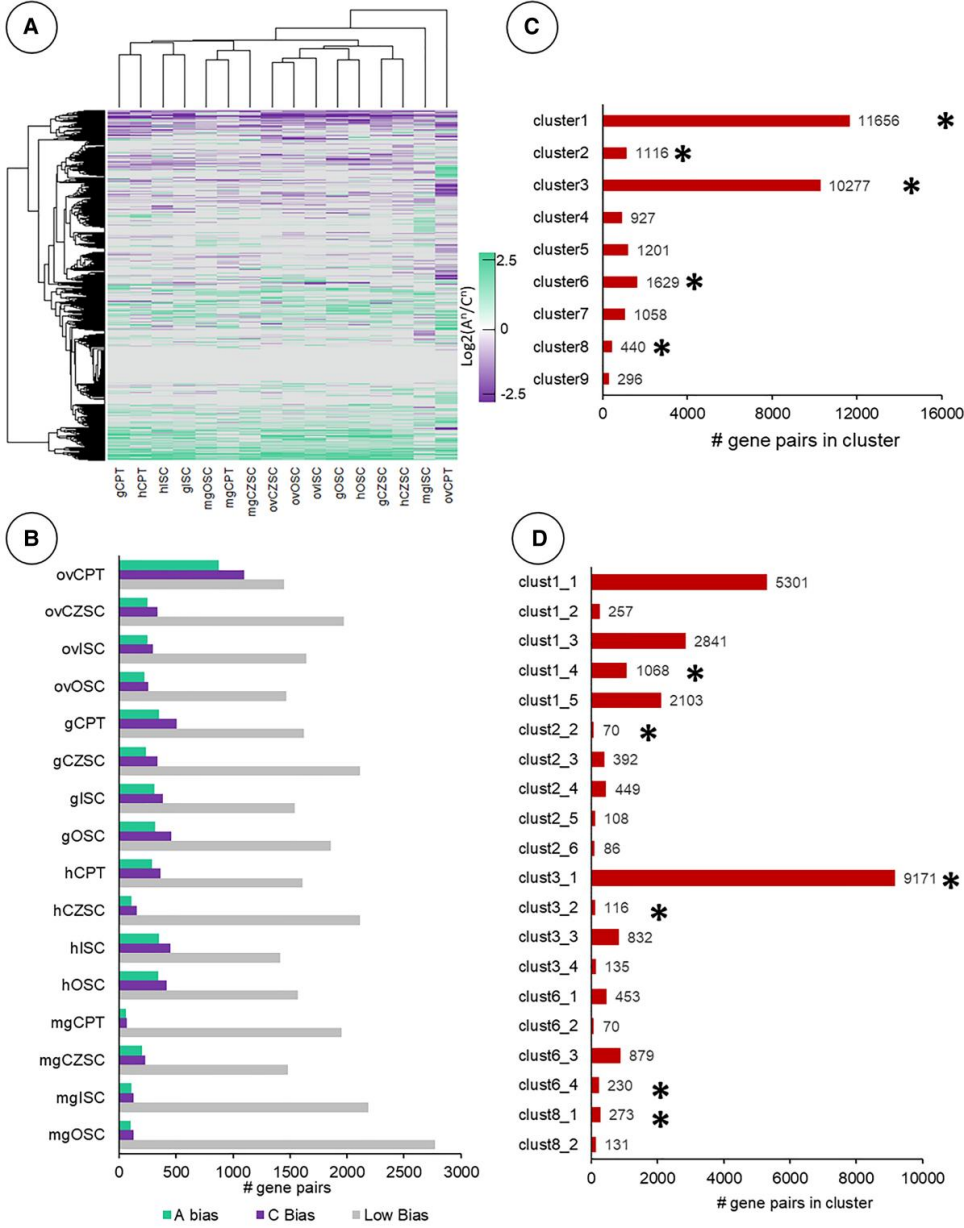
Subgenome bias and clustering analysis of maternal subregions in the *B. napus* seed. **A)** Subgenome bias of gene homoeologues expressed as Log_2_(A^n^/C^n^) of their respective TPM values. Euclidean distance was used to compute distance between data points. **B)** Number of gene pairs exhibiting strong genomic bias (Log_2_(A^n^/C^n^) ≥ 2 [“A Bias”] or Log_2_(A^n^/C^n^) ≤ −2 [“C Bias”]) or “Low Bias” (0.1 ≥ Log_2_(A^n^/C^n^) ≥ −0.1). **C)** Gene pair list from **A)** clustered into *k* = 9 groups, number of gene pairs are tabulated, and heat maps of all clusters available as Supplementary Fig. S2. Gene pair clusters indicated by an asterisk (*) are carried forward into further analysis in **D)**. Clusters 1, 2, 3, 6, and 8 were then clustered again to *k* = 5, *k* = 6, *k* = 5, *k* = 4, and *k* = 3 clusters, respectively, to parse the gene lists. Clusters in **D)** with <60 gene pairs were removed from the bar plot but included within Supplementary Data Set S1. Clusters in **D)** indicated with an asterisk (*) were used in the GO analysis of Fig. 4.

Next, we broke down this cluster analysis to examine gene sets with patterns of subgenome bias that may contribute to the conspicuous asymmetry between the 2 subgenomes (Fig. 3, C and D). We selected these clusters for downstream analysis based on (i) extensive bias in 1 or 2 subregions at certain developmental stages (Fig. 4A, Clusters 1 and 6); (ii) gene lists with homoeologous pairs in which subregions were visually distinct from the other maternal subregions (Fig. 4A, Clusters 2, 4, and 5); or (iii) clusters with minimal subgenome bias (Fig. 4A, Cluster 3). We then performed Gene Ontology (GO) enrichment analysis on these gene clusters to investigate the biological processes influenced by subgenome bias (Supplementary Data Set S2).

**Figure 4.**
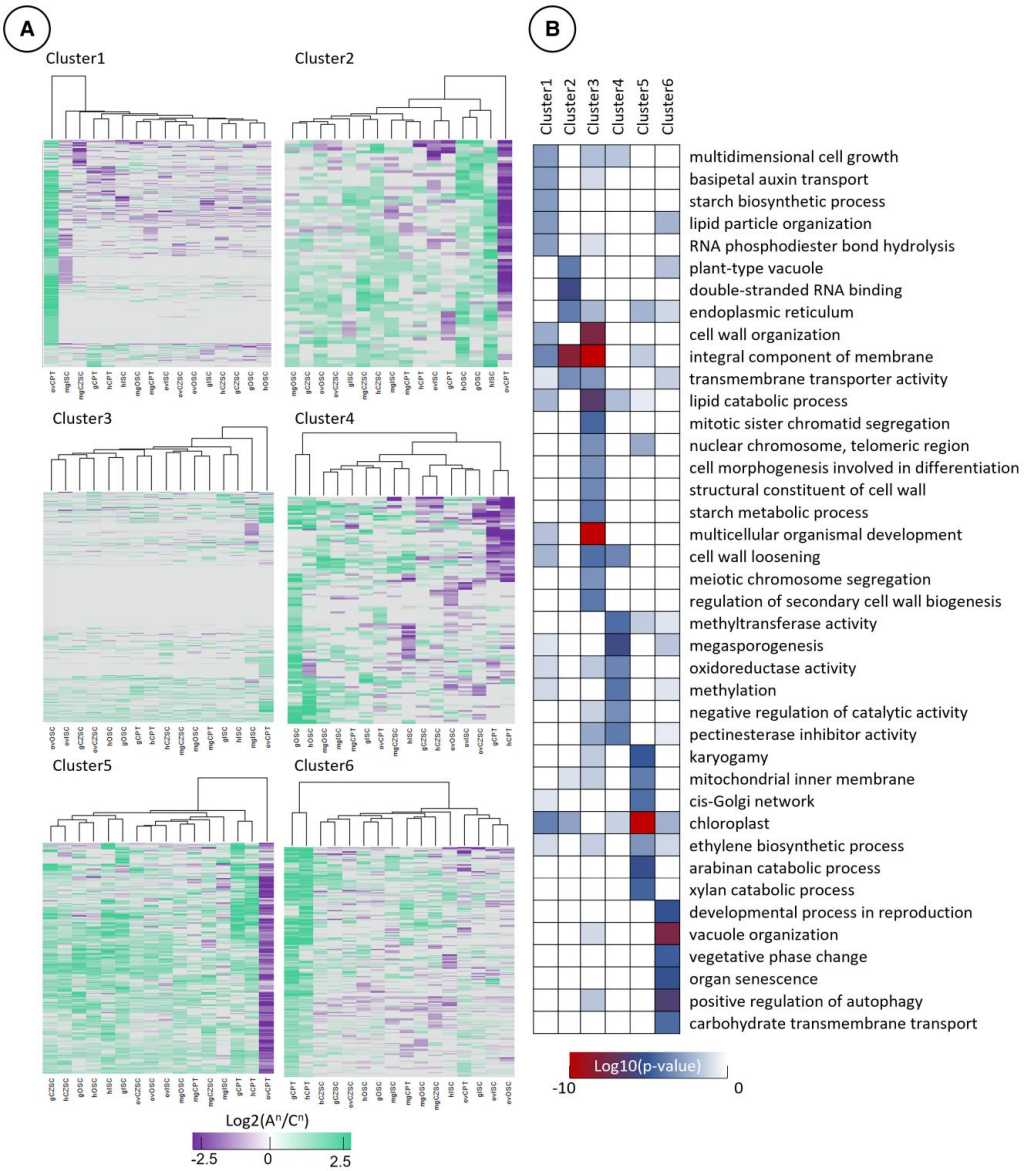
GO analysis of gene clusters in maternal subregions. **A)** Clusters of the data in Fig. 3C, selected for subgenome bias in certain stages or lack thereof. **B)** GO enrichment of the clusters selected in **A)**, wherein statistically significant GO terms were only selected if >1 homologous gene pair constituted the GO term. Complete GO analysis is documented within Supplementary Data Set S2.

### Maternal subregions in early seed development are more transcriptomically divergent than that of mature seeds

GO terms associated with cell growth and hormone transport were significantly enriched (*P* < 0.001) in the cluster with ovCPT A^n^ subgenome bias (Fig. 4B, Cluster 1). Clusters with ovCPT C^n^ subgenome bias had enriched GO terms for endomembrane systems and the vacuole in addition to polysaccharide catabolism (arabinan and xylan), karyogamy, and mitochondrial/chloroplast (Fig. 4B, Clusters 2 and 5). Clusters 4 and 6, which segregated out gCPT and hCPT together as their own clade with subgenome bias distinct from other subregions, were significantly enriched in GO terms relating to epigenetic maintenance, pectin biochemical processing, vacuole organization, autophagy, and organ senescence (Fig. 4B). These clusters were also enriched for biological processes involved in reproduction and reproductive transitions and phase changes. Conversely, the cluster characterized by low subgenome bias was most significantly enriched for processes associated with cell wall organization and loosening, secondary cell wall biogenesis, and genes relevant to mitotic/meiotic processes (Fig. 4B, Cluster 3). At the whole transcriptome level, the CPT was the most different subregion and had the most divergent pattern of subgenome bias compared to the other subregions at any stage of development.

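Each maternal subregion was compared with the other maternal subregions of its stage (limma, genes with a mean of at least 1 TPM at that stage). In ovules, 33,164 of 87,297 genes differed in the ovCPT at an adjusted p under 0.05 (2 against 9 libraries), 22,183 higher and 10,981 lower. In 26,049 of these genes all ovCPT libraries lay on one side of all others. The 2 ovCPT libraries were unlike each other (r = 0.562). In replicate 2 (244,924 recovered reads) a single read on a median gene was worth 5.78 TPM. Neither was left out, so how far the count rests on 1 of them was not tested. After quantile normalization, 43.9% of 27,093 differing genes were higher in the ovCPT. At the globular stage, 12,886 of 52,634 genes differed in the gCPT (3 against 8 libraries), 6,967 higher and 5,919 lower, and 11,269 were fully separated. At the heart stage, 1,893 of 94,875 genes differed in the hCPT (1,477 higher and 416 lower; 1,773 separated), while the hOSC had 3,094. At the mature green stage, 19 genes were higher and 0 lower in the mgCPT, with 2,057 at an unadjusted p under 0.05, while the mgCZSC had 1,035. The CPT thus had the most genes at 2 of the 4 stages, with the default settings and under each of the 8 alternatives other than leaving out single libraries. Without hOSC replicate 1 or 3, the hCPT (1,576 and 1,587 genes) was above the hOSC (1,176 and 1,191). A model of 4 subregion means in place of 2 groups gave the highest CPT counts among the alternatives other than leaving out single libraries, 37,592 genes in the ovCPT, 23,282 in the gCPT, 6,246 in the hCPT, and 61 in the mgCPT. The lowest were 24,294 in the ovCPT (genes of at least 5 TPM), 10,147 in the gCPT and 1,460 in the hCPT (replicate number as a block), and 2 in the mgCPT (pseudocount of 0.1 TPM). Leaving out hCZSC replicate 3 raised the hCPT count to 3,013, leaving out hCPT replicate 2 lowered it to 663, and without gCPT replicate 3 the gCPT count was 7,584. The genes with the largest changes were BnaC02g08510D (log2 change 9.45, adjusted p = 0.00287, 4,878 against 35.3 TPM) and BnaA02g00480D (-5.62, adjusted p = 0.000285, 13.9 against 286 TPM) in the ovCPT, and BnaC03g32760D (12.77, adjusted p = 8.07e-07, 19,169 against 3.24 TPM) and BnaC03g20530D (-7.98, adjusted p = 0.000122) in the gCPT. The paper describes the CPT as differing most from the other subregions, in its transcriptome and in its subgenome bias, and does not name the measure behind that sentence.

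**Figure D2:**
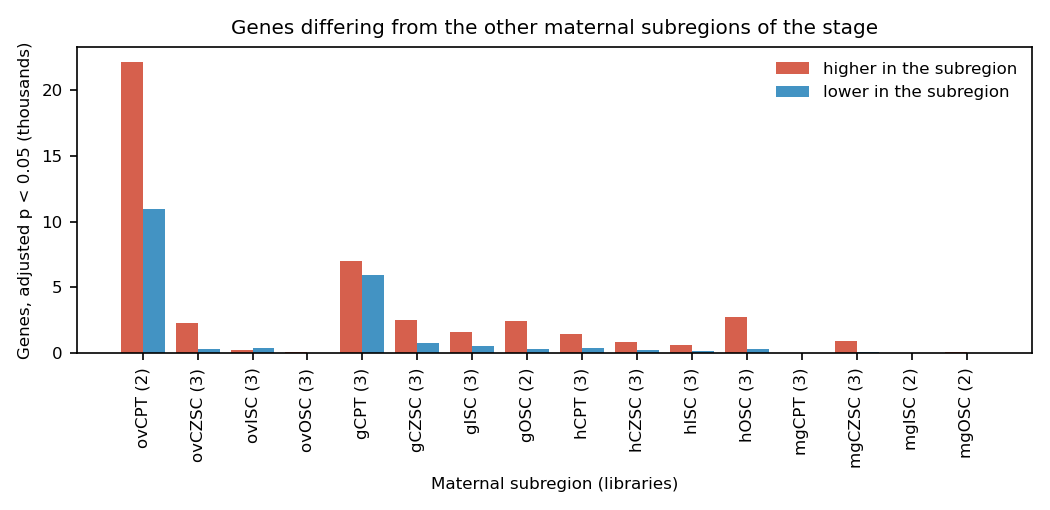
Number of genes with an adjusted p under 0.05 (vertical axis) in each maternal subregion compared with the other maternal subregions of its stage (horizontal axis), higher and lower genes shown apart. The ovCPT with 33,164 and the gCPT with 12,886 genes stand above the other bars. The hCPT (1,893) and mgCPT (19) do not stand above all bars of their stages. The ovCPT count rests on 2 libraries, of which replicate 2 had few recovered reads (244,924).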

### The CPT is derived from the nucellus and is transcriptomically distinct from other maternal subregions of the seed

Clustering of homoeologous gene activity implied that the CPT is a distinct subregion of the seed. We examined the CPT gene lists used for GO enrichment in Fig. 4 and mined the data for genes relevant to seed development and reproduction. Two GO terms relating to megasporogenesis and vacuole modification identified statistically significant gene homoeologs associated with reproductive development. Among them, a cysteine endopeptidase (*CEP1*) was largely expressed only within the ISC and CPT during morphogenesis (Fig. 5A). 

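The inner maternal libraries of the globular and heart stages (ISC and CPT, n = 12) were compared with the outer ones (OSC and CZSC, n = 11). The A n copy of *CEP1*, BnaA03g23380D, averaged 1,514 ± 1,328 TPM (SD) in the inner and 19.7 ± 34.6 TPM in the outer libraries, a log2 change of 7.24 (standard error 0.35, adjusted p = 8.45e-25, limma). Every inner library was above every outer library (minimum 309 TPM, maximum 118 TPM; exact permutation test, p = 7.4e-07). The C n copy, BnaC03g27700D, averaged 704 ± 726 TPM and 15.9 ± 35.0 TPM, a log2 change of 6.58 (standard error 0.33, adjusted p = 3.64e-24, limma), with a small overlap of the groups (minimum 71.0 TPM, maximum 115 TPM).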

The *WINDHOSE* (*WIH*) gene homoeologs were largely transcribed within the CZSC in ovules, followed by a dramatic increase in transcript accumulation of *WIH1* in the ovCPT, and finally with declining transcript abundance of both homoeologous gene pairs in the CPT and CZSC of HEART and MG stage seeds (Fig. 5, B and C). 

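In the ovCZSC (n = 3), *WIH1* BnaA06g24930D averaged 67.1 ± 7.52 TPM (SD), against 3.66 ± 4.09 TPM in the other 8 ovule libraries, a log2 change of 4.13 (standard error 0.49, adjusted p = 1.76e-09; higher in 3 of 3 libraries; exact permutation test, p = 0.00606). *WIH2* changed by 2.12 for BnaA04g23910D (adjusted p = 2.74e-05, limma) and by 2.01 for BnaC04g47670D (adjusted p = 5.39e-05, limma). The C n copy of *WIH1*, BnaC03g23330D, stayed at 0.805 TPM in the ovCZSC (log2 change 0.26, adjusted p = 0.481, limma). The rise of BnaA06g24930D in the CPT came after the ovule stage, from 7.53 ± 8.15 TPM (n = 2) in the ovCPT to 369.9 ± 191 TPM (n = 3) in the gCPT, a log2 change of 5.77 (standard error 0.66, adjusted p = 4.14e-10, limma). *WIH2* BnaA04g23910D rose by 3.05 on the log2 scale over the same step (adjusted p = 2.35e-06, limma), while BnaC04g47670D changed by 0.49 (adjusted p = 0.43) and *WIH1* BnaC03g23330D by -0.25 (adjusted p = 0.572). The smallest exact p that 3 libraries against 2 allow is 0.1. Over the 6 CPT and CZSC libraries of each stage, *WIH1* BnaA06g24930D fell by 1.52 on the log2 scale from the globular to the heart stage (adjusted p = 0.00305, limma; not past the limit with a pseudocount of 0.1 TPM, at a change of -1.55), although an exact permutation test of the same libraries gave p = 0.0736. It fell by 3.42 on that scale from the globular to the mature green stage (adjusted p = 9.97e-10). *WIH2* BnaA04g23910D fell by 1.84 from the globular to the mature green stage (adjusted p = 4.44e-06), and its change to the heart stage was -0.47 (adjusted p = 0.211), or -0.76 and past the limit without hCZSC replicate 1. BnaC04g47670D did not fall detectably to the heart stage (-0.02, adjusted p = 0.959) or the mature green stage (-0.53, adjusted p = 0.136). BnaC03g23330D remained between 0.434 and 1.02 TPM on average at these 3 stages.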

We developed an eFP Bio-Analytic Resource for *B. napus* to visualize gene expression across seed development in every seed subregion.

**Figure 5.**
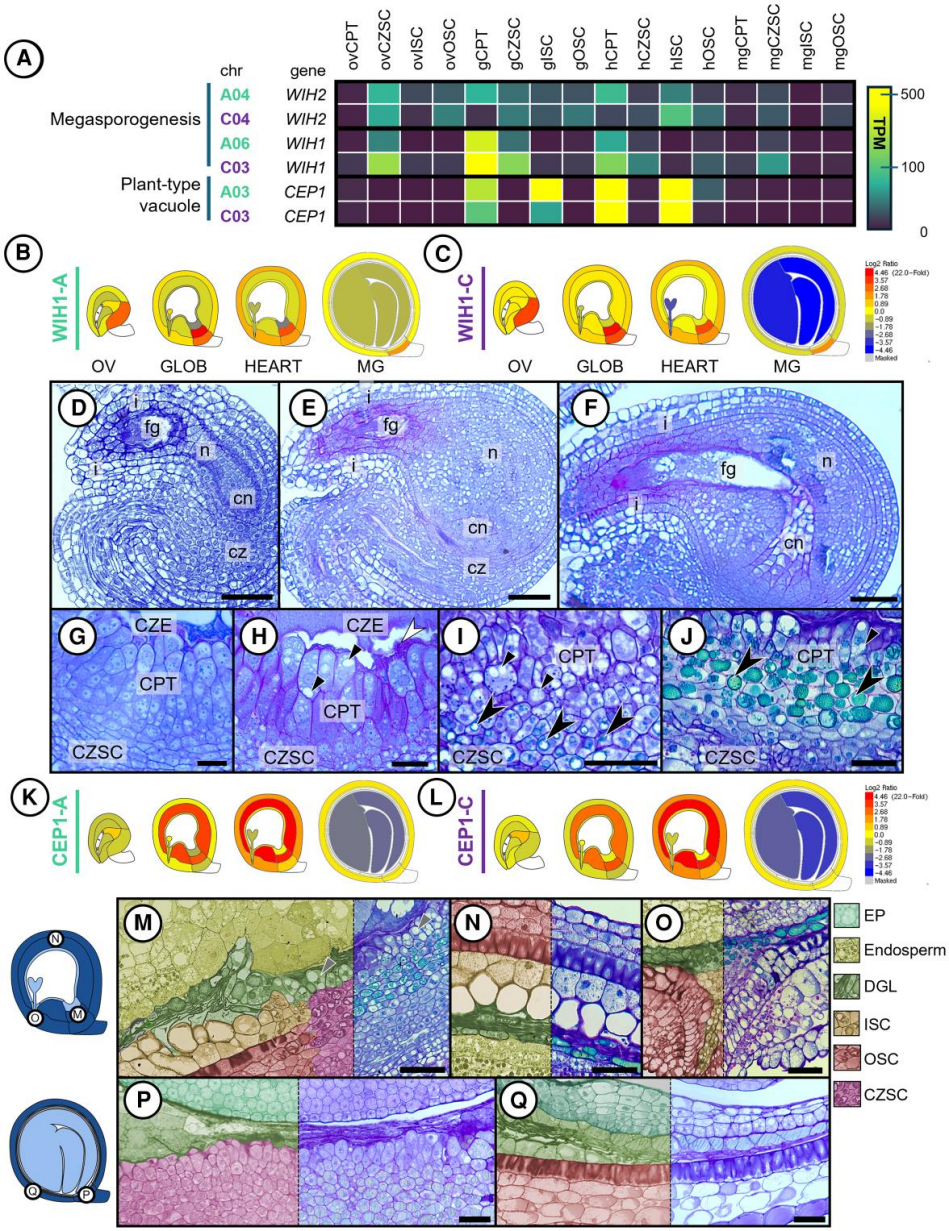
Developmental shifts and cell elimination within the CPT and ISC through seed development. **A)** Heat map of selected homologous gene pairs belonging to significantly enriched GO terms from the clusters in Fig. 4 as they pertain to the developmental shifts within the CPT. **B)** Relative expression visuals from ePLANT expressed as Log_2_(TPM of *WIH1*/(median TPM of *WIH1* across all subregions) of *WIH* genes from both A^n^ and **C)** C^n^ subgenome homoeologues spanning OV, GLOB, HEART, and MG seeds. **D)** Developmental series (stained with toluidine blue and periodic acid and Schiff's reagent) of the early ovule enveloped by both elongating integuments (i) with the tenuinucellate nucellus (*n*) surrounding the female gametophyte (fg). The nucellus extends from the basal chalazal nucellar body (cn), adjacent to the chalaza (cz). **E)** maturing ovule, **F)** ovule with the cellularized mature fg subtended by the cn, and **G)** 7 DPP seed chalaza divided into the CPT, CZE, and CZSC. **H)** 10 DPP seed chalaza with the nucellar lysate (white arrowhead) at the interstice of the CZE and CPT with fragmented vacuoles (black arrow) now populating the cells of the CPT. **I)** Chalaza at 14 DPP with the incipient deposition of polyphenols in the pigment layer (black arrowheads) constituted of the CZSC and the proximal cell layers of the CPT. **J)** 28 DPP seed chalaza. **K)** Relative expression visuals from ePLANT expressed as Log_2_(TPM of *CEP*/(median TPM of *CEP1* across all subregions) of *CEP1* genes from both A^n^ and **L)** C^n^ subgenome homoeologues spanning OV, GLOB, HEART, and MG seeds. **M)** Partially false-colored sections illustrated the degenerating cell layer (DGL) of seeds 14 DPP at the **M)** chalaza, **N)** peripheral seed coat, and **O)** micropylar pole. **P)** 21 DPP seeds at the **P)** chalazal pole and **Q)** peripheral seed coat. Bar = **D)** 50 *µ*m, **E)** 50 *µ*m, **F)** 75 *µ*m, **G)** 50 *µ*m, **H)** 50 *µ*m, **I)** 30 *µ*m, **J)** 25 *µ*m, **M)** 50 *µ*m, **N)** 50 *µ*m, **O)** 60 *µ*m, **P)** 50 *µ*m, and **Q)** 55 *µ*m.

We examined the anatomical development of the CPT at the early ovule stage through to seed maturation. In early ovules, the nucellus proliferated as a single cell layer encircling the developing female gametophyte (Fig. 5D). The nucellar body proliferated shortly afterward and the chalazal nucellus localized adjacent to the developing CZSC (Fig. 5E). The chalazal nucellus then elongated and contacted at the antipodal end of the mature female gametophyte (Fig. 5F). At the globular stage, the cells of the chalazal nucellus form conspicuous nuclei, elongate, and increase cytoplasmic density (Fig. 5G). Seeds at the heart stage accumulated fragmented vacuoles (Fig. 5H). A distinct cellular lysate of the remnant CPT cells was seen at the interface between the CPT and the CZE in both GLOB and HEART seeds (Fig. 5F). This lysate accumulated as more cell layers of the CPT were lost to the expanding seed. By 14 DPP, the remaining CPT cells were less distinct from the CZSC (Fig. 5I). The vacuolar fragments accumulated pigment in both the CPT and CZSC once the seed had initiated maturation. The cell layers of the CPT proximal to the CZSC accumulated pigment by 14 DPP, and the remaining layers of the CPT were entirely subsumed into the pigment layer by 28 DPP (Fig. 5J). *CEP1* gene activity is high in the inner maternal regions of the seed during morphogenesis (Fig. 5, K and L). 

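In the gISC, the A n copy of *CEP1* averaged 634 TPM and the C n copy 90.7 TPM (n = 3), a log2 ratio of A n over C n of 2.81 (standard error 0.37, adjusted p = 1.34e-08, limma; A n higher in 3 of 3 libraries). The ratio was 0.92 in the gCPT (adjusted p = 0.039), 0.99 in the hCPT (adjusted p = 0.0272), and 1.02 in the hISC (adjusted p = 0.0231), with A n higher in every library. These 3 ratios were not past the limit with a pseudocount of 0.1 TPM or when any of their own 3 libraries was left out (1.05, 0.86, and 0.86 in the gCPT, 0.90, 1.03, and 1.04 in the hCPT, and 1.03, 1.07, and 0.96 in the hISC, without replicates 1, 2, and 3).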

The pigment layer matures from the innermost cell layers of the ISC and forms a peripheral boundary to the OSC by 14 DPP (Fig. 5, M to O). The CPT and CSZC were incorporated into this layer immediately prior to the initiation of maturation, at 21 DPP (Fig. 5, P and Q). Cells of the CPT and ISC not incorporated into the mature pigment layer collapsed and formed a degenerating layer. 

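Between the 12 ISC and CPT libraries of the globular and heart stages and the 5 of the mature green stage, the A n copy of *CEP1* (BnaA03g23380D) dropped to 6.57 ± 4.31 TPM (SD, n = 5), a log2 change of 7.51 in favor of the earlier stages (standard error 0.45, adjusted p = 5.24e-21, limma; exact permutation test, p = 0.000162). The C n copy (BnaC03g27700D) dropped to 2.82 ± 1.92 TPM (log2 change 6.89, standard error 0.42, adjusted p = 1.42e-20, limma).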

*CEP1* gene activity is significantly enriched (*P* < 0.001) in ISC and CPT subregions in morphogenesis and readily declines in MG seeds. These 2 subregions lose the majority of their viable cells by 28 DPP, with the rest of the cells being largely incorporated into the pigment layer or crushed into a cellular lysate. The CPT, therefore, begins seed development with a unique subgenome bias profile from the rest of the maternal subregions and proceeds through seed development altering its anatomy and transcriptome to facilitate dynamic functionality as the seed matures.

### The ISC and OSC are genetically and anatomically distinct undergoing different developmental milestones

Many genes responsible for cell wall remodeling, cell elongation, and deposition of storage materials were transcriptomically isolated to specific developmental stages and within specific subregions in the seed. Among them, genes implicated in cell wall organization accumulated in the ovule seed coat (*XTH9* endoxyloglucan transferase) and in the seed coat during morphogenesis (*UGE1,* UDP-galactose epimerase) (Fig. 6A). 

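All 4 copies of *XTH9* were higher in the 9 ovule seed coat libraries than in the 24 seed coat libraries of later stages, and each ovule library was above every later one. The log2 changes were 5.45 for BnaA03g25760D, 6.18 for BnaA09g01390D, 6.21 for BnaC03g73080D, and 6.34 for BnaC09g00910D (adjusted p of 4.73e-26 or less, limma). BnaC09g00910D averaged 244 ± 115 TPM (SD) in ovules and 2.07 TPM later, and BnaA03g25760D averaged 87.4 ± 45.3 TPM and 0.936 TPM. *UGE1* was compared between the 23 maternal libraries of the globular and heart stages and the 21 of the other stages. BnaA08g24600D averaged 589 ± 891 TPM and 20.2 ± 24.5 TPM, a log2 change of 3.67 (standard error 0.22, adjusted p = 2.11e-20). BnaC08g15730D averaged 660.1 ± 954 TPM and 35.7 ± 58.7 TPM, a log2 change of 3.69 (standard error 0.18, adjusted p = 1.8e-24; permutation test, p = 1e-05, the smallest that 100000 resamples can give). The highest subregion of *UGE1* was the gCPT, with 2,563 TPM for the A n and 2,799.8 TPM for the C n copy.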

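For the *XTH9* pair BnaA03g25760D and BnaC03g73080D, the log2 ratio of A n over C n was -1.72 in the ovOSC (102 against 333 TPM, n = 3, adjusted p = 4.62e-06, limma), -1.35 in the ovCZSC (129 against 330 TPM, n = 3, adjusted p = 0.000205), and -0.77 in the ovISC (n = 3, adjusted p = 0.0315). For the *XTH9* pair BnaA09g01390D and BnaC09g00910D, it was -0.91 in the ovOSC (adjusted p = 0.0344), -0.84 in the ovISC (adjusted p = 0.0492), and -0.42 in the ovCZSC (220 against 295 TPM, adjusted p = 0.362). In each of these cases C n was higher in 3 of 3 libraries. Only the ovOSC ratio of the first *XTH9* pair kept its call with a pseudocount of 0.1 TPM. The calls of both pairs in the ovISC were also lost when single ovISC libraries were left out (-0.85, -0.75, and -0.72 for the first pair without replicates 1, 2, and 3; -0.78 and -0.67 for the second pair without replicates 1 and 2). So was the call of the second pair in the ovOSC without replicate 1 (-0.86) or 2 (-0.77). Both calls of the second *XTH9* pair were also lost in a fit with the replicate number as a block (-0.37 in the ovISC and -0.44 in the ovOSC). That in the ovISC was also lost without the 3 libraries with conflicting labels (-0.84). The block fit gives ratios at the average of replicate numbers 1 to 5, of which 4 and 5 occur only in the gEP, gMCE, and hMCE. It can shift all ratios of a pair in other subregions together, so calls changed by it are no evidence of a batch effect.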

*XTH9* transcripts were more abundant in the C^n^ subgenome in all 3 ovule seed coat subregions and across 2 sets of gene homoeologs. 

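The log2 ratio of A n over C n for *UGE1* (BnaA08g24600D and BnaC08g15730D) was -1.48 in the mgOSC (37.5 against 108 TPM, n = 2, adjusted p = 0.000322, limma) and -1.29 in the mgCZSC (44.3 against 108 TPM, n = 3, adjusted p = 0.000129). It was -1.14 in the gOSC (n = 2, adjusted p = 0.0049), and -0.83 in the gISC (92.9 against 166 TPM, n = 3, adjusted p = 0.0128). In the hOSC it was -0.63 (99.5 against 156 TPM, n = 3), with the C n copy higher in 3 of 3 libraries and an adjusted p of 0.0597. In every library of the first 4 subregions C n was the higher copy of *UGE1*. With a pseudocount of 0.1 TPM none of these ratios was past the limit (adjusted p from 0.0601 to 0.271 for the first 4). The gISC call of *UGE1* was also lost without replicate 2 (-0.77) or replicate 3 (-0.81) and with the replicate number as a block (-0.72).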

*UGE1* transcript accumulation was biased toward the C^n^ subgenome in the gISC, hOSC, and mgCZSC/OSC. 

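In the 2 mgOSC libraries, *NFD2* (BnaA09g28140D and BnaC05g21090D) had 5.65 ± 1.46 TPM (SD) for the A n and 19.3 TPM for the C n copy, a log2 ratio of A n over C n of -1.63 (adjusted p = 0.0104, limma; not past the limit with a pseudocount of 0.1 TPM). The *SWEET1* pair BnaA06g15180D and BnaC05g16660D had 46.3 and 123 TPM, a log2 ratio of -1.40 (adjusted p = 0.00213; not past the limit with that pseudocount). The *SWEET1* pair BnaA08g21340D and BnaCnng57120D had 1.11 and 2.11 TPM (-0.46, adjusted p = 0.437). For these 3 pairs C n was higher in both libraries. *DSP4* (BnaA09g32630D and BnaC08g23490D) had 3.59 and 2.79 TPM, a log2 ratio of 0.14 (adjusted p = 0.815), with each copy higher in 1 of the 2 libraries. *FRK7* is not in the paper's list of gene identifiers and was not analysed here.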

C^n^ bias persisted in transcripts associated with nuclear fusion (*NUCLEAR FUSION DEFECTIVE 2* [*NFD2*]), starch biosynthesis (*PHOSPHOGLUCAN PHOSPHATASE* [*DSP4*] and *FRUCTOKINASE 7* [*FRK7*]), and the bidirectional monosaccharide transporter (*SWEET1*) in the mgOSC. A^n^ subgenome bias was apparent in the homoeolog pair of *ASPARTIC PROTEASE OF GUARD CELL 1* (*ASPG1*) in the gISC/OSC and hISC/OSC, *SWEET10* in the ovCZSC and hCZSC, and in the *ATS3* pair (*EMBRYO-SPECIFIC PROTEIN 3*) at seed maturation.

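*ASPG1* (BnaA05g21670D and BnaC05g34710D) had a log2 ratio of A n over C n of 1.89 in the gISC (331 against 88.3 TPM, adjusted p = 4.25e-11, limma) and 1.46 in the gOSC (125 against 43.5 TPM, adjusted p = 3.43e-06). It was 2.47 in the hISC (217 against 38.7 TPM, adjusted p = 1.04e-14) and 2.49 in the hOSC (122 against 22.0 TPM, adjusted p = 9.46e-15). In all 11 libraries A n was the higher copy of *ASPG1*. At the mature green stage, *ATS3* (BnaA10g23630D and BnaC09g48350D) had ratios of 1.40 in the mgISC (adjusted p = 0.00275) and 1.39 in the mgCZSC (adjusted p = 0.000324). Its ratio was 0.98 in the mgCPT (adjusted p = 0.0102), 0.75 in the mgCOT (adjusted p = 0.05), 0.70 in the mgOSC (adjusted p = 0.143), and 0.60 in the mgROOT (adjusted p = 0.21). The A n copy of *ATS3* was higher in each of the 15 libraries. With a pseudocount of 0.1 TPM no ratio was past the limit (adjusted p from 0.205 to 0.54), and the mgCPT call of *ATS3* was lost without replicate 3 (0.81). The mgCOT call of *ATS3* was lost without any 1 of its libraries (0.69, 0.75, and 0.80 without replicates 1, 2, and 3) and with the replicate number as a block. *SWEET10* was not analysed here, as the paper's list gives no identifiers for it.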

**Figure 6.**
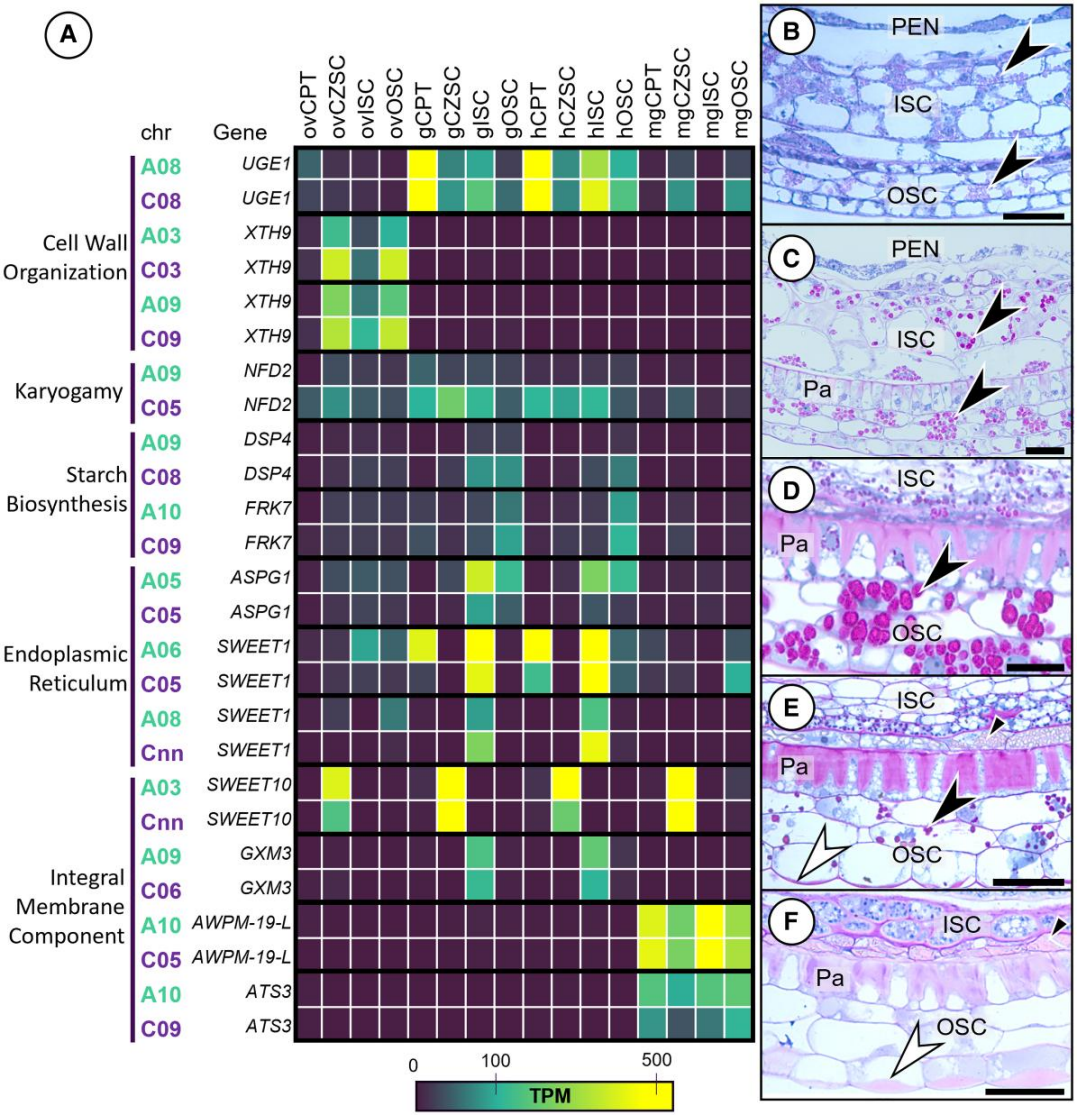
Transcription of genes associated with polysaccharide metabolism and cell wall development in the seed coat. **A)** Heat map of selected homologous gene pairs belonging to significantly enriched GO terms from the clusters in Fig. 4 as they pertain to seed coat development. Longitudinal sections of the developing seed coat (stained with amido black and periodic acid and Schiff's reagent) show the progressive accumulation of starch granules (black arrowheads) in the ISC and OSC by 7 DPP **B)**, 10 DPP **C)**, and 14 DPP **D)**. Starch reserves dissipate at **E)** 21 DPP, and the ISC accumulates the pigment layer (black arrows) directly beneath the palisade layer of the OSC. Starch reserves are entirely absent by 28 DPP **F)**. The anticlinal walls of the palisade (Pa) layer of the OSC gradually thicken as the seed develops, and the primary walls of the ISC (black arrowheads) also expand by 28 DPP. Mucilage (white arrowheads) accumulates in the outer periclinal walls of the OSC epidermis. Bar = **B)** 50 *µ*m, **C)** 40 *µ*m, **D)** 40 *µ*m, **E)** 50 *µ*m, and **F)** 50 *µ*m.

Histological analysis of the seed coat revealed cell wall modifications and polysaccharide accumulation throughout seed development. At 7 DPP, starch granule accumulation was visible throughout the ISC and within the nondermal cells of the OSC (Fig. 6B). Starch deposition increased by 10 and 14 DPP while simultaneously the palisade layer of the OSC underwent robust primary wall thickening leaving the outer periclinal wall largely unmodified (Fig. 6, C and D). Cells of the outermost ISC accumulated pigment within the vacuole by 21 DPP and the starch granules had been nearly entirely utilized by the developing seed in both the ISC and OSC (Fig. 6E). By 28 DPP, cells of the ISC contained protein-rich dense cytoplasm with fragmented vacuoles and were surrounded by conspicuously reinforced primary walls, reminiscent of the late stage CPT (Fig. 6F). The starch reservoirs in both the ISC and OSC were entirely absent at 28 DPP, and mucilage deposits had grown further in the epidermis of the OSC. The ISC and OSC both serve as important nutritive reservoirs for the seed but are developmentally distinct. The ISC undergoes cell wall remodeling and cytosolic protein accumulation during its integration into the pigment layer at the time of maturation. The OSC instead exhausts its reservoirs at the time of maturation and prepares the seed for quiescence by strengthening the primary walls of the palisade layer and deposits hygroscopic mucilage stores within the epidermis to ready the seed for germination. These developmental shifts, especially in regard to starch metabolism and cell wall reconstruction, are controlled in part by genes exhibiting transcriptional bias from 1 subegnome.

### Lipid processing exhibits low subgenomic bias in the maternal subregions of the *B. napus* seed

While maternal subregions do not accumulate cytoplasmic lipid bodies, lipid homeostasis is important for seed coat waterproofing and maturation. We uncovered gene homoeologs implicated in lipid homeostasis that showed minimal subgenomic bias (Fig. 7A). For example, *CUT1*, a gene implicated in very long chain fatty acid synthesis in dermal tissue, was biased toward the A^n^ subgenome in the gOSC and hOSC. 

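*CUT1* (BnaA07g24600D and BnaC06g25830D) had 151 ± 27.0 TPM (SD) for the A n and 35.5 ± 3.97 TPM for the C n copy in the gOSC (n = 2), a log2 ratio of A n over C n of 2.05 (adjusted p = 0.000348, limma; not past the limit with a pseudocount of 0.1 TPM). In the hOSC (n = 3), *CUT1* had 149 ± 7.87 and 30.7 ± 7.88 TPM, a ratio of 2.27 (standard error 0.38, adjusted p = 3.07e-06). In all 5 libraries A n was higher.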

Genes like *EXORDIUM-LIKE 3* (*EXL3*), involved in fatty acid elongation, and the *GUARD CELL-ENRICHED GDSL LIPASE* (GGL) implicated in lipid homeostasis both lack subgenome bias. Furthermore, *FATTY ACID ELONGATION 1* (*FAE1*) was transcribed solely in the MG seed in all subregions. 

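*EXL3* (BnaA07g21530D and BnaC06g22050D) could be tested in 13 maternal subregions and was past the limit in 2, both toward C n. They were the ovCPT (log2 ratio of A n over C n -1.55, adjusted p = 0.000146, limma) and the mgISC (-0.84, adjusted p = 0.0357; not past the limit with a pseudocount of 0.1 TPM or with the replicate number as a block). *GGL19* was past the limit toward C n in 2 of 15, the ovCPT (-0.84, adjusted p = 0.0128) and the ovISC (-0.65, adjusted p = 0.0186; -0.55 and not past the limit without replicate 2, -0.62 and not past it without replicate 3). Neither *GGL19* call was kept with a pseudocount of 0.1 TPM. The pair listed as *GDSL* was past it in 1 of 15, the hCZSC (-0.63, adjusted p = 0.0376), and not without hCZSC replicate 1 (-0.39) or replicate 2 (-0.44), with a pseudocount of 0.1 TPM, or with the replicate number as a block.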

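*FAE1* BnaA08g11130D averaged 111 ± 128 TPM (SD, n = 15) in mature green libraries and 1.18 ± 1.95 TPM (n = 59) before, a log2 change of 5.20 (standard error 0.23, adjusted p = 1.08e-27, limma). *FAE1* BnaC03g46140D averaged 0.756 and 0.445 TPM, a log2 change of 0.37 (adjusted p = 0.0139) that was not past the limit without mgISC replicate 1 (0.28) or without the 3 libraries with conflicting labels (0.32).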

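Among the copies of *OLEO2* and *OLEO4*, the log2 change from earlier stages (n = 59) to the mature green stage (n = 15) ran from 5.45 for *OLEO2* BnaA07g14960D to 7.78 for *OLEO4* BnaA02g29000D. The *OLEO4* pair (BnaA02g29000D and BnaC02g37030D) had log2 ratios of A n over C n from -0.33 (mgISC) to 0.66 (mgROOT), none past the limit (adjusted p from 0.119 to 0.949, limma), although the mgROOT ratio of *OLEO4* was past it (0.91) with the replicate number as a block. *OLEO2* BnaA07g14960D was lower than BnaC04g32530D in every mature green library, with ratios from -2.70 in the mgCZSC (114 against 636 TPM, adjusted p = 0.000182) to -2.03 in the mgCPT (adjusted p = 0.00439). All 6 ratios were past the limit, and all but that of the mgCZSC were not with a pseudocount of 0.1 TPM (adjusted p from 0.108 to 0.243), nor was that of the mgOSC with the block. Against the second C n partner, *OLEO2* BnaC06g12930D, the ratio was past the limit in the mgCZSC (-0.81, adjusted p = 0.00158; -0.36 and not past the limit without the unnumbered library), mgISC (-0.67, adjusted p = 0.03), mgCOT (-0.99, adjusted p = 0.000121), and mgROOT (-1.18, adjusted p = 0.000178). It was past it in none of them with a pseudocount of 0.1 TPM. The calls in the mgCZSC and mgISC against this *OLEO2* copy were also lost with the block.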

Expectedly, we found genes in the oleosin family to also be highly transcribed in all MG seed subregions with minimal subgenome bias across *OLEO2* and *OLEO4* homoeologs.

**Figure 7.**
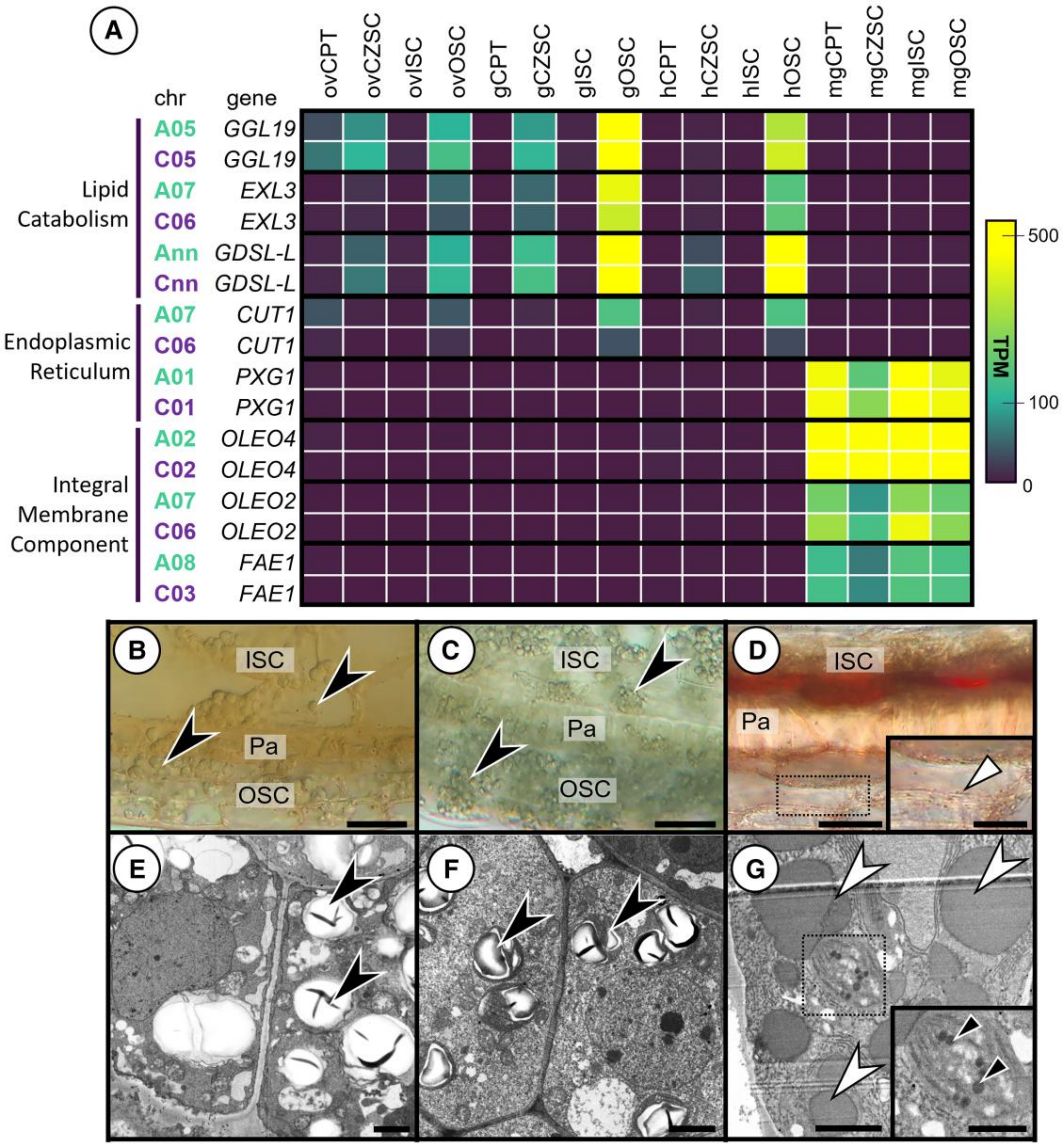
Lipid metabolism and endomembrane associated genes in maternal subregions. **A)** Heat map of selected homoeologues belonging to significantly enriched GO terms from the clusters in Fig. 4 as they pertain to lipid biosynthesis and seed maturation. **B** to **D)** Longitudinal hand sections of the developing seed coat do not stain with Sudan IV at **B)** 7 DPP and **C)** 10 DPP. Starch granules (black arrowheads) instead constitute the carbon source during morphogenesis. **D)** At 28 DPP, lipid accumulation appears in both the ISC and OSC but is absent in the Palisade (Pa) layer. **E** to **G)** TEM micrographs further confirm the presence of starch granules (black arrowheads) throughout the CZSC. Numerous starch granules fill the CZSC cells of both **E)** 7 DPP and **F)** 10 DPP seeds but are eventually used up by **G)** 28 DPP. Fragmented vacuoles (white arrowheads) gradually fill with proanthocyanidins at 28 DPP. Lipid accumulation occurs in plastids (black arrows, **G_inset_**). Bar = **B)** 30 *µ*m, **C)** 30 *µ*m, **D)** 40 *µ*m **D_inset_)** 40 *µ*m, **E)** 2 *µ*m, **F)** 2 *µ*m, **G)**, 2 *µ*m, and **G_inset_)** 1 *µ*m.

During morphogenesis, the seed coat did not accumulate lipid stores at the level detectable with Sudan IV staining (Fig. 7, B and C). Instead, lipids accumulated in the palisade layer of the OSC and the outermost layer of the ISC, the pigment layer, at 28 DPP (Fig. 7D). Starch reservoirs populate the CZSC during seed morphogenesis but are eventually consumed and replaced with vacuole fragments filled with proanthocyanidins (Fig. 7, E to G). Lipids appeared late in seed development in all seed coat subregions—the OSC and CZSC with elaioplasts and the ISC with reinforced suberized walls. As both *OLEO4* and *FAE1* have low subgenome bias in maternal tissues, it seems lipid deposition in seeds does not exhibit substantial subgenome bias. 

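Between the copies of *FAE1* (BnaA08g11130D and BnaC03g46140D), the log2 ratio of A n over C n was 6.73 in the mgISC (167 against 0.624 TPM, n = 2, adjusted p = 1.74e-13, limma) and 5.94 in the mgCPT (216 against 1.28 TPM, n = 3, adjusted p = 1.04e-14). It was 5.79 in the mgOSC (149.9 against 1.56 TPM, n = 2, adjusted p = 1.54e-11), and 4.97 in the mgCZSC (79.5 against 1.05 TPM, n = 3, adjusted p = 3.42e-12). In every library A n was the higher copy of *FAE1*, and these calls held under all alternatives.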

Lipids accumulate at the onset of maturation in multiple forms like waxes or elaioplasts in the maternal subregions, but these processes seem unlikely to be dictated by 1 genome predominantly over another.

### Filial subregions are transcriptomically less distinct in subgenome bias than the maternal subregions

Data clustering of gene homoeologs from the filial subregions revealed little subgenome bias at the whole transcriptome level (Fig. 8A; Supplementary Data Set S3). The mgCOT and mgROOT exhibited the least bias and were likely due in part to the low proportion of genes expressed in the mature embryo (Fig. 2A; Supplementary Fig. S4). The gEP clustered away from all other filial subregions, while the CZE clustered together throughout morphogenesis. The hEP and mgROOT/mgCOT also clustered together, implying the distribution of subgenome bias within the EP remains distinct from the endosperm subregions. Despite this, the hEP and mgROOT/mgCOT clustered adjacent to the hMCE and hPEN, suggesting slight similarity of subgenome bias in postglobular seeds. The CZE clustered together by subregion rather than by developmental stage, with both the gCZE and hCZE exhibiting similar bias in subgenome profiles. 

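Of the 23,999 filial pairs of Supplementary Data Set S3, 1,999 were to hand. Among these, 295 were past the limit in the hPEN (295 toward A n and 0 toward C n) and 293 in the gEP (288 toward A n and 5 toward C n), followed by the hCZE with 257. The gEP count was 249 in the mean of replicates 3 and 4 alone, and 72 when every library had to pass. Neither the arithmetic mean used here nor the geometric mean gives the paper's averages in the gEP.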

The gEP had the most gene pairs that had a high level of subgenome bias (Log_2_(A^n^/C^n^) ≥ 2 or Log_2_(A^n^/C^n^) ≤ −2), at 1,715 gene pairs (812 A^n^/903 C^n^). This comprised 11.3% of all identified homoeologous gene pairs with detectable expression of either gene, while only 8.2% of gene pairs were identified as “low bias” (0.1 ≥ Log_2_(A^n^/C^n^) ≥ −0.1). The mgCOT and mgROOT had the fewest genes with high bias (54 A^n^/47 C^n^ and 58 A^n^/45 C^n^, respectively), which collectively accounted for 2.3% and 2.8% of the homoeologs with detectable expression (Fig. 8B). 

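Among the same listed pairs, the mgCOT had 20 and the mgROOT 23 past the limit, all of them toward A n, the lowest counts of the 10 filial subregions. The next lowest were the hEP and hMCE with 191 each.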

All subregions aside from the mgCOT and mgROOT had more gene pairs with high C^n^ subgenome bias. For example, the gMCE, gPEN, and gCZE had 720, 497, and 502 gene pairs with high C^n^ bias, compared to 603, 375, and 441 biased toward the A^n^ subgenome, respectively. 

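In the listed part of the pair table, pairs past the limit were mostly toward A n, with 205 against 13 in the gMCE, 213 against 1 in the gPEN, and 245 against 1 in the gCZE. The order of that table is not random, and the direction among the pairs not listed is not known from it.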

The data were then clustered into smaller groups for downstream analysis (Fig. 8, C and D). We focused on 4 clusters based on the same criteria described in Fig. 3, C and D. Clustering analysis revealed bias in the A^n^ subgenome of the gMCE and C^n^ bias of the hMCE in Cluster 1, whereas Cluster 2 formed a clade with distinct C^n^ subgenome bias of the syncytial endosperm subregions (gPEN, gCZE, and hCZE) (Fig. 9A). Cluster 3 identified A^n^ bias of the gPEN and a C^n^-biased clade of the hCZE and gPEN. Cluster 4 had low overall subgenome bias aside from the C^n^-biased clade that grouped the gMCE, hPEN, and gEP together. Cluster 1 was significantly enriched (*P* < 0.01) for GO terms associated with cell growth, polysaccharide transport and synthesis, Golgi apparatus, and steroid metabolism (Fig. 9B; Supplementary Data Set S4). Cluster 2 was also significantly enriched for biological processes implicated in Golgi apparatus function, as well as inositol metabolism, cellulose and cell wall processing, and chromatin modification. Cluster 3 was enriched in gene pairs associated with cell division, reproductive development, auxin metabolism, and actin cytoskeleton. Cluster 4 was significantly enriched in vacuolar membrane, vesicle transport, and protein folding GO terms. Notably, while data clustering of the filial regions identified distinct clades, the subregions at large did not exhibit similar genome-wide subgenome bias as seen in the maternal tissues. While the filial subregions have a greater proportion of gene pairs annotated as “strong bias” as compared to “low bias” pairs in our analysis, the maternal subregions had many more gene pairs with small but noticeable biases, as evident by comparing Figs. 3A and 8A. Altogether, this indicates the filial regions have a large proportion of transcripts that are only slightly biased to each subgenome. It is likely that subgenome bias plays a lesser role in global gene expression of the filial subregions than what is seen in maternal compartments.

**Figure 8.**
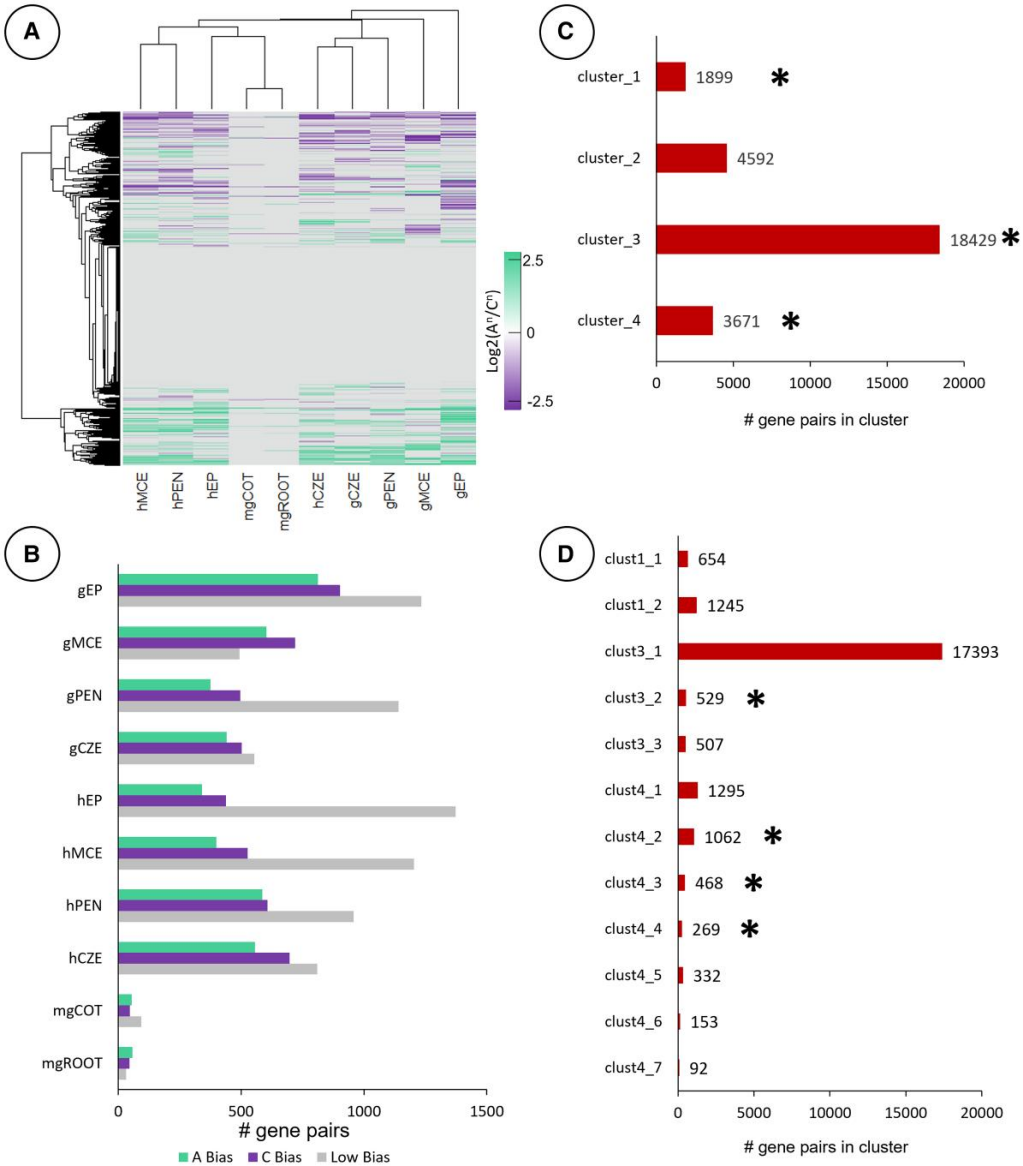
Subgenome bias and clustering analysis of filial subregions in the *B. napus* seed. **A)** Subgenome bias of gene homoeologues expressed as Log_2_(A^n^/C^n^) of their respective TPM values. Euclidean distance was used to compute distance between data points. **B)** Number of gene pairs exhibiting strong genomic bias (Log_2_(A^n^/C^n^) ≥ 2 [“A Bias”] or Log_2_(A^n^/C^n^) ≤ −2 [“C Bias”]) or “Low Bias” (0.1 ≥ Log_2_(A^n^/C^n^) ≥ −0.1). **C)** Gene pair list from **A)** clustered into *k* = 4 groups, number of gene pairs are tabulated, and heat maps of all clusters available as Supplementary Fig. S3. Gene pair clusters indicated by an asterisk (*) are carried forward into further analysis in **D)**. Clusters 1, 2, and 4 were then clustered again to *k* = 2, *k* = 3, and *k* = 7 clusters, respectively, to parse the gene lists. Clusters in **D)** with <60 gene pairs were removed from the bar plot but included within Supplementary Data Set S3. Clusters in **D)** indicated with an asterisk (*) were used in the GO analysis of Fig. 9.

**Figure 9.**
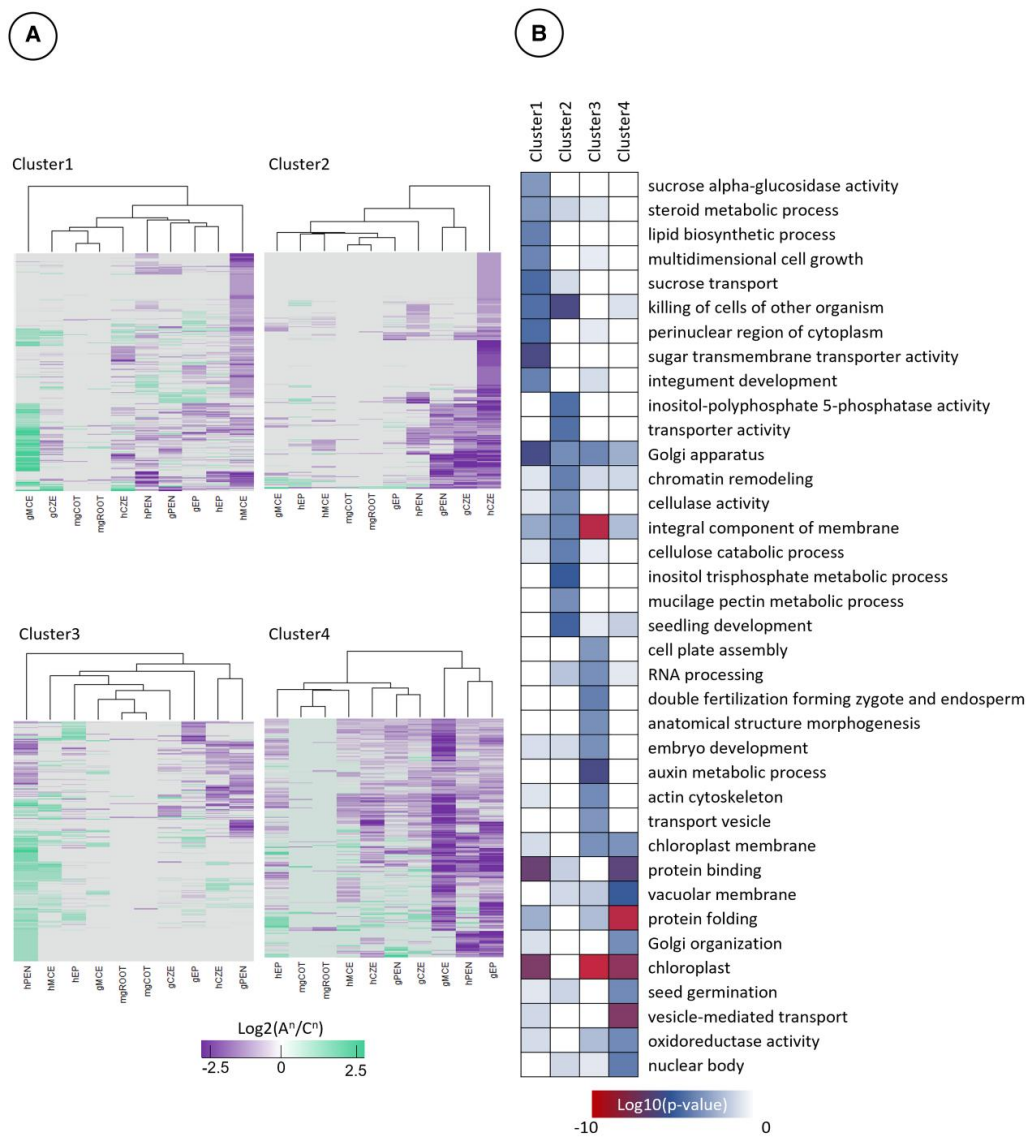
GO analysis of gene clusters in filial subregions. **A)** Clusters of the data in Fig. 8C, selected for exemplifying subgenome bias in certain stages or entire lack thereof. **B)** GO enrichment of the clusters selected in **A)**, wherein statistically significant GO terms were only selected if >1 gene homolog pair constituted the GO term. Complete GO analysis is documented within Supplementary Data Set S4.

### Endosperm cellularization is associated with C^n^ subgenome bias of genes involved in cell wall synthesis

GO term enrichment identified that some genes implicated in cell wall formation and nutrient reservoir deposition were expressed only in some subregions and others only in 1 subgenome (Fig. 10A). For example, the C^n^ homoeolog of *REVERSIBLY GLYCOSYLATED POLYPEPTIDE 2* (*RGP2*) was more abundantly transcribed in the gPEN and hCZE. 

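*RGP2* (BnaA10g18590D and BnaC09g42220D) had a log2 ratio of A n over C n of -1.22 in the hCZE (43.6 against 102 TPM, n = 2, standard error 0.17, adjusted p = 5.58e-08, limma) and -0.31 in the gPEN (80.1 against 99.9 TPM, n = 2, standard error 0.17, adjusted p = 0.142). In each, C n was higher in 2 of 2 libraries. *RGP2* was past the limit toward C n in 9 of the 10 filial subregions, all except the gPEN. Of the alternatives, a fit with the replicate number as a block called the gPEN as well (-0.49).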

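*TBL42* (BnaAnng29680D and BnaC06g20340D) had a log2 ratio of A n over C n of -2.56 in the gPEN (30.7 against 187 TPM, n = 2, adjusted p = 1.87e-05, limma), -1.20 in the hCZE (105 against 227 TPM, n = 2, adjusted p = 0.0384), and -1.07 in the gCZE (114 against 220.2 TPM, n = 3, adjusted p = 0.0236). In all 7 libraries C n was the higher copy of *TBL42*. With a pseudocount of 0.1 TPM none of the 3 was past the limit (adjusted p from 0.0522 to 0.432), and the gCZE call of *TBL42* was also lost without replicate 1 (-0.90) or replicate 2 (-0.79). With the replicate number as a block, the ratios of *TBL42* in the gCZE (-0.57) and hCZE (-0.69) were not past the limit. Both rose together, as this fit places them at an average that includes replicate numbers absent from the CZE.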

A similar pattern was observed in the expression of *TRICHOME BIREFRINGENCE-LIKE 42* (*TBL42*), a gene associated with pectin deposition in cell walls where the C^n^ homoeolog was highly transcribed in the gPEN, gCZE, and hCZE. In contrast, another gene involved in pectin biosynthesis, *GALACTURONOSYLTRANSFERASE 5* (*GATL5*), was transcribed largely from the C^n^ homoeolog in the A^n^ subgenome. 

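*GATL5* (BnaA09g51210D and BnaC08g46020D) averaged at least 2 TPM over both copies in 2 filial subregions. In the hCZE, the A n copy had 121 ± 103 TPM (SD, n = 2) and the C n copy 26.5 ± 25.1 TPM, a log2 ratio of A n over C n of 2.23 (standard error 0.41, adjusted p = 1.46e-05, limma; A n higher in 2 of 2 libraries). In the gCZE, *GATL5* had 2.92 and 3.50 TPM (n = 3), a ratio of -0.00 (adjusted p = 0.992).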

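*FAB2* (BnaA03g20420D and BnaC03g24420D) was past the limit toward A n in 2 of 10 filial subregions. The log2 ratio of A n over C n was 0.51 in the hMCE (74.6 against 52.4 TPM, adjusted p = 0.0043, limma; A n higher in 4 of 4 libraries) and also 0.51 in the gMCE (6.54 against 5.07 TPM, adjusted p = 0.00146; higher in 3 of 5). *WRI1* (BnaA09g34250D and BnaC08g25150D) was past it toward A n in the hMCE (0.68, 63.5 against 39.6 TPM, adjusted p = 0.00671; not past the limit with a pseudocount of 0.1 TPM). It was past it toward C n in the gMCE (-0.89, adjusted p = 0.000107), gEP (-0.68, adjusted p = 0.00675; not past the limit with that pseudocount), and hCZE (-0.97, adjusted p = 0.00675). In the hPEN, where *WRI1* was highest, the ratio was 0.30 (125 against 103 TPM, adjusted p = 0.444), and in the hEP it was 0.28 (adjusted p = 0.365), or 0.76 and past the limit without replicate 2. With the replicate number as a block, the *WRI1* ratio was past the limit in the hEP (0.60) and not in the gEP (-0.49) or hCZE (-0.59).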

Genes involved in lipid biosynthesis (*FAB2* and *WRI1*) were slightly more transcribed from the A^n^ subgenome. 

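For the *DIM* pair BnaA05g19350D and BnaC05g32840D, the log2 ratio of A n over C n was -0.76 in the hEP (n = 3, adjusted p = 0.0286, limma), -0.97 in the hMCE (n = 4, adjusted p = 0.00142), -1.67 in the hPEN (n = 2, adjusted p = 0.000115), and -0.35 in the hCZE (n = 2, adjusted p = 0.451). C n was higher in every library. For the *DIM* pair BnaA01g25880D and BnaC01g33070D, it was -1.59 in the hMCE (adjusted p = 9.25e-11), -1.45 in the hPEN (adjusted p = 3.78e-06), -1.27 in the hCZE (56.6 against 138 TPM, adjusted p = 3.99e-05), and 0.25 in the hEP (adjusted p = 0.334; A n higher in 2 of 3 libraries). The hEP call of the first *DIM* pair was lost with a pseudocount of 0.1 TPM, without replicate 1 (-0.63), and without replicate 3 (-0.66).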

*DIM*, a gene involved in brassinosteroid biosynthesis, was observed to have bias in the C^n^ subgenome across both homoeologs in the hEP, hMCE, hPEN, and hCZE.

**Figure 10.**
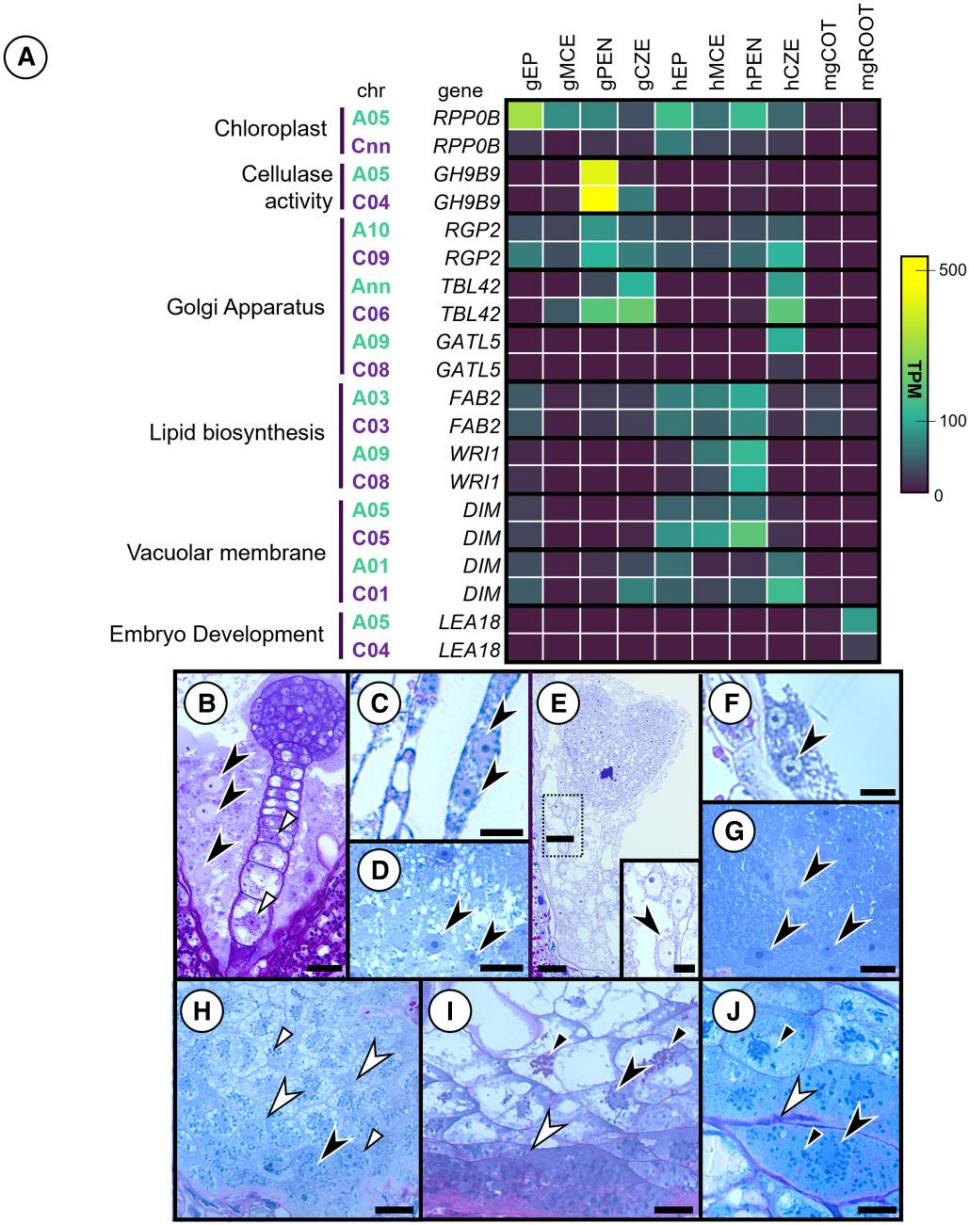
Transcription of genes associated with cell wall, endomembrane, and cellular modification in filial regions. **A)** Heat map of selected homoeologues belonging to significantly enriched GO terms from the clusters in Fig. 9. **B)** 7 DPP seed globular EP atop the suspensor at the micropylar pole, with enlarged nuclei (black arrowheads) in the MCE syncytium and abundant plastids (white arrows) particularly in the perinuclear region. **C)** The PEN at 7 DPP composed of free nuclei in the syncytium, continuous with the **D)** CZE. **E)** 10 DPP heart EP with enlarged nuclei in the MCE migrating closer together prior to cellularization. **F)** PEN 10 DPP with nuclei remaining in a syncytium, as in the **G)** CZE. **H)** CZE of D14 seeds initiate cell wall formation (white arrowheads), which isolate the nuclei of the syncytium. Perinuclear protein-rich plastids (white arrows) populate the CZE. **I)** CZE of D21 seeds establish complete cell walls, terminating the syncytium within the chalaza of the seed. Plastids distal to the CPT convert to starch storage (amyloplasts, black arrows). **J)** D28 seeds divide the CZE with robust cell primary wall thickenings. Bar = **B)** 40 *µ*m, **C)** 20 *µ*m, **D)** 40 *µ*m, **E)** 100 *µ*m, **E_inset_)** 50 *µ*m, **F)** 30 *µ*m, **G)** 30 *µ*m, **H)** 30 *µ*m, **I)** 30 *µ*m, and **J)** 20 *µ*m.

At the globular stage of development, the MCE was entirely syncytial, with free nuclei throughout the shared cytoplasm (Fig. 10B). At 7 DPP, the PEN and CZE also had discrete nuclei in the syncytium (Fig. 10, C and D). By 10 DPP, the nuclei enlarged and migrated closer together in preparation for cellularization (Fig. 10E), while the PEN and CZE retained the continuous syncytium (Fig. 10, F and G). By 14 DPP, cell plates were visible in the CZE with proteoplasts encircling the nuclei (Fig. 10H). Proteoplasts in the CZE converted to amyloplasts at 21 DPP (Fig. 10I), and by 28 DPP, thickened primary walls then surround the nuclei of the CZE, finalizing the cellularization of the CZE (Fig. 10J). Taken together, data analysis revealed subgenome bias to be minimal in the filial tissues compared to the maternal subregions. Thus, it is apparent that the wave of endosperm cellularization may be partially controlled by genes exhibiting subgenome bias, particularly genes involved in pectin deposition like *GATL5* or *TBL42* and cell wall construction like *GH9B9*. 

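*GH9B9* (BnaA05g04120D and BnaC04g03840D) had a log2 ratio of A n over C n of -2.66 in the gCZE (10.2 against 65.4 TPM, n = 3, adjusted p = 4.15e-11, limma) and -1.85 in the gMCE (1.99 against 12.5 TPM, n = 5, adjusted p = 9.78e-10). It was -0.78 in the gPEN, where *GH9B9* was most abundant (447 against 769 TPM, n = 2, adjusted p = 0.0654), and -0.30 in the hPEN (adjusted p = 0.522). In every library of these 4 subregions C n was higher.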

While our gene coexpression analysis did not identify previously known endosperm cellularization genes like *AGAMOUS-LIKE 62* (*AGL62*) or *ENDOSPERM DEFECTIVE 1* (*EDE1*) (Kang et al. 2008; Pignocchi et al. 2009), it does not preclude that these genes are affected by polyploidization.

### Putative paralogous genes involved in seed storage reservoirs exhibit divergent subgenome bias

We investigated well-known seed storage protein family genes (*SEED STORAGE ALBUMIN* [*SESA*] and *CRUCIFERIN* [*CRU*]) and the OLEOSIN (*OLEO*) gene family to better understand if subgenome bias was prevalent across not only homoeologous pairs but also their putative paralogs. 

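From the 59 libraries of earlier stages to the 15 of the mature green stage, *OLEO1* rose by 5.48 (BnaC08g11970D) to 8.44 (BnaA08g14540D) on the log2 scale, with a standard error of 0.32 and an adjusted p of 2.21e-30 for the latter (limma). *OLEO1* BnaA08g14540D averaged 4,257 ± 1,153 TPM (SD, n = 2) in the mgISC, 3,315 ± 2,681 TPM (n = 3) in the mgCPT, and 2,313 ± 1,281 TPM (n = 2) in the mgOSC. It averaged 1,856 ± 1,242 TPM (n = 3) in the mgCZSC, 759 ± 401 TPM (n = 3) in the mgCOT, and 523 ± 254 TPM (n = 2) in the mgROOT. *OLEO4* BnaC02g37030D likewise had 1,699 TPM in the mgISC and 178 TPM in the mgCOT. The LMD-high genes held 87.4% of the TPM in the mgCOT, which lowers the TPM of all other genes there. After rescaling without them, a choice made after the values were seen, *OLEO1* BnaA08g14540D had 5,966 ± 263 TPM in the mgCOT, against 6,978 ± 6,086 TPM in the mgCPT, 5,829.9 ± 2,108 TPM in the mgISC, and 3,799.8 ± 2,079 TPM in the mgOSC. *OLEO4* BnaC02g37030D then had 2,329.6 TPM in the mgISC and 1,427 TPM in the mgCOT.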

All *OLEO* genes are highly expressed late in seed development in both maternal and filial subregions and especially within the mgCOT, mgCPT, and mgISC (Fig. 11). All *OLEO* genes were more highly expressed in the mgCOT than in the mgROOT. 

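Between the mgCOT (n = 3) and mgROOT (n = 2), the log2 change of every *OLEO* copy was positive, from 0.17 (*OLEO2* BnaC06g12930D) to 0.72 (*OLEO1* BnaC08g11970D), and smaller than its standard error (0.67 and 0.83 for these copies). The adjusted p was 1 for each of them (limma), and no exact p below 0.1 is possible with these numbers of libraries.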

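In mature green seeds, the log2 ratio of A n over C n of the *OLEO1* pair BnaA08g14540D and BnaC08g11970D was past the limit in all 6 subregions, from 2.42 in the mgCOT (adjusted p = 0.000539, limma) to 5.22 in the mgCZSC (adjusted p = 7.85e-11), with A n higher in every library. With a pseudocount of 0.1 TPM, the calls in the mgCOT and mgROOT were lost. In heart-stage seeds, this *OLEO1* pair was past the limit in the hCPT (2.38, adjusted p = 0.000629), hPEN (1.68, adjusted p = 0.0465), and hISC (1.49, adjusted p = 0.0318), the hPEN and hISC only with the larger pseudocount, and the hISC not without replicate 1 (1.26) or replicate 2 (1.35). With the replicate number as a block, neither the hPEN nor the hISC (1.33) was past the limit for *OLEO1*, and the hPEN was not past it without the 3 libraries with conflicting labels (1.68). It was not past it in the hCZSC (1.18, adjusted p = 0.0915; 1.70 and past the limit without replicate 3), hOSC (1.01, adjusted p = 0.153), hEP (0.82, adjusted p = 0.253), hMCE (0.78, adjusted p = 0.207), and hCZE (0.45, adjusted p = 0.634). The A n copy of *OLEO1* was higher in every library of these subregions except the hCZE, where it was higher in 1 of 2.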

Interestingly, a homoeologous gene pair of *OLEO1* was biased in A^n^ subgenome transcript activity across all subregions but the CZE in HEART seeds and in all subregions in MG seeds. 

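The *SESA4* pair BnaA08g14120D and BnaC08g12450D had log2 ratios of A n over C n from -6.23 in the mgROOT (2.36 against 253 TPM, n = 2, adjusted p = 1.31e-09, limma) to -2.41 in the mgISC (0.691 against 7.41 TPM, n = 2, adjusted p = 0.00845). C n was higher in every mature green library, and all 6 calls were kept under the alternatives. The *SESA4* pair BnaA01g16220D and BnaC01g19320D was past the limit in the mgOSC (-1.39, adjusted p = 0.0376). The *SESA4* pair BnaA03g06940D and BnaC03g08840D was past it in the mgCOT (-0.87, adjusted p = 0.00566) and mgROOT (-0.80, adjusted p = 0.0357), none of these 3 with a pseudocount of 0.1 TPM. In the mgCPT the ratio of *SESA4* BnaA01g16220D over BnaC01g19320D was -1.02 (adjusted p = 0.0628), and it was past the limit without mgCPT replicate 3 (-1.38) and with the replicate number as a block.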

The inverse trend was observed in *SESA4*, which was biased toward the C^n^ subgenome in 1 homoeologous pair than the other two. 

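Over the 15 mature green libraries, *SESA4* BnaA08g14120D averaged 3.72 TPM and BnaC08g12450D 159.5 ± 121 TPM (SD). The other copies of the *SESA* genes averaged from 1,109 ± 745 TPM (*SESA1* BnaC01g19300D) to 5,884 ± 5,124 TPM (*SESA4* BnaC03g08840D).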

The C^n^-biased *SESA4* pair was the least expressed pair of *SESA* homoeologs. 

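In the mature green libraries (n = 15), the copies of *CRU1*, *CRU2*, and *CRU3* averaged from 667 TPM (*CRU1* BnaA06g36310D) to 1,595 TPM (*CRU2* BnaA10g02240D), after log2 changes of 7.87 to 8.35 from the earlier stages. *CRB* averaged 1.11 TPM (BnaA06g05390D) and 0.789 TPM (BnaC05g06870D), less than before that stage (log2 changes of -1.46 and -1.01, adjusted p = 2e-12 and 6.16e-07, limma). The log2 ratio of A n over C n of *CRU2* (BnaA10g02240D and BnaC05g02160D) was 1.13 in the mgCZSC (adjusted p = 0.000611), 1.03 in the mgISC (adjusted p = 0.0102), and 0.84 in the mgCOT (adjusted p = 0.0105; 0.78 and not past the limit without replicate 3). It was 0.82 in the mgCPT (adjusted p = 0.012; 0.67 and not past the limit without replicate 1), 0.78 in the mgROOT (adjusted p = 0.0499; not past the limit without the 3 libraries with conflicting labels or with the replicate number as a block), and 0.68 in the mgOSC (adjusted p = 0.0895). In all 15 libraries A n was the higher copy of *CRU2*, and only the mgCZSC ratio was past the limit with a pseudocount of 0.1 TPM (adjusted p from 0.145 to 0.282 for the others).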

While most *CRU* genes were highly expressed in all seed subregions during maturation, *CRUCIFERIN B* (*CRB*) had comparably lower global expression while *CRUCIFERIN 2* (*CRU2*) was conspicuously A^n^ subgenome biased. As seeds are protected storage reservoirs for the developing embryo, the presence of subgenome bias or differences in transcription of putative gene paralogs pertaining to seed storage are notable for their influence on seed longevity and viability. *OLEO1*, *SESA4*, and *CRU2* all had putatively paralogous pairs that exhibited greater subgenome bias than observed in their partners. Thus, elements of seed storage in *B. napus* have been unevenly affected by polyploidization.

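The other 2 *OLEO1* pairs stayed closer to equal in mature green seeds. BnaA01g14480D and BnaC01g17050D were past the limit in the mgCPT (log2 ratio of A n over C n 0.85, adjusted p = 0.0111, limma; 0.57 and not past the limit without replicate 2) and mgCZSC (0.66, adjusted p = 0.0494; 0.37 and not past the limit without the unnumbered library, 0.73 and not past it without replicate 3), neither with a pseudocount of 0.1 TPM. The *OLEO1* pair BnaA03g47170D and BnaC07g39370D was past it in 0 of 6 subregions, with adjusted p from 0.0625 to 0.962. *CRU1* was past it toward C n in 4 of 6 subregions (-0.70 in the mgCPT, -0.62 in the mgISC, -0.54 in the mgCOT, and -0.51 in the mgCZSC), and *CRU3* toward A n in 1 (0.61 in the mgISC, adjusted p = 0.0186). None of these 5 calls was kept with that pseudocount. Those of *CRU1* in the mgISC, mgCOT, and mgCZSC were lost with the replicate number as a block, and those in the mgCOT and mgCZSC also depended on single libraries (mgCOT, -0.49 without replicate 1 and -0.52 without replicate 2; mgCZSC, -0.41 without replicate 3 and -0.51 without the unnumbered library).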

**Figure 11.**
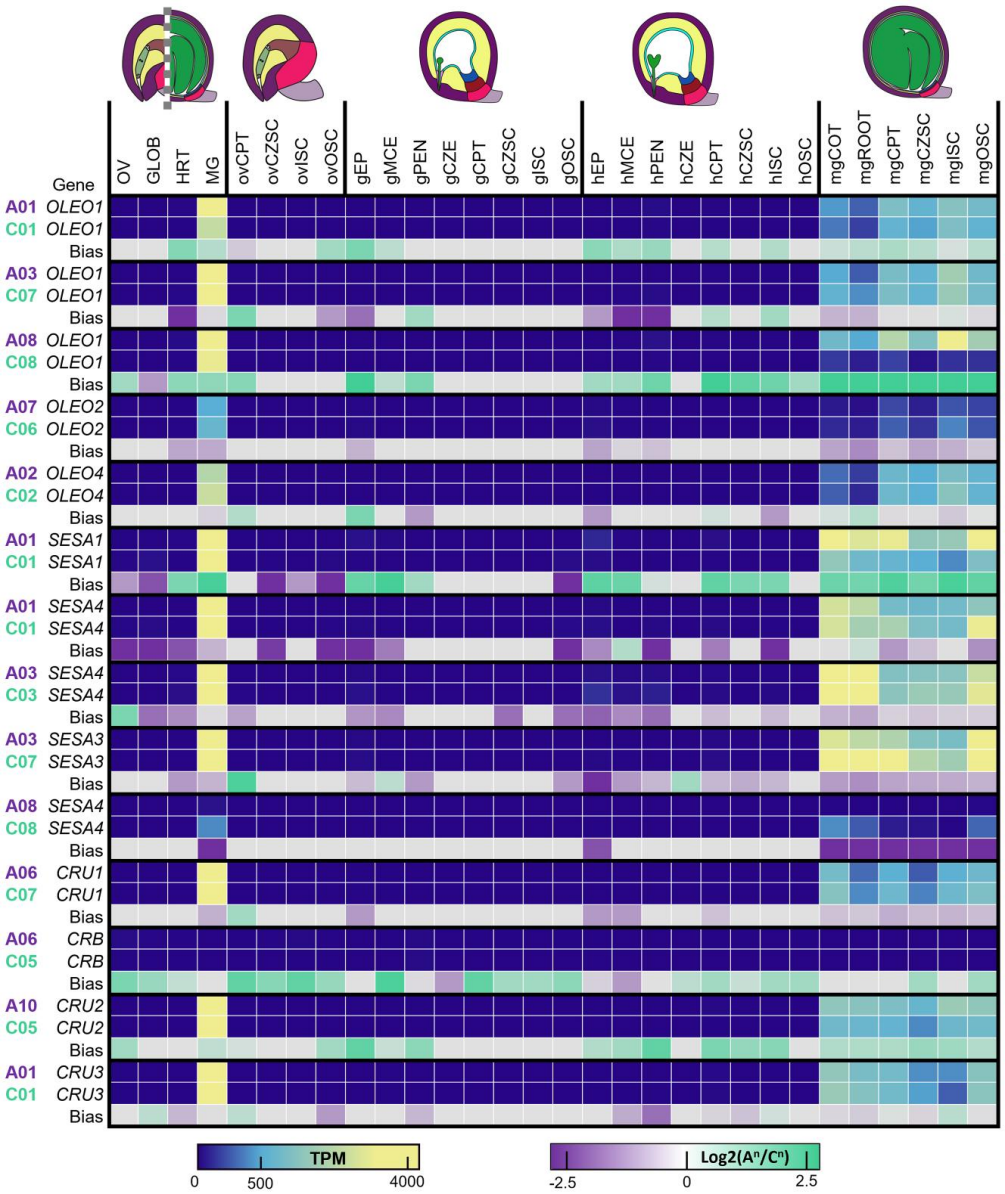
Transcript accumulation of *B. napus* homologs of known seed storage and seed oil biogenesis genes of *Arabidopsis*. Transcript accumulation represented in TPM and “bias” represented as (Log_2_(A^n^/C^n^) ≥ 2 (“A Bias”) or Log_2_(A^n^/C^n^) ≤ −2 (“C Bias”).

## Discussion

### Global transcriptome of the *B. napus* seed is biased toward the C^n^ subgenome in nearly all subregions

Dynamic changes in gene activity underpin development of the *B. napus* seed lifecycle. While C^n^ subgenome bias pervades throughout development, it is important to consider subgenome bias through many genome contexts including the number of genes expressed from each subgenome, which subgenome generates the most transcripts, and bias between subgenome gene homoeologs that contribute to the biases present during seed development. Our previous work showed C^n^ subgenome bias of DNA methylation and siRNA accumulation in the *B. napus* seed (Ziegler et al. 2023). Resynthesis of *B. napus* through hybridization of *B. rapa* and *B. oleracea* experiments report C^n^ subgenome bias in vegetative tissues is consistent across independently resynthesized individuals (Bird et al. 2021). It is also known that *B. napus* resynthesis is accompanied by substantial revision in parental gene expression (Wu et al. 2018). Here, we report that subgenomic bias is globally diminished as the seed matures, with the EP having notably fewer unique transcripts. Our previous work demonstrated that the epigenetic transition from morphogenesis to maturation was characterized by a global increase in DNA methylation in tandem with more siRNA loci being transcribed (Ziegler et al. 2023). These data, taken from the whole seed, implied that maturation was characterized by a global silencing effect on the whole genome. However, when specific compartments of the seed are dissected, and mRNAs profiled, the embryo has substantially fewer genes being transcribed with comparably similar transcript accumulation to that of other subregions of the seed. 

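The 3 mgCOT libraries had 4,427 ± 1,783 genes (SD) above 1 TPM, from 2,597 to 6,160, and the 2 mgROOT libraries had 3,363 and 6,007. By subregion mean, 4,651 genes were above 1 TPM in the mgROOT and 26,967 in the gCZE, the next lowest. In the mgCOT these were 2,069 A n and 2,316 C n genes. TPM sums to the same total in every library by construction and so cannot differ between subregions. Rescaling the TPM without the LMD-high genes moved these numbers most, to 24,515 genes in the mgCOT and 27,202 in the mgROOT, against 30,501 in the gCZE.

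**Figure D3:**
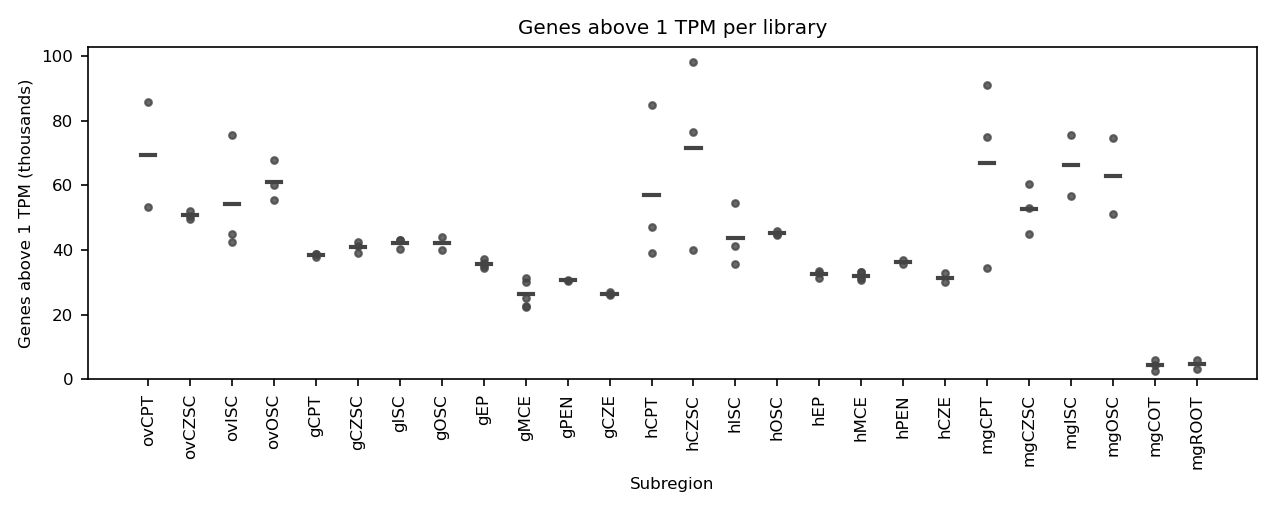
Genes above 1 TPM (vertical axis) in each library of the 26 subregions (horizontal axis); points are libraries and lines are means. The mgCOT and mgROOT libraries lie between 2,597 and 6,160 genes, below all others.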

While recent research that profiled the transcriptomic bias of the embryo and seed coat reported similarly global C^n^ subgenome bias in *B. napus*, our work suggests that these biases are exacerbated when dissecting the maternal regions to cell and tissue-specific subregions (Gao et al. 2022). It is, however, important to note that *B. napus* has a complicated natural history leading to diverse genetic backgrounds. Resynthesized *B. napus* and the many domesticated cultivars will have different subgenomic balances. Emergent genome dominance should always be considered in the context of the cultivar and background. Furthermore, it has been proposed that the natural kinetics of transcription induce imbalanced gene expression in allopolyploids as the default condition (An et al. 2024), which reinforces genetic background as an important consideration in how gene expression bias manifests in individual genetic lines.

### The CPT of *Brassica* presents a unique opportunity to investigate the evolution of oilseeds

Seeds of the Brassicaceae have CPTs that undergo varying degrees of degeneration. For example, in *Arabidopsis* (Camelineae), the CPT is diminutive and ephemeral making it difficult to study. This is true of many clades within the Brassicaceae, including *Lepidium* (Lepidieae), *Capsella* (Camelineae), and *Thlaspi* (Thlaspideae) (Nguyen et al. 2000; Brown et al. 2004). *Brassica* (Brassiceae), *Erysimum* (Erysimeae), *Stanleya* (Thelypodieae), and *Descurainia* (Descurainieae) in contrast have a discrete CPT, which persists throughout late seed development. Few studies have interrogated the anatomy of the subregions in these groups, and details of gene activity underpinning its development are scant (Brown et al. 2004; Ziegler et al. 2019). In *B. napus*, the CPT is derived from the chalazal nucellus and undergoes dynamic changes in development as the seed matures. It has been established that the maternal–filial interface of the seed acts as a central integration hub of developmental signaling (Povilus and Gehring 2022). The CPT and CZE in *B. napus* are not segregated by a cuticle, unlike the junctions between the ISC and the PEN/MCE. Thus, cross-signaling is likely to occur through the chalazal pole, with the CPT acting as the conduit connecting the CZSC and CZE. The CPT then must adopt transcriptomic profiles to match the needs of the coordination between the maternal and filial subregions. Our results show that subgenome bias of homoeologous gene pairs of the ovCPT is dissimilar to other maternal subregions. The CPT is anatomically one of the most variable subregions of Brassicaceae seeds, and this variation is largely due to the persistence or degeneration of the nucellus, wherein persistent chalazal nucellar tissue differentiates to become distinct, or is entirely lost due to cellular elimination (Ingram and Penfield 2016). Given our data show that homoeologous gene pairs in the ovCPT are transcribed differently than they are in other subregions, it is possible polyploidization affects the nucellar development of crucifer seeds. As the robust CPT in *Brassica* likely imparts the ability to accrue nutrient reservoirs, this research could lead to important discoveries in oilseed evolution.

### Cell collapse of the ISC and CPT is an important requisite of seed maturation

Cell elimination and specifically those of the nucellus are crushed or undergo forced death to accommodate for nutrient transfer between the subregions of the seed (Lu et al. 2021). *Arabidopsis* seeds are comparably diminutive compared to other Brassicas yet still exclude portions of the nucellus through cellular elimination. This process opens the possibility of the seed coat to transfer sugars directly into the endosperm. The nucellar tissue is symplastically continuous with the seed coat in *Arabidopsis* and was previously documented in the chalaza of *Brassica* (Millar et al. 2015). Here, we demonstrate that cellular elimination permeates *B. napus* seeds and facilitates the formation of the pigment layer shortly after the CPT transitions from nucellar tissue. The chalazal maternal subregions (CZSC and CPT) must dictate the transition from somatic growth of the sporophytic tissue to megasporogenesis and finally female gametophyte formation. This occurs via the proliferation of the megasporangium inserted above the chalaza of the ovule, followed by the differentiation of the megaspore mother cell. This process relies on the *SPOROCYTLESS/NOZZLE* (*SPL*) signaling pathway, which has been documented in *Arabidopsis* to involve *WUSCHEL* (*WUS*), *TORNADO 2* (*TRN2*), *CIN-CINNATA* (*CIN*), and both *WIH1* and *WIH2* (Wei et al. 2015; Kaur et al. 2024). WIH1 and WIH2 have been shown to induce megasporogenesis after activation by WUS and are thus required for the differentiation of the MMC (Lieber et al. 2011). *WIH1* is highly expressed in the CZSC prefertilization and has high transcript accumulation in the C^n^ subgenome of the CPT and CZSC during seed morphogenesis. In early seed development, it seems likely that the CZSC and CPT control the formation of the female gametophyte and that the CPT of *Brassica* seeds is a subsection of cells derived from the nucellus after cellular elimination of the megasporangium. By maturation, the viable CPT cells are fully subsumed into the pigment layer and have undergone another transition. The method in which these cells are eliminated from both the nucellus (CPT) and the ISC is currently unknown. It is possible this degeneration is governed primarily by the mechanical expansion of the EP, but the synchronicity of the cellular elimination suggests coordinated cellular signals are likely involved. In the tapetum of anthers, *CEP1* is required for coordinated cellular degeneration immediately preceding anther dehiscence (Zhang et al. 2014). In *B. napus*, *CEP1* is largely expressed in the subregions that undergo coordinated cell elimination during seed development and is therefore possible that these processes could be conserved in carpellate reproductive tissues. Despite the CPT being ontogenetically related to the megasporangium, this dynamic subregion likely undergoes sequential modifications to suit the needs of ovule development and both seed morphogenesis and maturation.

### Seed coat subregions experience subgenome bias distinct from one another

The integuments serve to protect the developing nucellus by proliferating and elongating to encircle it. It is generally believed that the integuments arose as a form of either dichotomous branches or as lateral organs from the nucellus (Mathews and Kramer 2012; Meade et al. 2021). Despite their ancestral similarity, these structures have become anatomically and transcriptomically divergent with evolutionary time. Our data reveal that the ISC and OSC of *B. napus* exhibit different subgenomic biases across homoeologous genes, particularly during seed morphogenesis. Our anatomical data show that the ISC accumulates protein and oil bodies accompanied by thickened primary walls during maturation, whereas the OSC consumes much of its starch reservoirs, develops the palisade layer fully with reinforced pectin-rich walls, and deposits mucilage in the dermal cells. While much of these processes are known to occur in *Arabidopsis* (Beeckman et al. 2000; Tsai et al. 2017), our data indicate that these developmental transitions are accompanied by dissimilar subgenomic balance among the 2 seed coat layers during early seed development. The specialization of each seed coat layer is an important facet of seed development (Khan et al. 2014), and the prevalence of subgenome bias demonstrates that the biochemical programs required for these processes are subject to alterations due to polyploidization. In fact, resynthesis experiments of hexaploid *Brassica* have demonstrated that machinery relating to seed coat color undergo dramatic transcriptomic shifts postpolyploidization (Liu et al. 2020). Thus, given seed coat structure is critical for the protection of the embryo, resynthesis experiments could be used to improve seed coat quality or durability for food crops.

### Filial subregions experience less subgenomic bias than maternal subregions

*B. napus* subgenome bias is well documented to exist in many different tissues, including both siliques and whole seeds (Li et al. 2020; Khan et al. 2022; de Jong and Adams 2023). While we report conspicuous subgenomic bias characterizing the maternal subregions, the filial subregions are not subject to the same subgenomic asymmetry. At a global transcriptome level, large sets of gene pairs were of similar expression across subgenomes, particularly in the mgROOT and mgCOT. It is possible that the asymmetric silencing of 1 subgenome is alleviated upon establishment of the new sporophytic generation. The mgROOT and mgCOT both accumulate similar amounts of total transcripts as other subregions, yet fewer genes are transcribed altogether. This phenomenon may be due to mass erasure of gene activity in favor of a smaller subset of genes required for maintenance of the matured embryo. In particular, our data reveal that some of the most highly expressed genes in the mgROOT/COT encode SSPs and oleosin family proteins at several orders of magnitude higher expression than the vast majority of all other genes. This dramatic reduction in transcript activity is not reflected in mature *Arabidopsis* embryos (Belmonte et al. 2013). It is likely that the majority of all gene activity in the *B. napus* mgEP is dedicated to seed storage where the influence of polyploidy in the mature embryo is unlikely to be influential outside of seed storage.

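The 28 *OLEO*, *SESA*, *CRU*, and *CRB* genes held 4.45% ± 2.23 (SD, n = 3) of the summed TPM in the mgCOT and 4.90% ± 1.97 (SD, n = 2) in the mgROOT. In the maternal subregions of the same stage they held 5.16% ± 3.41 (n = 2, mgOSC), 4.23% ± 3.59 (n = 3, mgCPT), 3.29% ± 2.48 (n = 3, mgCZSC), and 3.19% ± 0.952 (n = 2, mgISC), and at most 0.0729% in a subregion of an earlier stage. When the LMD-high genes were left out of the sum, the share rose to 35.3% ± 0.477 in the mgCOT and 39.0% ± 0.595 in the mgROOT. It then stayed lower in the maternal subregions, at 8.88% ± 8.09 (mgCPT), 8.48% ± 5.54 (mgOSC), 6.61% ± 5.18 (mgCZSC), and 4.38% ± 1.70 (mgISC). With the LMD-high genes kept, the mgCOT share without the libraries whose labels conflict was 6.74%. The TPM of BnaC09g16500D, an LMD-high gene outside these families, was 105,867 in the mgCOT.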

### Seed storage reservoirs have divergent expression patterns within homoeologous gene pairs

The process of seed maturation is essential to the longevity of the seed, and many genes have been identified which enable storage of energy-dense proteins or lipids (Nguyen et al. 2015; Niñoles et al. 2022). Oleosins are required for the maintenance of lipid droplets, and seed storage albumins and cruciferins are known to be essential seed storage proteins (Miquel et al. 2014; Zheng et al. 2022). Despite the high transcript abundance in mature embryos, these genes experience exponential differences in expression across subgenomes. For example, 1 homoeolog pair of *OLEO1* is expressed a minimum of 6.5× more in the A^n^ subgenome in the mgROOT and a maximum of ∼39× more highly transcribed from the A^n^ subgenome in the mgCZSC. Furthermore, these differences occur within homoeologous gene pairs, including *OLEO1*, *SESA1*, *SESA4*, and *CRU2*. 

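For the *OLEO1* pair BnaA08g14540D and BnaC08g11970D, the log2 ratio of A n over C n averaged over libraries amounted to 6.31-fold in the mgROOT, and to 3.16-fold and 12.6-fold in its 2 libraries taken alone. The C n copy of *OLEO1* had 124 ± 138 TPM (SD, n = 2) there. In the mgCZSC the ratio amounted to 37.2-fold (C n copy of *OLEO1* 60.0 ± 57.7 TPM, SD, n = 3), and to 31.8-fold to 46.1-fold with each library left out in turn. Taken instead between the mean TPM values of the *OLEO1* copies, the A n copy was 4.22 times the C n copy in the mgROOT and 30.9 times in the mgCZSC, with the highest value of 31.3 times in the mgISC.

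**Figure D4:**
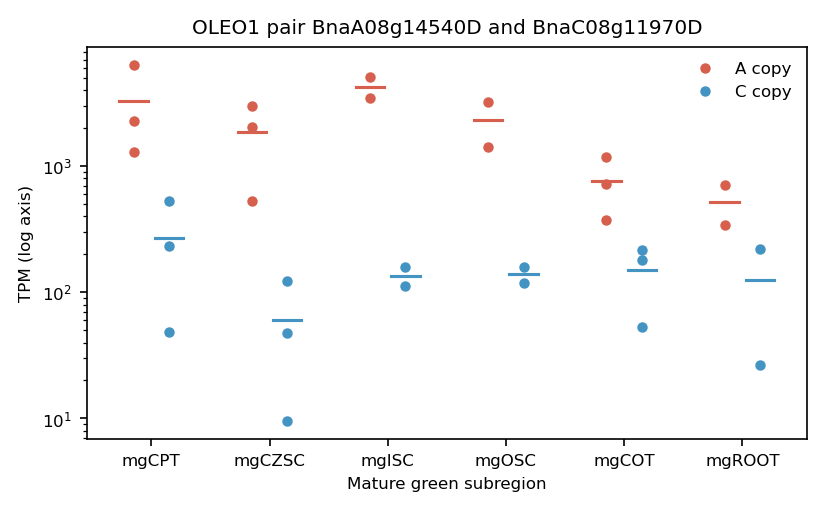
TPM on a log axis (vertical) of the A n copy BnaA08g14540D and the C n copy BnaC08g11970D of *OLEO1* in each library of the 6 mature green subregions (horizontal). The A n copy lies above the C n copy in every library, and its mean is 4.22 times (mgROOT) to 31.3 times (mgISC) that of the C n copy.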

Despite the numerous copies *B. napus* has of these genes, only certain homoeologous pairs experience this substantial bias between the 2 subgenomes. This implies that seed storage genes experience subgenome dominance in certain homoeologs, but this bias does not occur evenly across all putatively paralogous genes.

## Conclusions

Our work provides evidence of subgenome bias across seed development at the cell and tissue levels of the newly formed allotetraploid *B. napus*. Maternal subregions like the CPT and CZSC elicit a more varied palette of subgenome bias than the comparatively stable subregions of filial seed. The previously unexplored maternal CPT is of particular interest to crop development in oilseeds and is potentially a critical aspect of Brassicacaeae seed diversity. Cells and tissues of the seed that are of maternal origin would benefit from additional studies through the lens of polyploidy, both within established oilseeds in addition to their close relatives or progenitors. Further interrogation of individual compartments over time will provide additional insight into the genetic circuits underpinning reproductive development at the cell and tissue-specific levels. Together, we find that individual cells, tissues, and organs across the seed lifecycle are influenced by polyploidization in ways distinct from each other and cooperate in the making of a seed.

## Materials and methods

### Plant growth conditions and collection

*B. napus* cv. Topas plants were grown in growth chambers under long-day conditions (16 h light, 8 h dark, 22 °C, relative humidity 50% to 70%). Seeds were germinated in soil, and plants were grown in a peat-based medium (1-gallon pots, Sunshine Mix #1). Flowers that had opened the same day were tagged and hand pollinated between 15:00 and 17:00,—8 to 11 h after the photoperiod began (Chan and Belmonte 2013). Seeds were collected at 0 (OV), 7 (GLOB), 10 (HEART), and 28 (MG) DAP for LMD and 0, 7, 10, 14, 21, and 28 DAP for histological analysis. Flower pollination was performed shortly after anthesis, when the anthers of the flower barely exceeding the corolla. Flower and silique harvest were performed between 15:00 and 17:00 to minimize time of day effects on gene activity.

### LMD

We used LMD to capture individual subregions of the seed. All tissue processing and collection were performed under RNase-free conditions according to the methods of Ziegler et al. (2019). Siliques of OV, GLOB, HEART, and MG stage seeds were cut at 50-mm fragments and fixed in 1:3 (*v*/*v*) glacial acetic acid:85% ethanol for 24 h at 4 °C. Tissues were then dehydrated in a graded ethanol series, followed by a transition infiltration with xylenes at 4 °C and gradually infiltrated with paraffin at 60 °C. Samples were incubated for <8 h at 60 °C prior to embedding in 100% paraffin wax (McCormick Scientific, Paraplast Plus). Serial sections (7-*μ*m sections, Leica RM2245 rotary microtome) were mounted on polyethylene napthalate (PEN) membrane slides (Leica Microsystems). Slides were deparaffinized in xylenes for 1 min, and seed subregions were isolated using the Leica Laser Microdissection 7000 system.

### RNA isolation

Total RNA was extracted from the laser-microdissected subregions using the Ambion RNaqueous micro kit and treated with Qiagen RNAase-free DNase to remove genomic DNA. Each replicate was a pool of a minimum of 100 histological sections from at least 12 different plants. We sequenced between 2 and 5 replicates of each subregion (ISC, OSC, CZSC, CPT, MCE, PEN, CZE, and EP). A detailed replicate list is available in Supplementary Data Set S5. This method of pooling has been shown to be sufficient in previous spatial transcriptomic work (Belmonte et al. 2013; Cervantes-Pérez et al. 2024). RNA quantity was evaluated using the Quant-iT RiboGreen RNA Assay kit (Invitrogen), and quality was evaluated using the Agilent 6000 Pico LabChip and the Agilent 2100 bioanalyzer (Agilent Technologies, United States). A minimum RIN of 3 was required for further cDNA synthesis and library preparation (Belmonte et al. 2013).

### Library preparation and sequencing

First and second cDNA synthesis was performed according to a high-throughput RNA-seq protocol (Kumar et al. 2012). Library preparation was performed using the NuGen Ovation Ultralow DR Multiplex System. To validate sample quantity, we used the Quant-iT PicoGreen dsDNA Assay Kit (Invitrogen), qPCR, and the High Sensitivity DNA Analysis Kit (Agilent) on the Agilent 2100 Bioanalyzer according to the manufacturer's instructions. Libraries were pooled and size selected (350 to 600 bp) on the E-Gel system (Invitrogen). mRNA-seq libraries were then sequenced on the Illumina HiSeq 2500 platform at Genome Québec. Whole seed RNA was extracted from whole globular stage seeds using PureLink Plant RNA Reagent (Ambion).

### RNA-seq analysis

Low-quality reads and adaptors were removed from the RNA-seq data set with fastp (Chen et al. 2018). Surviving reads were then aligned to the *B. napus* cv. ‘Darmor-bzh’ genome assembly from Chalhoub et al. (2014) with HISAT2 (Kim et al. 2019). WGS contigs from Chalhoub et al. (2014) at accessions CCCW010000001 through CCCW010044187, and scaffolds, annotation data at accessions LK031787 to LK052685 in the European Nucleotide Archive were used for read alignments and RNA-seq analysis. Quantification of uniquely mapped reads was performed using featureCounts, native to the subread package (Liao et al. 2019). Counts were then normalized to TPM. TPM data table can be found in Supplementary Data Set S6. Data clustering and heat map visuals were completed using heat map(r), and Euclidean distance was used to compute distance between nodes during clustering. Gene homoeologs were identified as annotated within Gao et al. (2022). We used a quotient of Log_2_(A^n^/C^n^) as a metric to quantify relative bias in gene homoeolog expression. This ratio was used to visualize differences in gene expression between predicted homoeologs. We observed that most gene homoeologs that exhibited substantial differences in expression between the 2 subgenomes were often ≥4-fold TPM greater in 1 subgenome than the other. Consequently, we used Log_2_(A^n^/C^n^) ≥ 2 or Log_2_(A^n^/C^n^) ≤ 2 as our cutoff to cluster the gene lists. Clustered data were transformed into data matrices using matTree, and GO enrichment was performed on the gene lists using SeqEnrich (Becker et al. 2017) to determine statistical significance of potential biological processes influenced by polyploidy. Additionally, we created a Canola eFP Browser for visual comparisons of gene expression across seed subregions, and this can be accessed at https://bar.utoronto.ca/efp_canola/cgi-bin/efpWeb.cgi. Transcript data on a per homoeolog basis were summarized/standardized using the TPM method and were databased on the Bio-Analytic Resource for Plant Biology server in an MySQL database. Raw sequencing data are available on Gene Expression Omnibus (GEO) as GSE271809 and through the Sequence Read Archive (SRA) (PRJNA1065514). Replicates of each subregion and developmental stage are matched to SRA accession in Supplementary Data Set S5.

### Light microscopy analysis

Samples were fixed in 1.6% glutaraldehyde and 4% paraformaldehyde solution overnight and then transferred to methylcellosolve for 6 to 18 h (older seeds require longer time and more thorough dehydration). Samples were then transferred into ethanol 3 consecutive times, with each wash lasting 24 h. Tissue was then infiltrated with activated Leica HistoResin over 3 d (1/3 ethanol to HistoResin, followed by 2/3 and then 100% HistoResin). Samples were then embedded onto pucks and sectioned at 2.5-*µ*m thickness using a Leica RM2245 rotary microtome with a steel blade and mounted on glass slides. All slides were stained with periodic acid-Schiff's reagent and then followed with either toluidine blue O or amido black. Slides were sealed with Cytoseal 60 (Richard-Allan Scientific). Leica DM2500 light microscope equipped with a Leica DFC425 camera using LAS3.7 software was used to visualize the sections.

### Hand sectioning

Lipid staining was performed on live tissue sectioned by hand using double-edge razors. GLOB, HEART, and MG seeds were sectioned longitudinally and stained with Sudan IV for at least 25 min. Sections were mounted in glycerol to visualize.

### Transmission electron microscopy

Transmission electron microscopy was performed as described within Chan and Belmonte (2013) and Millar et al. (2015). Ovules and seeds were fixed overnight in 3% glutaraldehyde in 0.025 m cacodylate buffer supplemented with 5 mm calcium chloride (pH 7.0). Plant material was rinsed with cacodylate buffer and postfixed with 2% osmium tetroxide in 0.8% KFe(CN)_6_ in cacodylate buffer. After postfixation, seeds were rinsed with distilled water and stained overnight with a 0.5% aqueous uranyl acetate solution to increase contrast.

Processed seeds were rinsed in distilled water and dehydrated in a graded ethanol series. Seeds were then further dehydrated in 1:1 absolute ethanol to propylene oxide (*v*:*v*) and then in 100% propylene oxide. Finally, they were gradually infiltrated and embedded in Spurr's epoxy resin at 70 °C. All methods prior to embedding were performed at 4 °C. Using a Reichert–Jung Ultracut ultramicrotome, sections were cut (9- nm thickness) with a Diatome diamond knife and mounted on copper grids. The sections were visualized with a Hitachi H-7000 transmission electron microscope at 75 kV, and pictures were taken using AMT Image Capture Engine version 601.384.

### Accession numbers

Replicate data and SRA accession of each library can be found in Supplementary Data Set S5. *B. napus* cv. Darmor-bzh identifiers for genes in Figs. 5A, 6A, 7A, 10A, and 11 are found in Supplementary Data Set S7.

## Supplementary Material

kiaf283_Supplementary_Data

## Data Availability

Sequence data from this article can be found in the GEO data libraries as GSE271809 and within the SRA (PRJNA1065514).

# Supplementary material for: Gene expression landscape of the Brassica napus seed reveals subgenome bias in both space and time
**Source:** Plant Physiol. 2025 Jun 28;198(3):kiaf283. doi: 10.1093/plphys/kiaf283
**Supplement:** kiaf283_Supplementary_Data

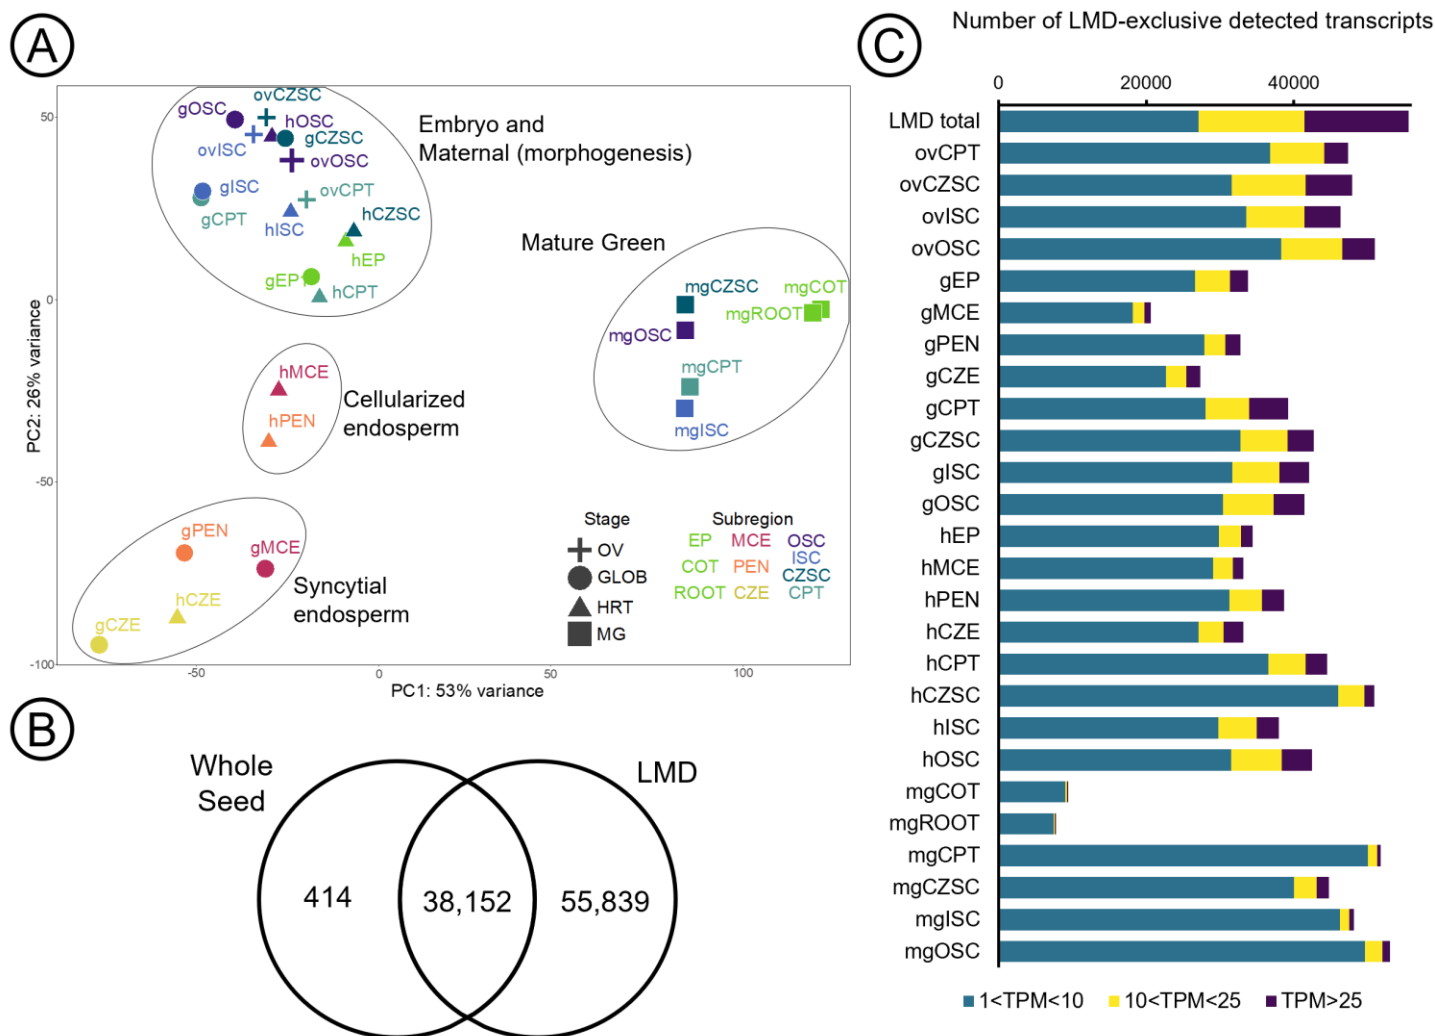

**Supplementary Figure S1.** (A) Principal Component Analysis (PCA) comparing the transcriptome profiles of the *Brassica napus* seed subregions. Each stage is marked with a unique identifier (OV = plus sign, GLOB = circle, HRT = triangle, MG = square). Each subregion is colour-coded as in Figure 1. (B) Transcripts detected (TPM>1) in whole seed and laser-microdissected seed transcriptomes over the OV, GLOB, HRT, and MG stages. Increasing spatial resolution yields 44% greater transcript detection in the developing *B. napus* seed. (C) Transcripts detected only by LMD-RNaseq in the developing *B. napus* seed. Transcripts are sorted into low ( $1 < \text{TPM} \leq 10$ , teal), medium ( $10 < \text{TPM} \leq 25$ , yellow), and high ( $\text{TPM} > 25$ , purple) accumulation levels.

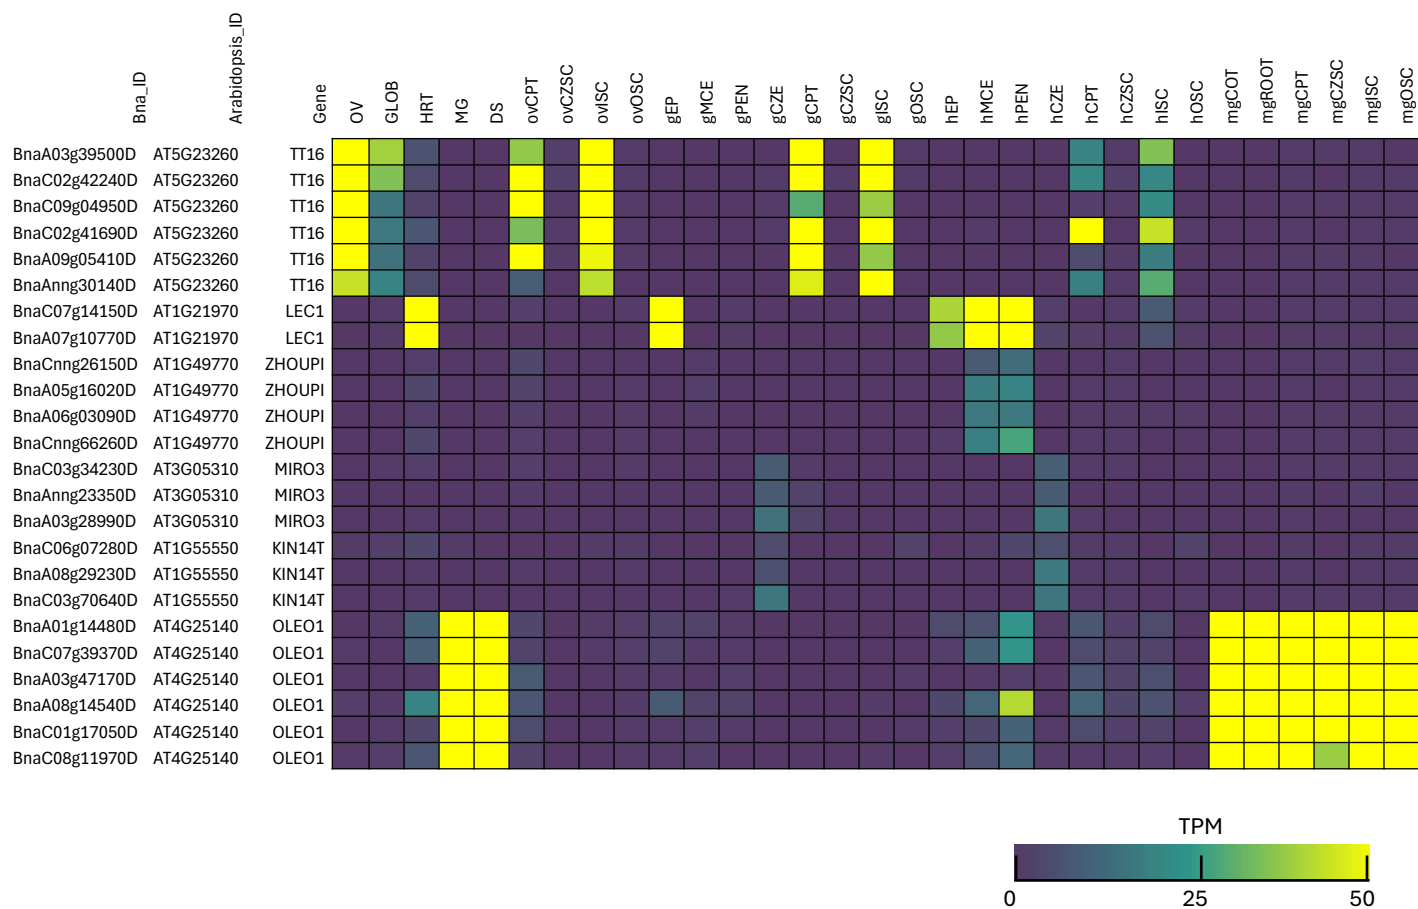

**Supplementary Figure S2.** Example subregion-enriched genes demonstrating LMD specificity and minimal contamination between subregions. Heat map colour is scaled based on highest and lowest values of each set of gene homologs.

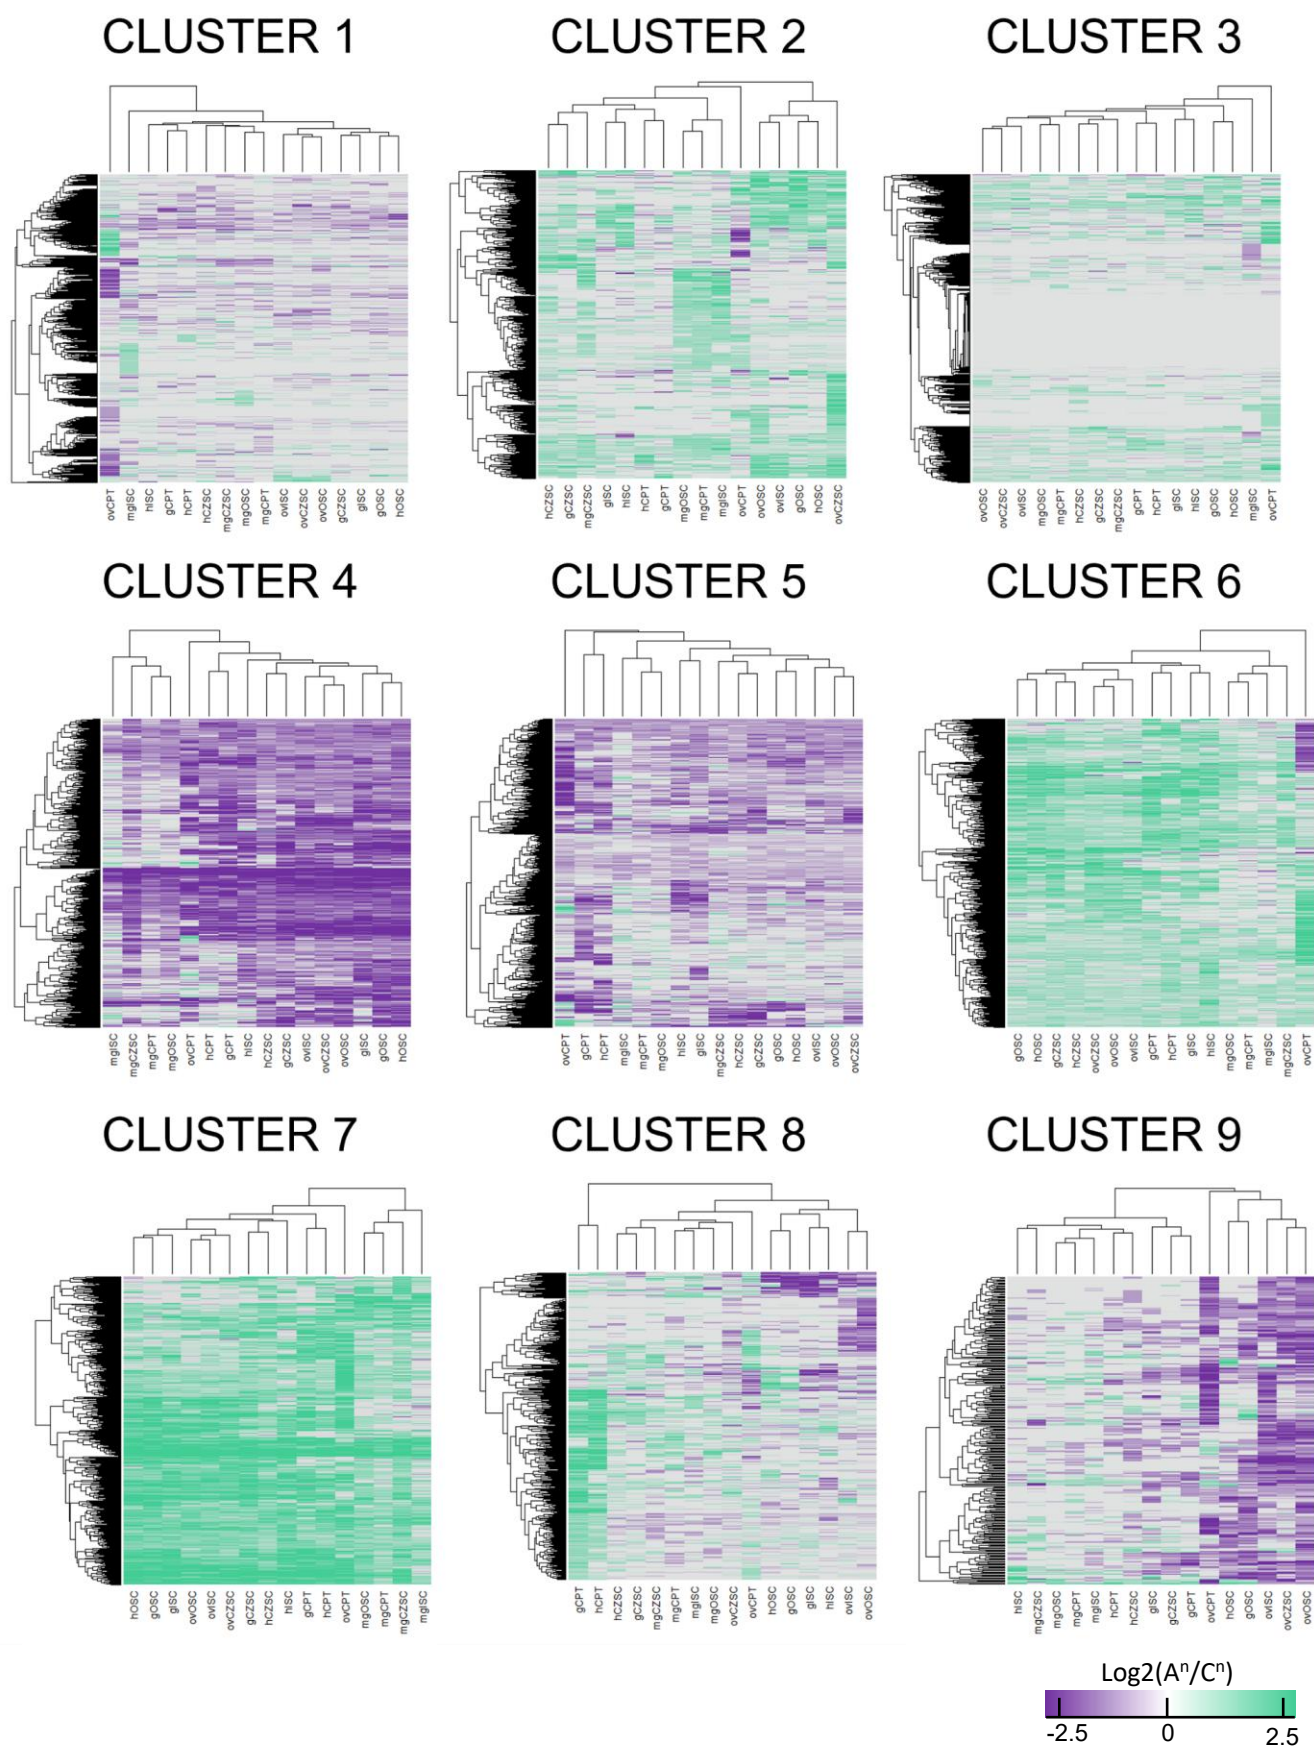

**Supplementary Figure S3.** Initial data clustering of maternal subregions, computed using Euclidean distance at  $k=4$  using R cutree. Clusters 1, 2, 3, 6, and 8 were divided into smaller clusters to  $k=5$ ,  $k=6$ ,  $k=5$ ,  $k=4$ , and  $k=3$  clusters. Full breakdown of the gene lists within these clusters are within Dataset S1.

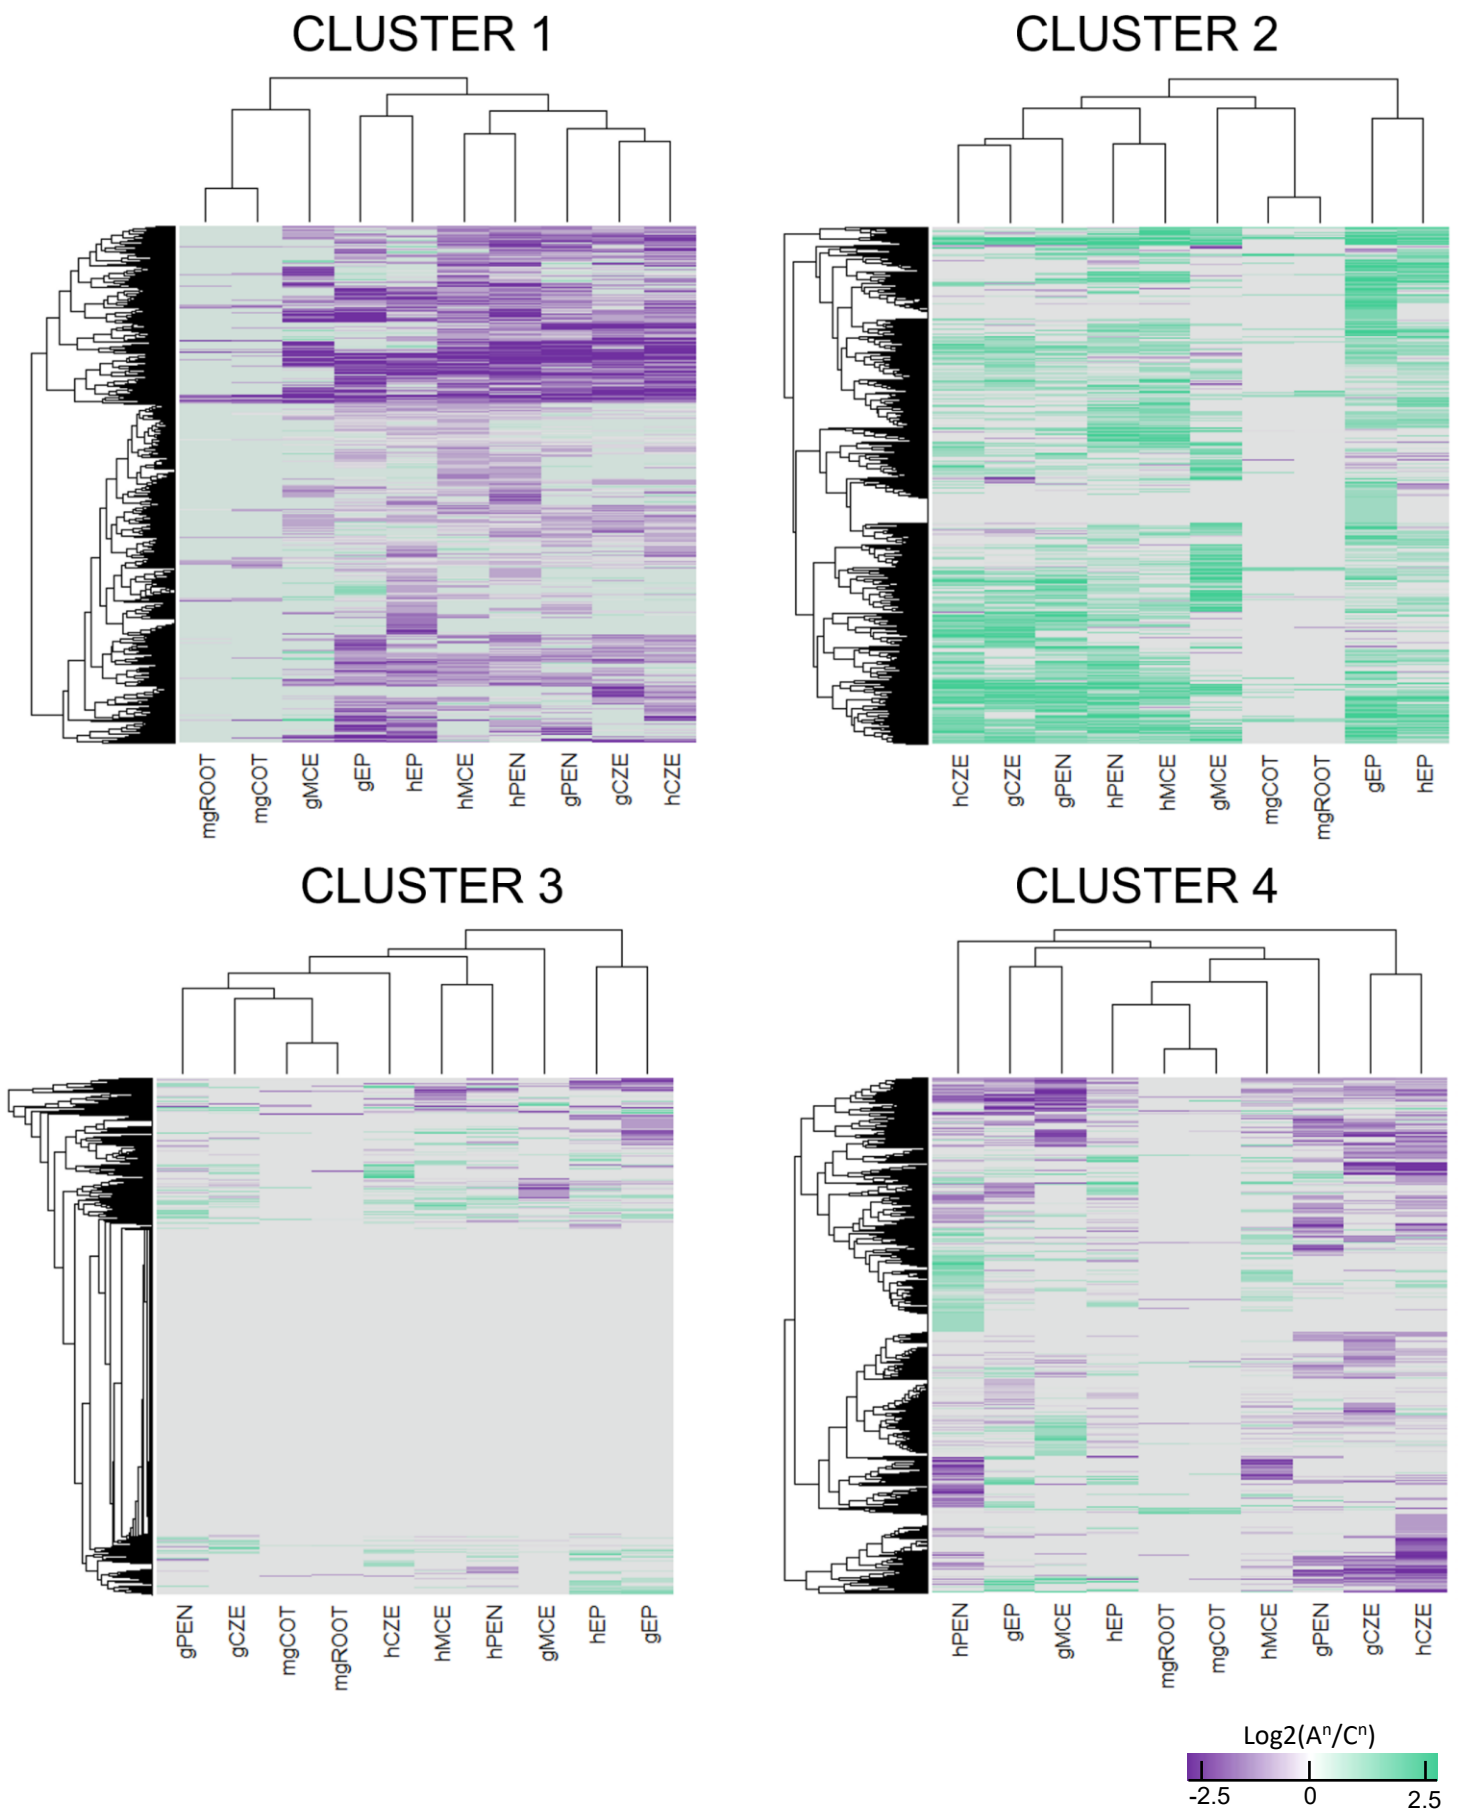

**Supplementary Figure S4.** Initial data clustering of filial subregions, computed using Euclidean distance at  $k=3$  using R cutree. Clusters 1, 2, 3, 6, and 8 were divided into smaller clusters to  $k=2$ ,  $k=3$ , and  $k=7$  clusters. Full breakdown of the gene lists within these clusters are within Dataset S2.

How the deposited data were processed for this re-analysis (not part of the article)

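RNA was sequenced by the authors from LMD subregions of *B. napus* cv. Topas seeds at the ovule, globular, heart, and mature green stages. The deposited values covered 74 libraries from 26 subregions, with 2 to 5 libraries in each, and every library was assigned to the subregion in its title. Of these, 44 libraries were maternal and 30 were filial. In 3 libraries the tissue given in the sample label differed from the title. A library named for the mgCZSC without a matching title was used as a library of that subregion without a replicate number. A similar name in Supplementary Data Set S5 reads as a second library of mgCZSC replicate 3, so it may be a repeat of that sample, in which case the 3 libraries given for the mgCZSC stand for 2 samples. No library was assigned or grouped by its values.

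The values were TPM as deposited by the authors, who trimmed reads with fastp, aligned them with HISAT2, counted uniquely mapped reads with featureCounts, and scaled the counts by gene length and library total. Each column sums to the same total over 101,040 genes. No raw counts were used here. The subgenome of a gene was read from its identifier, and genes with no subgenome in the identifier were left out of A n and C n shares.

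The table holds no 0, because 0.01 reads had been added to every gene. The steps between low values were used to recover the reads on each gene, which worked for 100,929 genes. The genes that were not recovered include the most abundant ones, so the recovered reads of a library are a lower limit of its depth. They ranged from 205,522 in gMCE replicate 1 to 20,561,901, with 24.2% of the TPM of gMCE replicate 1 in recovered genes. The recovery was tested on simulated data with 8,000 genes, of which 100% were recovered. A value built from few reads is coarse, and recovered reads cover counting noise only, not the variation between dissections.

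Subregion values are arithmetic means of libraries, and SDs are between libraries. The paper does not state how libraries were averaged. Its averages for 1,998 genes equal the rounded geometric mean of the libraries for all of these genes in 20 of the 26 subregions. In the ovCPT, gEP, gMCE, hMCE, mgOSC, and mgCOT they equal it for 5.81% to 54.9% of the genes, and the arithmetic mean for 5.51% to 60.2%, so that neither mean gives the paper's averages there. A gene was taken as detected above 1 TPM. The C n share is the share of the summed A n and C n TPM. The 16 maternal and 10 filial subregion means were compared by a two-sided permutation test with 100000 resamples. LMD-high genes were defined on the part of Supplementary Data Set S6 to hand (1,999 of 101,040 genes) as genes with a mean over subregions of at least 1000 TPM and at least 20 times the whole-seed mean, which gave 43 genes. Distances are the Euclidean distance between subregion means of log2(TPM + 1), divided by the square root of the number of genes, which leaves the order of the subregions unchanged.

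Each maternal subregion was compared with the other maternal subregions of its stage with limma (version 3.58.1, with a trend in the variance) on log2(TPM + 1), for genes with a mean of at least 1 TPM in at least 1 of the 4 subregions. p-values were two-sided and adjusted by the Benjamini-Hochberg method, with a limit of 0.05 on the adjusted p. Calls were tested on simulated data with 52,634 genes of which 200 were changed. All of the changed genes were called (100%), and 3.85% of the called genes were not changed. In that simulation every gene had the same spread between libraries, and each changed gene moved by an equal amount. It used the gCPT layout (3 against 8 libraries). These rates therefore do not carry over to comparisons with uneven depth, fewer libraries, or many changed genes. For maternal subregions with at least 3 libraries, the count was also taken for up to 100 regroupings of the same libraries into groups of the same sizes. These include the gCPT, hCPT, and mgCPT but not the ovCPT, which has 2 libraries.

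Named genes were those of Supplementary Data Set S7 and of Supplementary Fig. S2 that the text speaks of, together with the 2 genes of highest mean TPM and, in each CPT comparison, the 2 genes that rose most and the 2 that fell most among separated genes. Their contrasts between subregions were tested with limma in a single fit over all 74 libraries, with an exact permutation test of the library values where all regroupings could be enumerated. Where they could not and both groups had at least 10 libraries, 100000 resamples were drawn. No permutation test was made for the contrasts of *XTH9* and *ZHOUPI*. Of 110 tests of a gene in a contrast, 69 had an adjusted p under 0.05 over all 99,343 genes tested, and 69 when adjusted over the list alone. The identifiers of 18 marker genes were read from the image of Supplementary Fig. S2. The authors chose these genes and subregions from the same libraries, so the p-values are not independent evidence.

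For 45 homoeologous pairs of Supplementary Data Set S7, the log2 ratio of A n over C n was taken in each library after adding 1 TPM to both copies and tested against 0 with limma, in each subregion where the mean of A n plus C n was at least 2 TPM. This gave 830 tests, of which 353 had an adjusted p under 0.05, 170 toward A n and 183 toward C n. Pairs of Supplementary Data Sets S1 and S3 were to hand only in part (1,999 of 25,113 and 1,999 of 23,999), in an order that is not random, so they were counted with the authors' rule, applied to arithmetic means, and no set test or enrichment was run. That rule takes rounded means, sets 0 to 1, and counts pairs with a log2 ratio of at least 2 in either direction. Storage genes were the 28 *OLEO*, *SESA*, *CRU*, and *CRB* genes of Fig. 11.

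The comparisons, the named-gene rule, and the alternatives were set before the data were examined, except for the geometric mean of the libraries and the rescaled TPM of *OLEO* genes, which were added after the values were seen. The tests of read numbers in the mature green embryo, of background reads, and of the LMD-high genes against the whole seed were also chosen after the values were seen, and the subregions compared for pairs with opposite biases were picked from the data. The LMD-high rule was drawn from the authors' averages in Supplementary Data Set S6, before the values of single libraries were opened. The alternatives were a pseudocount of 0.1 TPM, detection thresholds of 0.5 and 5 TPM and in every library, gene filters of 5 TPM and of none, a pair filter of 10 TPM, sums without the 10, 50, or 100 most abundant genes, without the LMD-high genes, without chromosome C09, or without genes not placed on a chromosome, sums of log2 values, rescaling without the LMD-high genes, quantile normalization, a model of 4 subregion means, the replicate number as a block, leaving out the 3 libraries with conflicting labels, and leaving out each library in turn. Replicate numbers were checked for pairing by correlating, over genes, the deviations from the subregion mean of maternal libraries from different subregions of a stage. For named pairs, the fit with the block gives each ratio at the average of replicate numbers 1 to 5. Numbers 4 and 5 occur only in the gEP, gMCE, and hMCE, so ratios of a pair elsewhere can shift together.

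Whole-seed libraries, histology, the clustering of filial subregions, co-expression groups, and term enrichments were not analysed here. *SWEET10* and *FRK7* were not analysed, as the list of identifiers does not hold them. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 and R 4.3.3 with data.table 1.17.8 were used.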

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

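Both tests of the LMD-high genes against the whole seed were chosen only after the result was seen, and the subregions in which pairs leaned in opposite directions were picked from the data.

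The LMD-high genes, which the paper does not report on as a group, held 40.3% of the summed TPM on average over the 26 subregions, and between 4.38% and 93.5% of that of a library. In the paper's averages for the 5 whole-seed columns they held 0.0913% to 0.4305%. The genes were defined by a higher mean in the subregions than in the whole seed, so the direction of this difference follows from their definition and only its size is a result. Expression confined to subregions that make up little of the seed was tested by setting each subregion against the whole seed of its stage. The definition rests on the mean over subregions, so it did not fix the outcome for each of them. For this test the subregion shares were also taken from the paper's averages, so they differ from the means over libraries (8.37% in the gCPT). The lowest shares were 12.7% in ovules (ovCZSC), 7.77% at the globular stage (gCPT), 25.8% at the heart stage (hCZE), and 23.5% at the mature green stage (mgISC). These are 99.4, 85.1, 157, and 54.7 times those of the whole seed. A whole seed lies between the parts it is made of, so these shares argue against expression differences among the dissected subregions for the group as a whole. Seed parts that were not dissected were not tested, and would have to hold nearly all transcripts of the seed. A difference in library preparation or mapping between LMD and whole-seed samples was not decided, as the highest whole-seed share of 0.4305% comes with no subregion and whole-seed library known to have been prepared and mapped alike, and it stays open. Reads shared with paralogs, contamination, and gene length were not tested for these genes.

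In groups of 4 or 5 libraries, the log2 ratio of A n over C n of a single library lay far from the others in 5 of 124 results tested, where chance alone gives 6.2 (1 in 20). The ratio of *AWPM-19-L* was 0.97 in gMCE replicate 5 and -0.18 to -0.00 in the other gMCE libraries, and that of *RPP0B* was 2.86 in gMCE replicate 2 and 3.67 to 3.94 in the others. In hMCE replicate 2, *CEP1* had 0.077 against 0.99 to 1.02 and *WRI1* had 0.14 against 0.83 to 0.91. *CRU1* had -0.70 in hMCE replicate 1 against -0.03 to 0.10. The number of such libraries is no more than chance gives, so none of them calls for a technical or a biological explanation. Depth was not tested for them. The libraries had 3,498,313 (gMCE replicate 5), 404,373 (gMCE replicate 2), 3,101,121 (hMCE replicate 2), and 1,409,167 (hMCE replicate 1) recovered reads, in genes that held 63.0%, 24.7%, 35.3%, and 32.7% of their TPM.

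Of the 45 named pairs, 17 were past the limit toward A n in at least 1 subregion and toward C n in another. The subregion with the highest and the one with the lowest ratio were compared for each pair (limma, adjusted p from 2.14e-14 to 0.000269 over the 17 pairs). Because the extremes were chosen from the data, these p-values are smaller than those of a comparison fixed beforehand. The favored copy was higher in every library of both subregions, except for *GATL5*, whose C n copy was higher in 1 of the 2 ovCPT libraries. The log2 ratio of *WIH2* was 2.63 in the gCPT and -1.25 in the hISC, a difference of 3.89. The *XTH9* pair BnaA03g25760D and BnaC03g73080D had 0.96 in the gMCE and -1.72 in the ovOSC (difference 2.68), and the *XTH9* pair BnaA09g01390D and BnaC09g00910D had 0.99 in the gEP and -1.88 in the ovCPT (2.87). *DSP4* had 1.46 in the mgISC and -1.72 in the hISC (3.18), and *ASPG1* had 2.49 in the hOSC and -0.49 in the gCPT (2.98). The *SWEET1* pair BnaA06g15180D and BnaC05g16660D had 3.80 in the gCPT and -1.40 in the mgOSC (5.20), and the pair BnaA08g21340D and BnaCnng57120D had 2.48 in the ovOSC and -1.35 in the hISC (3.82). *GXM3* had 1.08 in the gCPT and -2.07 in the ovCPT (3.14).

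Among the other genes, *OLEO4* had 0.92 in the ovCPT and -0.81 in the hEP (difference 1.74), the *OLEO2* pair BnaA07g14960D and BnaC04g32530D had 2.79 in the hEP and -2.70 in the mgCZSC (5.48), and the *OLEO1* pair BnaA03g47170D and BnaC07g39370D had 1.20 in the ovCPT and -2.99 in the hPEN (4.19). *GATL5* had 2.23 in the hCZE and -1.90 in the ovCPT (4.13), *FAB2* had 0.86 in the gCPT and -0.71 in the mgISC (1.57), and *WRI1* had 0.87 in the gOSC and -0.97 in the hCZE (1.84). The *DIM* pair BnaA01g25880D and BnaC01g33070D had 0.74 in the gPEN and -1.59 in the hMCE (2.33), *SESA1* had 2.41 in the hPEN and -3.05 in the gOSC (5.46), and *CRU3* had 0.61 in the mgISC and -1.19 in the hPEN (1.80).

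Both calls were kept with a pseudocount of 0.1 TPM, and under the other alternatives, in 7 of the 17 pairs (*WIH2*, the first *XTH9* pair, *DSP4*, *OLEO2*, *GATL5*, *FAB2*, and *DIM*), and in 9 of the 12 pairs with at least 3 libraries in 1 subregion or both when single libraries of these were left out. In the other 5 pairs both subregions have 2 libraries, and this was not tested. In 5 pairs (the second *XTH9* pair, *GXM3*, *OLEO4*, *OLEO1*, and *GATL5*) 1 of the subregions was the ovCPT, where the shallow replicate 2 may shift ratios, as the number of listed pairs with a strong bias was 136 in replicate 1 alone and 305 in the mean of both. Reads shared between the copies or with other paralogs, and differences between the sequenced cultivar and the reference, were not tested. A difference between tissues and stages in which copy is used stays open and untested beyond these comparisons.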

How the results depend on the processing

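All tests in this part were chosen before the result was seen, except the sums and counts on the geometric mean of the libraries and the rescaled TPM of *OLEO* genes.

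The mean C n share of summed TPM (68.7%) and the difference between maternal and filial subregions (-6.55 percentage points, permutation test, p = 0.02) depended on the genes summed. Without the 10 genes of highest mean TPM, the mean was 61.2%, the mgCOT stood at 69.4%, and the difference kept its sign (-5.74, permutation test, p = 0.00528). Without the top 50, the mean was 53.9%, the gCPT 53.0%, and the mgCOT 42.1%, and the difference reversed to 3.00 (permutation test, p = 0.141). Without the top 100, these values were 54.9%, 51.7%, 53.7%, and 2.13 (permutation test, p = 0.129). Without the LMD-high genes they were 54.5%, 51.9%, 49.3%, and 1.33 (permutation test, p = 0.41), and without chromosome C09 they were 50.0%, 50.1%, 36.7%, and 4.56 (permutation test, p = 0.0147). Sums of log2(TPM + 1) gave a mean of 54.1%, 54.1% in the mgCOT, and a difference of 1.52 (permutation test, p = 0.00172). The LMD-high genes are mostly C n genes (33 of 43, 25 of them on C09), so that sums without them hold less C n TPM by construction. Leaving out C09 removes C n genes alone, which also lowers the C n share by construction. The permutation test pools the stages. Without the LMD-high genes, filial subregions lay above maternal ones at the globular stage and below them at the mature green stage. Why the maternal-filial difference changes sign was not tested beyond that. The mgCOT stood at 79.7% in its only library without a conflicting label. The mean and the difference kept their direction with the genes placed on a chromosome, with the geometric mean, without the libraries with conflicting labels, and in the 74 fits that each left out 1 library (68.5% to 68.8% and -6.85 to -6.27), where the gCPT ranged from 54.1% to 55.5% and the mgCOT from 80.4% to 81.2%.

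The C n share of detected genes (53.9%) and of the top 500 genes (60.9%) moved by less than the spread between libraries under all of their alternatives, with lowest values of 53.3% (above 1 TPM in every library) and 58.2% (without the LMD-high genes). The number of genes detected in at least 1 subregion (99,343) fell to 56,873 above 5 TPM, and was 98,866 to 99,828 when 1 library was left out. Detected genes in the mgCOT (4,424) and mgROOT (4,651) were 8,408 and 9,100 above 0.5 TPM, 1,066 and 1,004 above 5 TPM, and 24,515 and 27,202 after rescaling without the LMD-high genes. In the mgCOT, 2,380 genes were above 1 TPM in every library. Rescaling divides the TPM of the other genes by a small remainder in these subregions, so that more genes pass a fixed threshold by construction. Leaving out 1 library gave 3,553 to 5,381 genes in the mgCOT and 3,363 to 6,007 in the mgROOT.

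Pairs with a strong bias among the listed pairs (305 in the ovCPT and 293 in the gEP) were 138 and 165 with 1 TPM added to unrounded means, 98 and 135 among pairs with at least 10 TPM, and 37 and 72 when every library had to pass. The last 2 settings count fewer pairs by construction, and the cause was not tested for the first. The ovCPT count was 136 without replicate 2 and 517 without replicate 1, and the gEP count ranged from 270.0 to 334 across the 4 fits that each left out a library. The storage genes' share (4.45% in the mgCOT and 4.90% in the mgROOT) was 35.5% and 39.1% without the LMD-high genes, which leave a smaller total by construction, and 6.74% in the mgCOT without the libraries with conflicting labels. Leaving out 1 library gave 3.31% to 5.53% and 3.51% to 6.30%. Rescaling without the LMD-high genes, chosen after seeing the values, raised *OLEO1* BnaA08g14540D from 759 to 5,966 TPM in the mgCOT and from 2,313 to 3,799.8 TPM in the mgOSC, so that their order reversed. The distance factor of the ovCPT over the next subregion (1.10) moved by less than its spread, but at 0.998 after rescaling without the LMD-high genes the ovCPT no longer ranked first, and the cause was not tested. It was 1.08 both with a pseudocount of 0.1 TPM and for genes of at least 5 TPM, and 1.00 to 1.33 when 1 library was left out, the lowest value without ovCPT replicate 2.

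For genes differing in a CPT from the rest of its stage, the model of 4 subregion means gave 23,282 genes in the gCPT (12,886 with 2 groups), 6,246 in the hCPT (1,893), and 61 in the mgCPT (19). The mgCPT count was 2 with a pseudocount of 0.1 TPM and 40 with quantile normalization, and the hCPT count was 2,908 for genes of at least 5 TPM. The cause was not tested for these shifts. Across the fits that each left out a library, the counts ranged from 29,899 to 33,790 in the ovCPT (main count 33,164), from 7,584 (without gCPT replicate 3) to 13,185 in the gCPT, from 663 (without hCPT replicate 2) to 3,013 (without hCZSC replicate 3) in the hCPT, and from 11 to 20 in the mgCPT. The gCPT count was also 8,543 and 7,653 without gCPT replicates 1 and 2, the hCPT count 902 and 1,100 without hCPT replicates 1 and 3, and the mgCPT count 11 without mgCPT replicate 2, mgCZSC replicate 1, or mgOSC replicate 2 and 12 without mgCPT replicate 3. These fits have fewer libraries by construction, and the cause was not tested further, including why the hCPT count is higher without hCZSC replicate 3. No ovCPT library was left out in them, as a single ovCPT library would have remained. The ovCPT range therefore does not test how far the count rests on either ovCPT replicate. The ovCPT and gCPT had the most genes of their stages, and the hOSC and mgCZSC of theirs, under all 8 alternatives other than leaving out single libraries. Where all 4 subregions of a stage were tested without 1 library, the ovCPT, gCPT, and mgCZSC stayed first in all fits. The hOSC did so in 8 of 12. None of these fits left out an ovCPT library. The hCZSC came first without hCZSC replicate 1 (16,611 genes) and hCPT replicate 3 (2,806 against 2,780.0 in the hOSC), and the hCPT without hOSC replicates 1 and 3 (1,576 against 1,176 and 1,587 against 1,191). The direction of the changes was less stable. In the gCPT 6,967 of the 12,886 genes were higher, against 24.1% of 16,253 genes after rescaling without the LMD-high genes. In the ovCPT 22,183 of the 33,164 genes were higher, against 43.9% of 27,093 genes after quantile normalization. In the ovISC 228 of 593 genes were higher, against 70.5% after quantile normalization and 22.0% with a pseudocount of 0.1 TPM. The ovISC count itself was 204, 0, and 88 without ovISC replicates 1, 2, and 3, and 211 with the replicate number as a block.

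Same-numbered maternal libraries of a stage varied together no more than others did (median r over genes of 0.0111 in 58 pairs of libraries and -0.00485 in 116 pairs with other numbers), although r was above 0.1 in 6 of the 58, with a highest value of 0.476. With the number as a replicate block, 330.0 tests of named pairs were past the limit, with 35 calls gained and 59 lost among those tested both ways. Pair ratios in this fit are averages that include replicate numbers most subregions do not have, so these changes are no evidence of a batch effect. The counts of differing genes with the block were 30,089 in the ovCPT, 10,147 in the gCPT, 1,460 in the hCPT, and 25 in the mgCPT.

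Of 353 calls of named pairs, 193 were lost under no alternative that tested them. Of the 250.0 in subregions with at least 3 libraries, 147 were kept without any 1 library, and 124 under both. With the pseudocount of 0.1 TPM there were 207 calls (151 lost and 5 gained). The spread of a pair comes from all 74 libraries, and a smaller pseudocount can widen it where both copies are near 0 TPM. A call can thus be lost with little change in its ratio. The mgROOT fold of *OLEO1* BnaA08g14540D over BnaC08g11970D was 6.31 by default and 6.42 with that pseudocount, yet its call was lost. How many calls were lost this way was not tested. The authors' rule called 118 with arithmetic and 123 with geometric means, which requires a 4-fold difference by construction. Leaving out 1 library gave 329 to 358 calls. Without the unnumbered mgCZSC library, which may repeat the sample of mgCZSC replicate 3, there were 345 calls (among pairs tested both ways, 1 gained and 10 lost), and the mgCZSC had 715 differing genes in place of 1,035 (320.0 without replicate 3). Of 69 calls of named genes, 67 were kept under both, and the count ranged from 68 to 71. The call of *WIH1* BnaA06g24930D (heart against globular stage) was lost with the pseudocount of 0.1 TPM, and that of *FAE1* BnaC03g46140D was lost without the libraries with conflicting labels or without mgISC replicate 1. Over single genes, pairs, and subregions, 364 other results moved, 880.0 became weaker, 83 became stronger, 15,243 stayed the same, and 0 of those with a test reversed. Shares have no test, and 11 of those that moved crossed 50% from C n to A n, in the mgROOT without the top 50, without the LMD-high genes (48.8%), and without chromosome C09, and in 8 other subregions without C09 (44.2% to 49.9%). As leaving out C09 removes C n genes alone, the crossings without it follow in part from that choice. Where a group had 2 libraries, leaving 1 out gave a value and no call.

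Depth limits values near 1 TPM most in ovCPT replicate 2, where a single read on a median gene is worth 5.78 TPM, so that genes detected there and ratios of low pairs rest on few reads. The 244,924 reads recovered for this library stand for 94.0% of its TPM.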

Differences from the paper's values

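No test in this part was chosen after the result was seen, except those on the geometric mean of the libraries and the rescaled *OLEO* values.

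None of the values stated in the text that were computed here differed from the paper's by the rule set before the data were examined (more than 1.5 times apart and beyond the spread between libraries). The rule could not call a share of detected genes above the paper's 78.6% different, since no percentage reaches 1.5 times that value. The C n share was 80.7% in the mgCOT against the paper's 82.4%, and 54.9% in the gCPT against the paper's 54.5%. In the mgCOT, as in the ovCPT, gEP, gMCE, hMCE, and mgOSC, neither the arithmetic nor the geometric mean of the libraries gives the paper's averages, so the values set against the paper's for these subregions do not rest on the same averages. The geometric mean of the libraries, chosen after seeing the values, gave 54.5% in the gCPT and 81.3% in the mgCOT. Genes above 1 TPM in at least 1 subregion made up 98.3% of the table against the paper's 78.6%, which no setting that was run reached (94.1% with the geometric mean, chosen after seeing the values, 85.3% above 1 TPM in every library, and 56.3% above 5 TPM). The A n copy of the *OLEO1* pair BnaA08g14540D and BnaC08g11970D was 6.31-fold higher in the mgROOT against the paper's 6.5 and 37.2-fold higher in the mgCZSC against the paper's 39. With the authors' rule on geometric means, chosen after seeing the values, the folds were 6.46 and 39.0.

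The paper places the smallest bias of this *OLEO1* pair among mature green subregions in the mgROOT and the largest in the mgCZSC. By the mean of the log2 ratios of single libraries the lowest fold was that of the mgCOT (5.34), and by the ratio of mean TPM the highest was that of the mgISC (31.3). The ratio of mean TPM puts the lowest fold in the mgROOT (4.22), and both the ratios of single libraries and the geometric mean, chosen after seeing the values, put the highest in the mgCZSC. For the heart stage, the paper gives this pair a bias toward A n in all subregions except the CZE. The ratio was past the limit in 3 of these 7 subregions (hCPT, hPEN, and hISC), and in the hCZSC without hCZSC replicate 3 (1.70), and the A n copy was higher in every library of all 7.

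At the whole-transcriptome level, the paper describes the CPT as the most different subregion. By distance, the ovCPT was 1.10 times as far from the other maternal subregions as the mgISC, and 0.998 times after rescaling without the LMD-high genes. The paper's sentence compares the CPT with the other subregions at any stage, and whether it means each stage alone is not clear. Read that way, it differs from the counts of differing genes, which were highest in the hOSC (3,094, against 1,893 in the hCPT) and in the mgCZSC (1,035, against 19 in the mgCPT). The hCPT was above the hOSC without hOSC replicate 1 or 3, and the mgCZSC stayed first in all fits that tested the 4 subregions.

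In the paper the ovCPT has the most strongly biased pairs toward C n. Among the listed pairs it had the most, 64, but more were toward A n (241), as in each library alone (84 against 52 in replicate 1 and 417 against 100.0 in replicate 2). The paper reports the gEP as the filial subregion with the most strongly biased pairs. Among the listed pairs the hPEN had 295 and the gEP 293, and the geometric mean, chosen after seeing the values, gave 292 and 313. For all filial subregions before the mature green stage, the paper reports more strongly biased pairs toward C n. Among the listed pairs each of these had more toward A n, for example 205 against 13 in the gMCE. The lists were to hand only in part (1,999 of 25,113 and 1,999 of 23,999 pairs), so these counts describe those pairs alone.

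The paper places the large rise of *WIH1* in the ovCPT. The A n copy BnaA06g24930D had 7.53 TPM there, 67.1 TPM in the ovCZSC, and 369.9 TPM in the gCPT. The paper also gives *WIH1* a high transcript level from C n in the CPT and CZSC, and a decline of both pairs by the heart and mature green stages. The C n copy BnaC03g23330D averaged at most 1.35 TPM in any subregion, and changed by 0.44 to the heart stage and by 0.36 to the mature green stage, rises that were past the limit after rescaling without the LMD-high genes (0.71 and 0.75) or without gCPT replicate 3 (0.60 and 0.52), the former also without hCZSC replicate 1 (0.63). *WIH2* BnaC04g47670D changed by -0.02 and -0.53, neither past the limit.

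In several subregions a bias that the paper reports toward C n was not past the limit with the settings used or with any alternative. These were the second *XTH9* pair in the ovCZSC (-0.42), *UGE1* in the hOSC (-0.63), *DSP4* in the mgOSC (0.14, with opposite sign), and *DIM* in the hCZE (-0.35, BnaA05g19350D and BnaC05g32840D) and in the hEP (0.25, BnaA01g25880D and BnaC01g33070D, with opposite sign). *RGP2* in the gPEN was not past it (-0.31) except with the replicate number as a block (-0.49, adjusted p = 0.0213, against 0.142 without the block). The paper's sentence on *GATL5* names both subgenomes, and the ratio was toward A n in the hCZE (2.23).

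The paper describes *EXL3* and the GGL lipase as free of bias. *EXL3* was past the limit in the ovCPT (-1.55) under all alternatives and in the mgISC (-0.84), and *GGL19* in the ovCPT (-0.84) and ovISC (-0.65). The last 3 calls were not made with a pseudocount of 0.1 TPM, that of *EXL3* in the mgISC not with the replicate number as a block, and that of *GGL19* in the ovISC not without ovISC replicate 2 (-0.55) or replicate 3 (-0.62). The pair listed as *GDSL* was past the limit in the hCZSC (-0.63), and not with that pseudocount, with the block, or without hCZSC replicate 1 (-0.39) or replicate 2 (-0.44). It describes *OLEO2* as having little bias at the mature green stage, whereas BnaA07g14960D was below BnaC04g32530D in all 6 subregions (-2.70 to -2.03), past the limit with the default settings, in the mgCZSC alone with a pseudocount of 0.1 TPM, and in all but the mgOSC with the replicate number as a block. It gives *FAE1* a low bias in maternal tissue, and the ratios were 4.97 to 6.73 toward A n, past the limit under all alternatives. It has *FAB2* and *WRI1* slightly toward A n, and *WRI1* was past the limit toward C n in the gMCE (-0.89), gEP (-0.68), and hCZE (-0.97). The gEP call was not made with a pseudocount of 0.1 TPM, and neither the gEP nor the hCZE call with the replicate number as a block. Among filial subregions, *WRI1* was past the limit toward A n in the hMCE, and in the hEP only with the block (0.60) or without hEP replicate 2 (0.76). Of 15 maternal subregions tested with the default settings, *WRI1* was past the limit toward A n in 4 and toward C n in 0.

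The paper singles out the mgCOT, with the mgCPT and mgISC, for high *OLEO* transcript levels. *OLEO1* BnaA08g14540D had 759 TPM in the mgCOT, less than in the mgOSC (2,313 TPM) or mgCZSC (1,856 TPM). After rescaling without the LMD-high genes, chosen after seeing the values, it had 5,966 TPM in the mgCOT, more than in the mgOSC (3,799.8 TPM) or mgCZSC (3,734 TPM), and the mgCPT (6,978 TPM), mgCOT, and mgISC (5,829.9 TPM) were the highest, as in the paper. The paper also has all *OLEO* genes higher in the mgCOT than in the mgROOT, and the log2 changes had that direction (0.17 to 0.72), but each was smaller than its standard error and none was past the limit (adjusted p of 1, limma).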

Other observations

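The tests of read numbers in the mature green embryo and of background reads were chosen only after the result was seen.

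The mean C n share of 68.7% in the subregions may rest in large part on the LMD-high genes. The condition set for this explanation was that most of the excess over 50 percent would be lost without these genes, and the mean fell to 54.5%, with 23.9% of the excess left. The design gives no condition that would separate this from a biological reason why these genes are abundant.

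The mature green embryo had the fewest detected genes, at most 6,160 in a library. Of its 5 libraries, 4 lay below the median of 6,052,200 recovered reads of the others. Another 15 libraries had fewer recovered reads than any mature green embryo library (2,205,698). The lowest number of detected genes among them was 22,457. That comparison does not exclude fewer reads as the cause, as few reads pass 1 TPM in such libraries. A single read on a median gene was worth 1.04 TPM in gMCE replicate 1, against 0.0143 to 0.0234 TPM in embryo libraries. Genes with at least 5 recovered reads numbered 24,333 to 37,806 in embryo libraries and 27,814 to 38,084 in gCZE libraries. The lowest rank thus holds for the 1 TPM threshold and was not seen in every library by reads. Recovered reads leave out the most abundant genes, which hold most of the TPM in these libraries (the recovered genes held 6.09% in mgCOT replicate 2), so the total depth of the embryo libraries is higher than these numbers. A few genes taking most of the TPM was also tested. After rescaling without the LMD-high genes, the mgCOT and mgROOT had 24,515 and 27,202 detected genes, far more than before, but still the lowest numbers, with 30,501 in the gCZE as the next. The LMD-high genes thus account for much of the size of the gap and not for the order. A biological difference between the mature embryo and other subregions stays open and untested.

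In many maternal libraries most genes of the table were above 1 TPM. Background reads spread evenly over genes were tested on 6,296 genes without reads in the 20 filial libraries of at least 2,000,000 recovered reads. In the 5 maternal libraries with the most detected genes, their median was 3.36 TPM (hCZSC replicate 3), 2.04 TPM (mgCPT replicate 1), 1.21 TPM (ovCPT replicate 1), 1.32 TPM (hCPT replicate 3), and 0.913 TPM (hCZSC replicate 2). The ratio of the upper to the lower quartile was 2.95 in hCZSC replicate 3, and 4.12 to 225 in the other 4. Such reads would give a median above 1 TPM, found in 4 of the 5, and a ratio below 4, found in 1. In mgCPT replicate 2 the median was 1.33 TPM and the ratio 3.06. Other libraries of the same subregions had medians of 0.00599 TPM (hCZSC replicate 1), 0.00455 TPM (hCPT replicate 1), 0.00904 TPM (hCPT replicate 2), and 0.0129 TPM (mgCPT replicate 3), which argues against expression of these genes as a trait of the tissue in the hCZSC, hCPT, and mgCPT. The ratios of 156 in ovCPT replicate 1 and 225 in hCPT replicate 3 take their size from the constant added to each gene. Their lower quartiles (0.0180 and 0.0134 TPM) lay below a single read on a median gene (0.193 and 0.123 TPM). The size of these ratios therefore does not show how the reads are spread. Whether background reads account for the pattern is left open, as libraries went both ways, the genes were chosen for having no filial reads, and no library without tissue was sequenced. Reads from other tissue in single libraries were not tested.

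The ovCPT had the most strongly biased pairs among the listed pairs (305, with 33 in the next subregion). Few reads in replicate 2 are a candidate explanation. Replicate 1 alone gave 136 pairs, and when gCPT replicate 3 was thinned to the reads of ovCPT replicate 2 its number rose from 22 to 225. Among single maternal libraries, ovCPT replicate 2 (517) and replicate 1 (136) had the most such pairs, but the unnumbered mgCZSC library came close to replicate 1 with 123. For the gEP (293 pairs), the mean of replicates 3 and 4 gave 249, so few reads in replicates 1 and 2 do not account for most of these pairs. They may account for the rank of the gEP, as 249 is below the hCZE (257) and hPEN (295). Single libraries also went with few reads, with 389 and 414 pairs toward A n in replicates 1 and 2, against 256 and 265 in replicates 3 and 4. Geometric means gave 375 pairs in the ovCPT and 313 in the gEP. Since the counts of 305 and 293 rest on arithmetic means, this comparison decides nothing about zeros drawn into a geometric mean.

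The counts of genes that differ between a maternal subregion and the others of its stage were compared with those of regroupings of the same libraries, the real one included. As many genes were found in 1 of 99 regroupings for the gCPT and mgCZSC, 2 of 99 for the gCZSC and hOSC, 3 of 99 for the ovISC, gISC, and hCPT, 3 of 100 for the ovCZSC, and 4 of 100 for the ovOSC and hCZSC. The ovISC count depended on single libraries, at 0 without ovISC replicate 2. For the hISC (739 genes, 6 of 99) and the mgCPT (19 genes, 6 of 100), regroupings gave as many genes often enough that chance is not excluded. The ovCPT, gOSC, mgISC, and mgOSC have 2 libraries each and were not regrouped. The gOSC had 2,740 differing genes, the mgISC 4 (0 higher and 4 lower, with 6,230 at an unadjusted p under 0.05), and the mgOSC 92 (92 higher and 0 lower, with 1,597 at an unadjusted p under 0.05). The mgISC count and direction were not stable, with 66 genes (75.8% higher) after quantile normalization and 276 (9.06% higher) in the model of 4 subregion means.

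Libraries of the gMCE fell apart in their TPM of LMD-high genes, which held 72.2%, 71.7%, and 75.2% in replicates 1 to 3 and 36.7% and 35.6% in replicates 4 and 5. Their C n shares were 83.3%, 83.1%, 84.5%, 66.8%, and 66.4%. In the gEP, the LMD-high genes held 36.5%, 41.2%, 61.1%, and 57.9% in replicates 1 to 4. No explanation was tested for these values. For *RPP0B* (BnaA05g29180D and BnaCnng24330D), the log2 ratio of A n over C n was 4.69 in the gEP (321 against 23.4 TPM, A n higher in 4 of 4 libraries, adjusted p = 1.93e-10, limma), 3.62 in the gMCE (5 of 5 libraries), 1.95 in the gPEN (2 of 2), and 2.32 in the hPEN (2 of 2).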
